# Disordered breathing in a Pitt-Hopkins syndrome model involves Phox2b-expressing parafacial neurons and aberrant Nav1.8 expression

**DOI:** 10.1038/s41467-021-26263-2

**Published:** 2021-10-13

**Authors:** C. M. Cleary, S. James, B. J. Maher, D. K. Mulkey

**Keywords:** Neurophysiology, Respiration

## Abstract

Pitt-Hopkins syndrome (PTHS) is a rare autism spectrum-like disorder characterized by intellectual disability, developmental delays, and breathing problems involving episodes of hyperventilation followed by apnea. PTHS is caused by functional haploinsufficiency of the gene encoding transcription factor 4 (*Tcf4*). Despite the severity of this disease, mechanisms contributing to PTHS behavioral abnormalities are not well understood. Here, we show that a *Tcf4* truncation (*Tcf4*^tr/+^) mouse model of PTHS exhibits breathing problems similar to PTHS patients. This behavioral deficit is associated with selective loss of putative expiratory parafacial neurons and compromised function of neurons in the retrotrapezoid nucleus that regulate breathing in response to tissue CO_2_/H^+^. We also show that central Nav1.8 channels can be targeted pharmacologically to improve respiratory function at the cellular and behavioral levels in *Tcf4*^tr/+^ mice, thus establishing Nav1.8 as a high priority target with therapeutic potential in PTHS.

## Abstract (web summary)

Disordered breathing is a hallmark of Pitt-Hopkins syndrome (PTHS), yet little is known regarding how loss of *Tcf4* (gene associated with PTHS) affects development and function of respiratory neurons. Here, the authors show that parafacial respiratory neurons are selectively disrupted in a mouse model of PTHS, and central Nav1.8 channels can be targeted to improve PTHS-associated behavior abnormalities.

## Introduction

Pitt-Hopkins syndrome (PTHS) is an autism spectrum disorder caused by haploinsufficiency of the gene encoding transcription factor 4 (*Tcf4;* GeneID: 6925)^1^. The symptoms of PTHS include intellectual disability, developmental delay, seizures, and disordered breathing during wakefulness characterized by episodes of hyperventilation with intermittent apnea or breath hold^2,3^. Breathing problems associated with this disease have a negative impact on quality of life^4^ and likely contribute to aspiration-induced pneumonia, which is the leading cause of death in PTHS^5^. Despite this, virtually nothing is known regarding how *Tcf4* deficiency disrupts respiratory control; consequently, candidate therapeutic targets are lacking. Interestingly, recent evidence suggests that loss of *Tcf4* causes aberrant expression of *Scn10a* in the brain^6^; however, the therapeutic potential of this target remains largely untested.

Main elements of respiratory control include central chemoreceptors which regulate breathing in response to changes in tissue CO_2_/pH^7^, the pre-Bötzinger complex (pre-BötC) which generates inspiratory rhythm^8^, and respiratory motor neurons that serve as the final common pathway to respiratory muscle^9^. Although loss of *Tcf4* may disrupt breathing at any level of the respiratory circuit, clinical evidence suggests disruption of central chemoreception is a contributing factor. For example, disordered breathing in PTHS is phenotypically similar to a related disorder known as Rett syndrome (RTT)^10^, and breathing problems in RTT involve disruption of central chemoreception^11,12^. Also consistent with this possibility, acetazolamide—a carbonic anhydrase inhibitor used to induce metabolic acidosis and hyperventilation^13^—improved breathing in PTHS patients^14,15^. The retrotrapezoid nucleus (RTN) is an important respiratory control center located in the ventral parafacial region of the medulla^16^. A subset of glutamatergic neurons in this region function as respiratory chemoreceptors by sensing changes in tissue CO_2_/H^+^ and communicating this information to other elements of the respiratory circuit, including the pre-BötC, to regulate inspiratory activity^17^. RTN chemoreceptors also project to expiratory centers to elicit active expiration during high CO_2_^18^; however, recent evidence suggests this function is controlled by a group of glutamatergic neurons located in the adjacent parafacial lateral region (pF_L_)^19^. Transcription factors essential for normal development and function of RTN chemoreceptors include paired-like homeobox 2b (*Phox2b*)^20,21^ and atonal homolog 1 *(Atoh1;* a.k.a. *Math1*)^21–23^. Evidence also suggests that *Atoh1* forms a functional complex with *Tcf4* to regulate brainstem development in a cell-type specific manner^24^. Based on this, we wondered whether loss of *Tcf4* disrupts development and function of RTN chemoreceptors or pF_L_ neurons and contributes to disordered breathing in PTHS.

Here, we provide the first characterization of disordered breathing in a mouse model of PTHS. We show that under room air conditions *Tcf4*^tr/+^ mice show frequent episodes of hyperventilation as well as reduced sigh activity and increased post-sigh apnea. These mice also fail to increase inspiratory and expiratory output in response to CO_2_. The basis for this behavior deficit involves selective loss of parafacial Phox2b+ neurons, altered connectivity between Phox2b+ parafacial neurons and the pre-BötC, and suppressed excitability of chemosensitive RTN neurons. We also show that central Nav1.8 channels can be targeted pharmacologically to improve chemoreceptor function in *Tcf4*^tr/+^ mice, establishing Nav1.8 as a high priority target with therapeutic potential in PTHS.

## Results

*Tcf4*^tr/+^ mice (JAX stock # 013598) were crossed with each other or *Tcf4*^+/+^ control mice (common 50:50 background of 129S1/SvlmJ::C57BL6/J) (Supplementary Fig. 1); control and heterozygous mice were obtained at the expected frequencies at birth. However, consistent with evidence that homozygous loss of *Tcf4* results in embryonic lethality^6,25^, we found that ~30% *Tcf4*^tr/tr^ mice were stillborn. Those *Tcf4*^tr/tr^ pups born alive had a reduced body weight compared to control (*F*_2,27_ = 56.86, *p* < 0.0001) and died within the first few days of life, reaching 100% mortality by 4 days of age (Fig. 1A, B). At weaning age, *Tcf4*^tr/+^ mice also show reduced body weight (*T*_28_ = 3.378, *p* = 0.0022) and increased mortality (30%) compared to *Tcf4*^+/+^ mice (0%) (Fig. 1A, B); however, by adulthood (44 days of postnatal), the size of *Tcf4*^tr/+^ mice was similar to *Tcf4*^+/+^ (*T*_28_ = 0.6590, *p* > 0.05). Despite their normal size, adult *Tcf4*^tr/+^ mice are known to exhibit a variety of abnormal behaviors including hyperactivity^26,27^ and decreased anxiety^26^. Therefore, we characterized these behaviors using the novel open field assay and found that *Tcf4*^tr/+^ mice show more locomotor activity (total distance traveled) and higher frequency of entering the center region (inversely related to anxiety) compared to littermate control mice (Fig. 1C–E). These results confirm that *Tcf4*^tr/+^ mice used in this study exhibit behavior abnormalities consistent with similar PTHS models^26–28^. A subset of PTHS patients also exhibit seizure activity^29^. Therefore, we used radio telemetry to record electrocorticogram (ECoG) and electromyography (EMG) activity over a 24-h period in *Tcf4*^tr/+^ and control mice. We found that *Tcf4*^tr/+^ mice (60–64 days postnatal; *n* = 6 mixed sex) did not exhibit overt seizures or seizure-like ECoG activity (large amplitude poly-spike activity) for the duration our recording (Supplementary Fig. 2). These results suggest *Tcf4*^tr/+^ mice at this developmental time-point do not show spontaneous seizure-like activity.

**Fig. 1:**
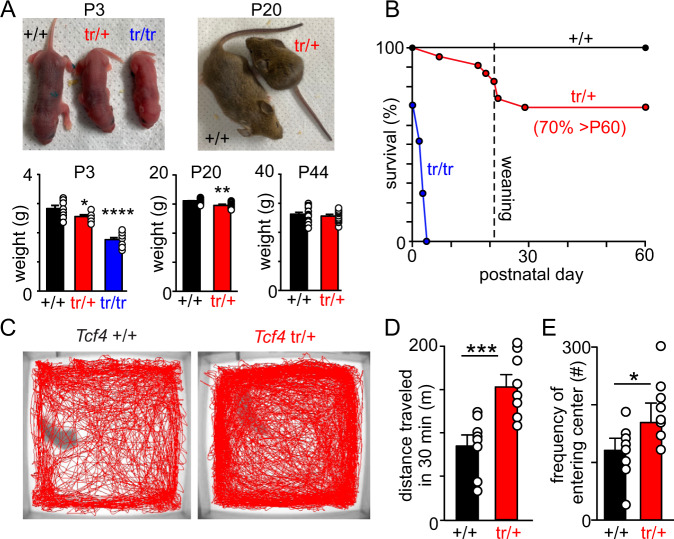
Survival and locomotor abnormalities exhibited by *Tcf4*^tr/+^ mice. **A** Mouse images and summary data show that *Tcf4*^tr/+^ and *Tcf4*^tr/tr^ mice are smaller and weigh less early in development compared to *Tcf4*^+/+^ control mice (day 3: *F*_2,27_ = 56.86, *p* < 0.0001; day 20: *T*_28_ = 3.378, *p* = 0.0022, data are presented as mean values ± SEM); however, by 44 days of age *Tcf4*^tr/+^ and *Tcf4*^+/+^ are of similar size (*n* = 30 animals/15 each genotype, *T*_28_ = 0.6590, *p* > 0.05, paired *t*-test, data are presented as mean values ± SEM). **B** Survival curves show that ~30% of *Tcf4*^tr/tr^ mice are born dead and reach 100% lethality by 4 days of age. *Tcf4*^tr/+^ also exhibit early high mortality but those reaching weaning age tended to survive at least two months. **C** Representative locomotor activity maps of *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice (40–50 days of age) during a 30-min periods following placement in a novel open field arena. **D**, **E** summary data show that *Tcf4*^tr/+^ traveled further (**D** *n* = 15 biologically independent animals, mixed sex, *T*_14_ = 4.008, *p* = 0.0013, paired *t*-test, data are presented as mean values ± SEM) and more frequently entered the center region (middle 50% of total area) (**E** *n* = 15 biologically independent animals, mixed sex, *T*_14_ = 2.559, *p* = 0.0227, paired *t*-test, data are presented as mean values ± SEM) compared to *Tcf4*^+/+^. Asterisk (*) indicate different between genotypes (unpaired *t*-test). One symbol = *p* < 0.05, two symbols = *p* < 0.01, three symbols = *p* < 0.001, four symbols = *p* < 0.0001.

To determine whether *Tcf4*^tr/+^ mice exhibit breathing problems similar to PTHS patients, we used whole-body plethysmography to measure respiratory activity in awake mice (~45 days old) under room air conditions and during exposure to graded increases in CO_2_ (balance O_2_ to minimize input from peripheral chemoreceptors). We found in room air that average minute ventilation was similar between genotypes (see below). Consistent with this, arterial CO_2_/H^+^ levels were similar in control and *Tcf4*^tr/+^ mice and both genotypes showed comparable levels of metabolic activity across the light/dark 24-h cycle (Supplementary Fig. 3). We also analyzed an expanded section of data recorded under room air conditions (20 min without behavioral artifact), and found that *Tcf4*^tr/+^ mice (*n* = 6, mixed sex) show periodic breathing characterized by repeated cycles of waxing and waning of minute ventilation. This pattern of activity was not observed in *Tcf4*^+/+^ mice (*n* = 6, mixed sex; Fig. 2A, B) and resulted in unstable breathing as evidenced by a large increase in minute ventilation coefficient of variation (0.09 *Tcf4*^t+/+^ vs. 0.35 *Tcf4*^tr/+^; *T*_10_ = 12.72, *p* < 0.0001; Fig. 2A–C). These results show that *Tcf4*^tr/+^ exhibit a respiratory phenotype similar to PTHS patients. We also found under room air conditions that ~75% of adult *Tcf4*^tr/+^ mice (*n* = 12 mice per genotype) exhibited a diminished occurrence of spontaneous sighs (*T*_10_ = 2.774, *p* = 0.0197) in conjunction with increased duration of post-sigh apnea (*T*_9_ = 2.490, *p* = 0.0344) compared to littermate controls (Fig. 2D–F). The occurrence of spontaneous apneic events was similar between genotypes (*T*_8_ = 1.078, *p* > 0.05). The prevalence of breathing problems in *Tcf4*^tr/+^ mice is similar to that described for PTHS patients (over 50%)^3^, and both species exhibit frequent episodes of hyperventilation and apnea (Fig. 2A–F).

**Fig. 2:**
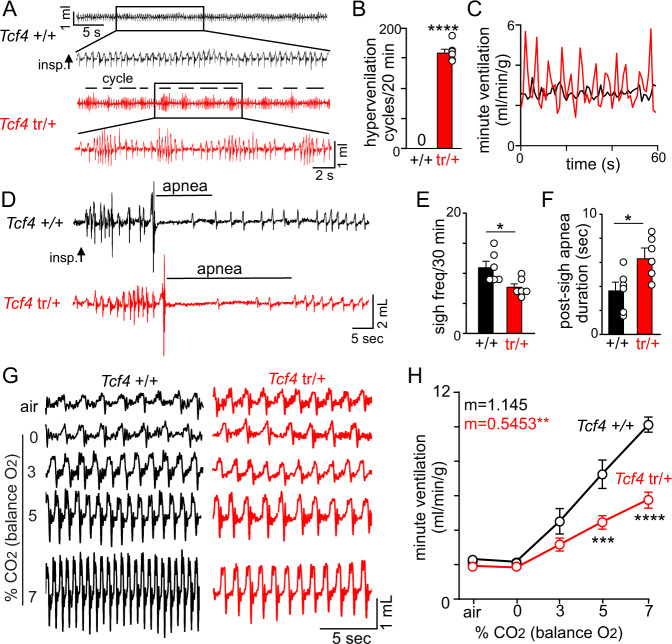
*Tcf4*^tr/+^ mice exhibit unstable breathing under baseline conditions and a blunted ventilatory response to CO_2_. **A** Traces of respiratory activity show that under room air conditions *Tcf4*^tr/+^ mice exhibit frequent cycles (designated by a horizontal line) of hyperventilation followed by a period of reduced respiratory activity. Note that this pattern of activity was not observed in *Tcf4*^+/+^ mice. **B** summary plot showing the number of hyperventilation cycles that occurred over 20 min; *Tcf4*^tr/+^ mice ranged from 5.9 to 9.1 cycles/min. (*N* = 6 biologically independent animals/genotype, *T*_5_ = 25.31, *p* < 0.0001, one sample *t*-test, data are presented as mean values ± SEM). **C** Traces of minute ventilation (same animals as **A**) show the unstable periodic nature of respiratory activity exhibited by *Tcf4*^tr/+^ mice compared to control. **D** Traces of respiratory activity under room air conditions from a *Tcf4*^+/+^ and *Tcf4*^tr/+^ mouse show examples of post-sigh apnea in each genotype. **E**, **F** Summary data show that under room air conditions *Tcf4*^tr/+^ mice exhibited less frequent sighs (**E** *n* = 6 biologically independent animals/genotype, *T*_10_ = 2.774, *p* = 0.0197, data are presented as mean values ± SEM) and longer duration post-sigh apnea (**F** *n* = 6 biologically independent animals/genotype, *T*_10_ = 2.490, *p* = 0.0344, data are presented as mean values ± SEM) compared to *Tcf4*^+/+^ mice. **G** Traces of respiratory activity from a *Tcf4*^+/+^ and *Tcf4*^tr/+^ mouse in room air and during exposure to 0–7% CO_2_ (balance O_2_). **H** Plot of minute ventilation shows that *Tcf4*^tr/+^ mice have a severely blunted CO_2_/H^+^ response compared to control mice (*n* = 5 biological independent animals/genotype, *F*_1,4_ = 22.22, *p* = 0.0092, data are presented as mean values ± SEM). Asterisk (*) indicate the different between genotypes (*t*-test or two-way ANOVA followed by Tukey’s multiple comparison test). Linear regressions were compared by two-tailed analysis of covariance (ANCOVA). One symbol = *p* < 0.05, two symbols = *p* < 0.01, three symbols = *p* < 0.001, four symbols = *p* < 0.0001.

To determine whether chemoreceptor function is disrupted in *Tcf4*^tr/+^ mice, we characterized their ventilatory response to CO_2_. We found that *Tcf4*^tr/+^ mice show a diminished capacity to increase minute ventilation—the product of frequency and tidal volume—in response to 5 and 7% CO_2_ (*m* = 1.145 control vs. *m* = 0.5453 *Tcf4*^tr/+^; *F*_1,4_ = 22.22, *p* = 0.0092) (Fig. 2G, H). This respiratory phenotype is specific to central chemoreception since *Tcf4*^tr/+^ adult mice and pups showed a normal ventilatory response to hypoxia (10% O_2_; balance N_2_, *F*_1,3_ = 0.036, *p* > 0.05) (Supplementary Fig. 4). It should be noted that the above experiments were performed using mice housed in a normal 12:12 light/dark cycle, and experiments were conducted during the light/inactive state. However, since breathing problems in PTHS occur primarily during wakefulness^3^, we also characterized respiratory activity during the dark/active state in mice housed under reverse light-dark cycle conditions. We found that *Tcf4*^tr/+^ mice exhibit a similar respiratory phenotype under both light and dark cycle conditions. Specifically, during the dark/active state *Tcf4*^tr/+^ mice (*n* = 6; 30–40 days of age, mixed sex) showed reduced sigh frequency and increase duration of post-sigh apneas under baseline conditions, and a blunted ventilatory response to CO_2_. These results suggest that disordered breathing in *Tcf4*^tr/+^ mice during wakefulness is similar between the dark/active and light/inactive periods.

An important aspect of the CO_2_ ventilatory response is recruitment of active expiration^7^, and surprisingly, *Tcf4*^tr/+^ completely lack this feature of the chemoreflex. For example, abdominal (expiratory activity) and diaphragm (inspiratory activity) electromyogram (EMG) activity was measured in isoflurane (1.5%) anesthetized *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice during exposure to high CO_2_. As expected, *Tcf4*^+/+^ mice showed a characteristic dose-dependent increase in abdominal EMG activity in response to 5 and 7% CO_2_ (Fig. 3A, D, E). Conversely, *Tcf4*^tr/+^ mice showed no abdominal EMG response up to 7% CO_2_ (Fig. 3A, D, E). Also, consistent with observations made in awake mice, anesthetized *Tcf4*^tr/+^ showed normal respiratory activity in room air but failed to increase diaphragm EMG amplitude (*F*_1,5_ = 72.89, *p* = 0.0004) and frequency (*F*_1,5_ = 52.07, *p* = 0.0008) during exposure to 5 and 7% CO_2_ (Fig. 3A–C). Together, these results show that both inspiratory and expiratory responses to CO_2_ are disrupted in *Tcf4*^tr/+^ mice.

**Fig. 3:**
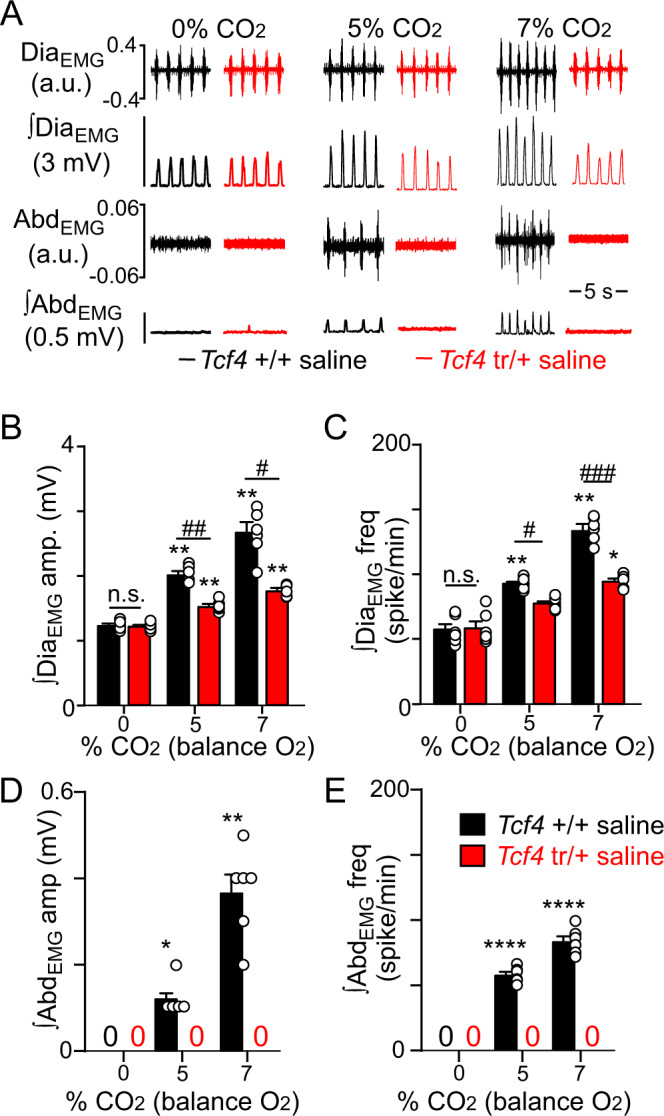
Hypercapnia fails to stimulate active expiration in anesthetized *Tcf4*^tr/+^ mice. Diaphragm and abdominal EMG activity was measured in isoflurane (1.5%) anesthetized *Tcf4*^+/+^ and *Tcf4*^tr/+^ (50 days old) during exposure to graded increases in CO_2_. **A** Traces of raw and integrated (∫) diaphragm and abdominal EMG activity show that *Tcf4*^+/+^ mice treated with saline (30 µL; I.P.) respond to 5 and 7% CO_2_ with proportional increases in Dia_EMG_ and Abd_EMG_ activity. Conversely, saline (30 µL; I.P.) treated *Tcf4*^tr/+^ mice show a diminished Dia_EMG_ response to CO_2_ and completely lacked Abd_EMG_ activity, even at 7% CO_2_. Systemic (I.P.) administration of PF-04531083 (40 mg/kg) increased CO_2_-dependent Dia_EMG_ but not Abd_EMG_ activity in *Tcf4*^tr/+^ mice. **B**, **C** Summary data show effects of CO_2_ on Dia_EMG_ amplitude (**B** *F*_2,10_ = 40.74, *p* < 0.0001, two-way ANOVA) and frequency (**C** *F*_2,10_ = 27.96, *p* < 0.0001, two-way ANOVA) in *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice (*n* = 6 biologically independent animals/genotype, data are presented as mean values ± SEM). **D**, **E** summary data show effects of CO_2_ on Abd_EMG_ amplitude (**D** *F*_2,10_ = 145.0, *p* < 0.0001, two-way ANOVA) and frequency (**E** *F*_2,10_ = 655.4, *p* < 0.0001, two-way ANOVA) in *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice (*n* = 6 biologically independent animals/genotype, data are presented as mean values ± SEM). These results are consistent with anatomical evidence that Phox2b+ neurons in the lateral parafacial region are severely depleted in *Tcf4*^tr/+^ mice, and the possibility that these cells are a key determinant of expiratory activity (i.e., function as expiratory pF_L_ neurons). Asterisk (*) indicate the different from 0% CO_2_ within condition; #, different between genotypes/conditions. One symbol = *p* < 0.05, two symbols = *p* < 0.01, three symbols = *p* < 0.001, four symbols = *p* < 0.0001 (two-way RM-ANOVA with Tukey’s multiple comparison test).

### Cellular basis of disordered breathing in PTHS

Considering *Tcf4* is required for differentiation of subsets of *Atoh1*+ progenitors^24^ and since *Atoh1* is required for development of *Phox2b*-expressing parafacial neurons^22,23^, we wanted to determine if these transcription factors are co-expressed by Phox2b+ neurons in this region, and whether the RTN or pF_L_ are disrupted by loss of *Tcf4*. 

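Tcf4 encodes a basic helix-loop-helix (bHLH) transcription factor, and in Tcf4tr/+ mice a large part of the bHLH sequence of 1 allele is replaced by a neomycin resistance gene. Over all cell barcodes from the ventral parafacial region, Tcf4 (ENSMUSG00000053477, chromosome 18, 69343356 to 69689079 of GRCm38) gave 572 CPM (unique molecular identifiers, UMIs, of the gene relative to all UMIs; 95% interval 566 to 577) in Tcf4+/+ mice and 413 (408 to 418) in Tcf4tr/+ mice. These are sums of 39375 and 26958 Tcf4 UMIs. Atoh1, a bHLH factor of neural progenitors, and Phox2b, a homeodomain factor of brainstem autonomic neurons, were counted in the same cells. Single cells were captured in droplets (10x Genomics, version 3 chemistry), where each UMI tags 1 molecule near the 3′ end of its transcript. A tag outside the replaced sequence counts for either allele, so the Tcf4 counts do not check the genotype labels, and the counting reference holds 0 neomycin features. The authors aligned the reads with Cell Ranger 4.0.0 and deposited the counts of UMIs for 32285 genes in each cell barcode, without normalization. The Tcf4+/+ library holds 8750 barcodes and 68888349 UMIs, with a median of 4872.5 UMIs and 2256.5 genes per barcode. The Tcf4tr/+ library holds 11268 barcodes and 65246111 UMIs, with medians of 3768 and 1940.5. The sample labels give an age of 12 days and batch 1 for Tcf4+/+ and batch 2 for Tcf4tr/+, while the paper gives 9 to 11 days for Tcf4+/+ pups, no age for Tcf4tr/+ and 4 libraries from 2 batches, of which 2 libraries were analysed. By the paper the first batch came from a previous study, which puts both of these libraries in the second. The paper also describes its control mice as matched for age and sex. Cells were filtered, clustered and named from fixed marker genes, and genes whose levels are reported (Tcf4, Atoh1, Gal, Cadps2, Gpr4, Kcnk5 and Scn10a) were kept out of the clustering. With 1 library per genotype there was no replicate and no test between genotypes. Intervals (exact Poisson for sums, exact Clopper-Pearson for shares of cells) cover counting error only.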

To address the first possibility, we performed single cell RNA sequencing (scRNA-seq) on cells isolated from the ventral parafacial region of *Tcf4*^+/+^ pups (9–11 days of age). We confirm that RTN chemoreceptors are comprised of two subsets (clusters 1–2) of glutamatergic *Phox2b*-expressing and *Nmb*-expressing neurons with similar levels of proton sensing machinery (*Gpr4* and *Kcnk5*) but differ in expression of galanin (*Gal*) and Ca^2+^-dependent secretion activator 2 (*Cadps2*) (Fig. 4A). 

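RTN-like neurons of both libraries carried the proton receptor gene Gpr4 and the acid-sensitive potassium channel gene Kcnk5 together with Phox2b, the peptide gene Nmb and the glutamate transporter gene Slc17a6. Galanin (Gal) and Cadps2, which encodes a protein of vesicle release, were unevenly spread over these cells. In summed counts Cadps2 was higher in 1 of 2 subsets of the RTN-like neurons, and Gpr4 was lower in that subset. The RTN-like neurons were 2 of 14 neuron clusters, named from Phox2b, Nmb, Slc17a6, Adcyap1 and Tacr1, so the levels of these markers follow from the naming. They were 50 of 386 neurons in the Tcf4+/+ library (13.0%, 9.77 to 16.7) and 50 of 586 in the Tcf4tr/+ library (8.53%, 6.40 to 11.1). These numbers rose to 95 and 76 with no cell filter, and that of Tcf4tr/+ fell to 30 with each library clustered on its own. Phox2b (ENSMUSG00000012520, chromosome 5, 67094399 to 67099301 of GRCm38) gave 737 (678 to 799.7) CPM in Tcf4+/+ and 623 (554 to 698) in Tcf4tr/+. Nmb (ENSMUSG00000025723, chromosome 7, 80902227 to 80905076) gave 1211 (1136 to 1291) and 665 (594 to 743) CPM, and Slc17a6 (ENSMUSG00000030500, chromosome 7, 51622006 to 51671119) gave 457 (410.5 to 506) and 447 (389 to 511). Gpr4 (ENSMUSG00000044317, chromosome 7, 19212538 to 19224174) gave 130.1 (106 to 158) CPM in Tcf4+/+ and 108 (80.4 to 142) in Tcf4tr/+, and Kcnk5 (ENSMUSG00000023243, chromosome 14, 20140057 to 20181809) gave 67.6 (50.6 to 88.4) and 76.2 (53.4 to 106). Clustered on their own, the 100 RTN-like neurons split into a larger subset of 58 cells (26 from Tcf4+/+, 32 from Tcf4tr/+) and a smaller one of 42 (24 and 18). Cadps2 (ENSMUSG00000017978, chromosome 6, 23262773 to 23839421) was higher in the larger subset, with 124 against 2.17 CPM in Tcf4+/+ (log2 ratio 4.87, 3.27 to 11.17, with 1 UMI added on each side and 1 UMI in the smaller subset) and 104 against 21.5 CPM in Tcf4tr/+ (2.07, 0.87 to 4.02). It was found in 7 of 26 and 1 of 24 cells of Tcf4+/+, but in 8 of 32 and 5 of 18 cells of Tcf4tr/+, where the share does not follow the CPM. Gpr4 was lower in this Cadps2-higher subset in both libraries, with 80.5 against 165 CPM (-0.998, -1.74 to -0.37) and 54.2 against 164 CPM (-1.52, -2.63 to -0.65), though in Tcf4tr/+ the ratio moved to -0.62 (-2.54 to 0.48) with the clusters of all neurons. A lower level was not particular to Gpr4. Phox2b was lower in this subset too, at -0.74 (-1.02 to -0.49) in Tcf4+/+ and -0.38 (-0.72 to -0.04) in Tcf4tr/+, whereas Nmb was higher (1.75 and 1.13). For Kcnk5 no difference was detectable in Tcf4+/+ (0.25, -0.60 to 1.07), and it was lower in the Cadps2-higher subset in Tcf4tr/+ (-1.16, -2.40 to -0.15), though not with no cell filter (0.07). Gal (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) gave 1208 against 681 CPM in Tcf4+/+, the larger sum coming from 6 of 26 cells and the smaller from 17 of 24, so the share of cells and the CPM point in opposite directions. In Tcf4tr/+ Gal gave 375 against 495 CPM (10 of 32 and 13 of 18 cells), an order that did not hold, with log2 ratios of the larger over the smaller subset from 0.96 after thinning to 4.19 with no cell filter under 6 settings. The Cadps2-higher subset was shallower, with 26 cells under 5000 UMIs against 1. When only cells with at least 3000 UMIs were clustered, the order of Gal in Tcf4+/+ turned and the 79 RTN-like neurons split into a Cadps2-higher subset of 27 cells and another of 52. Gal was then found in 0 of 14 Tcf4+/+ cells of the Cadps2-higher subset, which allows a share of up to 21.4%. It was found in 71.0% of the 31 cells of the other subset, with 1304 CPM (1209 to 1404), 102.9-fold over a floor of 3 UMIs. In Tcf4tr/+ the same shares were 0 of 13 (up to 23.1%) and 71.4% of 21, with 602 CPM (513 to 703), 33.6-fold over that floor. Gal UMIs were unevenly spread over cells, so these folds, which cover counting error only, are not lower limits. Cadps2 in this split gave 165 against 3.75 CPM in Tcf4+/+ and 143 against 18.7 in Tcf4tr/+, and Gpr4 gave 63.4 against 163 and 47.8 against 153. The order of Cadps2 in Tcf4tr/+ turned under 4 other settings (log2 ratios -0.65 with Ward clustering, -1.56 with the clusters of all neurons, -0.38 with no cell filter and -0.96 with called doublets kept). That of Gal in Tcf4+/+ also turned with Ward clustering (-1.08) and with RTN-like neurons gated by markers (-6.19 against a floor of 3 UMIs).

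**Figure D1:**
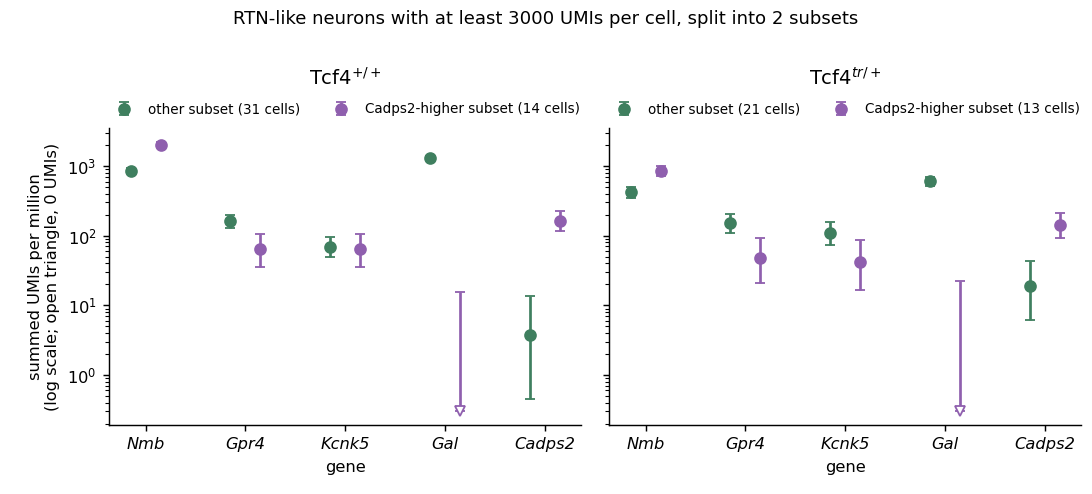
CPM of Nmb, Gpr4, Kcnk5, Gal and Cadps2 (vertical axis, log scale) in the Cadps2-higher subset and the other subset of RTN-like neurons with at least 3000 UMIs per cell, for the Tcf4+/+ and Tcf4tr/+ libraries, with exact Poisson 95% intervals. An open triangle marks a count of 0, and Gal is at 0 in the Cadps2-higher subset of both libraries while Nmb and Cadps2 are higher there.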

The molecular profile of expiratory pF_L_ neurons is less well defined, but previous evidence suggests these cells are glutamatergic and Phox2b-negataive^30^. Sympathetic C1 catecholamine neurons (cluster 3) are identified by expression of tyrosine hydroxylase (*Th*) and *Phox2b* and the absence of *Nmb*^31^. 

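Cells with transcripts of Phox2b and of the catecholamine enzymes tyrosine hydroxylase (Th) and dopamine β-hydroxylase (Dbh) were few, and Nmb was near absent from them. Their leading gene was Cartpt, which encodes a peptide of autonomic neurons. No cluster of the filtered neurons carried the C1 markers, so C1-like neurons were taken as neurons with a UMI of each of Phox2b, Th and Dbh, a rule chosen for this use after the data were seen. They were 5 cells in the Tcf4+/+ library (median 6294 UMIs) and 5 in the Tcf4tr/+ library (median 12531). Th (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128 of GRCm38) gave 166 (76.03 to 316) CPM in Tcf4+/+ and 177 (91.6 to 309.6) in Tcf4tr/+, and Dbh (ENSMUSG00000000889, chromosome 2, 27165233 to 27183200) gave 369 (226 to 571) and 354 (227 to 527). These 2 genes and Phox2b (240.2 and 310.1 CPM) define the group. Nmb was found in 1 of 5 cells (2 UMIs) and 1 of 5 cells (1 UMI), beside 7.85% (5.195 to 11.3) and 4.90% (3.22 to 7.09) of the neurons that were neither RTN-like nor C1-like (medians 7635 and 4513 UMIs), so at this depth it cannot be told from background. Gpr4 and Kcnk5 were found in 0 of 5 cells in either library, which allows a share of up to 60.0%. In the RTN-like neurons Th and Dbh were found in 0 of 50 cells in both libraries, which allows up to 6.00%. With no cell filter a cluster with C1 markers did form, led by Cartpt, Dbh and Tac1, with 40 cells from Tcf4+/+ and 32 from Tcf4tr/+. In it Th was found in 22.5% and 37.5% of cells and Dbh in 40.0% and 46.9%, but Phox2b in only 57.5% and 43.8%, and Gal gave 221 and 191 CPM, so the cluster is mixed. It had 7 and 3 UMIs of Nmb and 6.49 and 7.25 CPM. Values for the filtered C1-like neurons rest on 5 cells per library.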

We found that *Tcf4* and *Atoh1* are co-expressed in clusters 1–2, which match the molecular signature of RTN chemoreceptors (Fig. 4A). Furthermore, fluorescent in situ hybridization using tissue from *Tcf4*^+/+^ (12 days of postnatal) shows that 89% of *Tcf4* labeling in RTN neurons co-localized with *Atoh1* (Fig. 4B). 

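Nearly all RTN-like neurons held Tcf4 transcripts, and most of the Tcf4+/+ ones also held Atoh1. Every RTN-like neuron with Atoh1 also had Tcf4. Atoh1 was close to absent from other neurons, whereas Tcf4 was common in them. Tcf4 was found in 49 of 50 Tcf4+/+ RTN-like neurons (89.4 to 99.9%) with 431 (386 to 479.5) CPM, and in 94.0% (83.5 to 98.7) of the Tcf4tr/+ ones with 379 (326 to 439) CPM. Atoh1 (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245 of GRCm38) was found in 62.0% (47.2 to 75.3) with 85.4 (66.2 to 109) CPM in Tcf4+/+, and in 44.0% (30.0 to 58.7) with 80.5 (57.0 to 110.5) CPM in Tcf4tr/+. Both genes were found in 31 of 50 cells and 22 of 50 cells. The product of the single shares, 60.8% and 41.4%, is close to the share with both because almost all cells had Tcf4. In the Cadps2-higher subset 11 of 26 Tcf4+/+ cells and 12 of 32 Tcf4tr/+ cells had both genes, and in the other subset 20 of 24 and 10 of 18. Atoh1 gave 86.7 against 84.6 CPM in these subsets of Tcf4+/+ and 91.7 against 68.9 in Tcf4tr/+, so the shares follow the depth of the cells and no order is read from them. Among RTN-like neurons of both libraries, Atoh1 was found in 14.8% of the 27 cells under 5000 UMIs and in 78.9% of the 19 cells with 20000 or more, and Tcf4 in 85.2% and 100.0%. Outside the RTN-like and C1-like neurons, Atoh1 was found in 1 of 331 Tcf4+/+ neurons and 2 of 531 Tcf4tr/+ neurons. In oligodendrocyte-like cells, which should lack it and were as deep (medians 18632.5 and 16076 UMIs, against 18236.5 and 10056 in RTN-like neurons), it was found in 0 of 452 cells, which allows up to 0.664%, and in 2 of 1136. Tcf4 was found in 66.2% of the other Tcf4+/+ neurons (275 CPM) and 47.5% of the other Tcf4tr/+ neurons (198 CPM), and no cell class lacked it. With every cell thinned to 1500 UMIs, Tcf4 was found in 46.0% and 54.0% of RTN-like neurons against 27.5% and 24.9% of other neurons, and Atoh1 in 10.0% and 14.0% against 0 of 331 (up to 0.906%) and 0 of 531 (up to 0.565%). At that depth both genes were seen in 3 and 1 of 50 cells, too few to read a share from. A share of cells with a UMI rises with depth, and for Tcf4 it includes any background RNA.

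**Figure D2:**
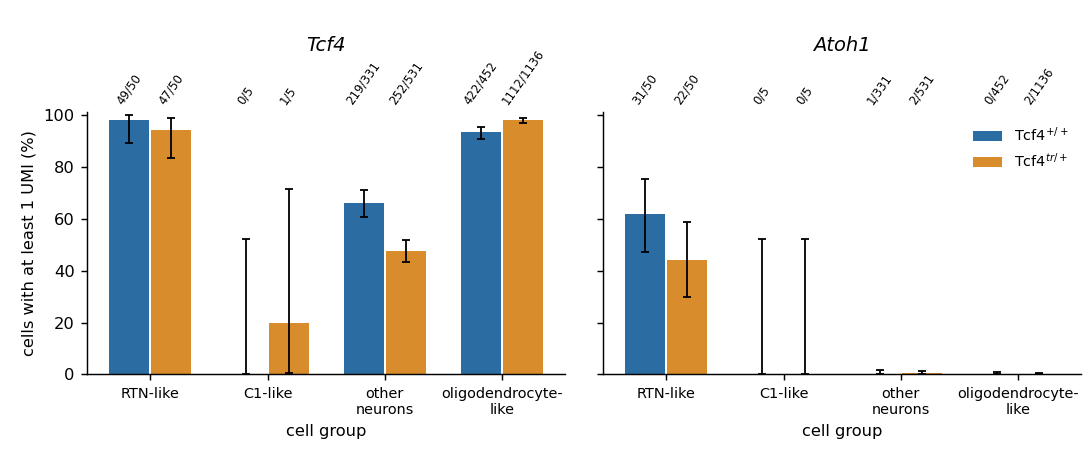
Percent of cells with at least 1 UMI of Tcf4 and of Atoh1 (vertical axis) in RTN-like neurons, C1-like neurons, other neurons and oligodendrocyte-like cells of the Tcf4+/+ and Tcf4tr/+ libraries, with exact 95% intervals as bars and the number of cells with a UMI above each. Tcf4 bars are high in every group but the C1-like neurons, and Atoh1 bars rise above background in RTN-like neurons.

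**Figure D3:**
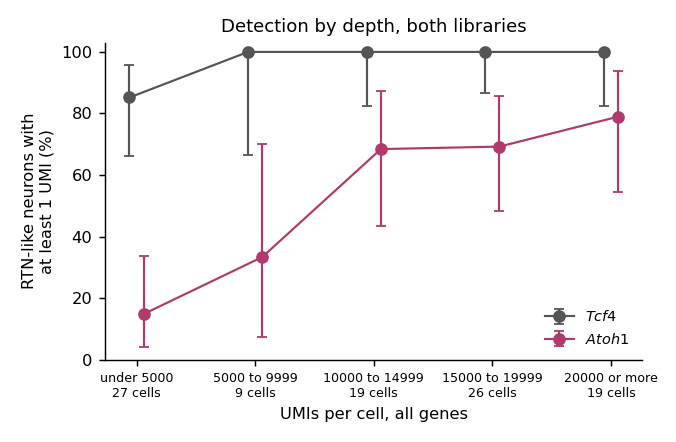
Percent of RTN-like neurons of both libraries with at least 1 UMI of Tcf4 or Atoh1 (vertical axis) in 5 ranges of UMIs per cell (horizontal axis), with exact 95% intervals. Tcf4 stays near 100% from 5000 UMIs on, while Atoh1 climbs from 14.8% to 78.9%.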

The remaining 11% of *Tcf4*-labled RTN neurons lacked *Atoh1* signal (Fig. 4B). We also obtained an enriched population of Phox2b+ parafacial neurons (from 22 day old *Phox2b*^Cre^::TdT+ mice) and subsequent qPCR confirmed the expression of both *Tcf4* (average raw Ct value: 26.9 ± 0.1) and *Atoh1* (average raw Ct value: 30.8 ± 0.2) transcript. Consistent with evidence from an earlier developmental time point^20^, *Atoh1* was not detected in C1 neurons (cluster 3) (Fig. 4A). These results show that *Tcf4* and *Atoh1* are expressed by Phox2b+ parafacial neurons, and thus are in position to coordinate development of these cells.

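Atoh1 had no UMI in any C1-like neuron. Among the filtered C1-like neurons it was found in 0 of 5 cells of each library, too few to exclude it. In the mixed cluster led by C1 genes that formed without a cell filter, Atoh1 was found in 0 of 40 Tcf4+/+ cells (median 23915 UMIs), which allows a share of up to 7.50%, and in 0 of 32 Tcf4tr/+ cells (median 13016.5 UMIs), which allows up to 9.38%. RTN-like clusters of the same unfiltered cells had Atoh1 in 55.8% of 95 Tcf4+/+ cells (median 17485 UMIs) and 44.7% of 76 Tcf4tr/+ cells (median 9138 UMIs). The level of Atoh1 there was 71.4 (59.0 to 85.6) and 88.3 (67.2 to 114) CPM, against limits of 2.78 and 7.25 CPM that a count of 0 allows in the mixed cluster. Tcf4 was found in 0 of 5 Tcf4+/+ and 1 of 5 Tcf4tr/+ C1-like neurons after filtering, and in 67.5% and 31.2% of the mixed cluster (187 (162 to 215) and 60.4 (39.1 to 89.1) CPM).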

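Across all neurons with a Phox2b transcript, most had at least 1 Tcf4 UMI and a minority had Atoh1. Atoh1 sat almost wholly in the RTN-like part of these cells, whereas Tcf4 UMIs were also common in other neurons and in glia. In the Tcf4+/+ library 106 neurons had Phox2b (median 10168 UMIs), of which 46 were RTN-like, 5 C1-like and 55 neither. Tcf4 was found in 83 of them (78.3%, 69.2 to 85.7) and Atoh1 in 31 (29.2%, 20.8 to 38.9). Of the 99 Tcf4tr/+ neurons with Phox2b (median 5216 UMIs; 34 RTN-like, 5 C1-like, 60 neither), Tcf4 was found in 63 (63.6%, 53.4 to 73.1) and Atoh1 in 22 (22.2%, 14.5 to 31.7). Every neuron with Phox2b and Atoh1 also had Tcf4. In both libraries all but 1 of the cells with Phox2b and Atoh1 were RTN-like. Among neurons without a Phox2b UMI, Tcf4 was found in 66.1% of 280 Tcf4+/+ cells (median 7715 UMIs) and 48.7% of 487 Tcf4tr/+ cells (median 4424), and Atoh1 in 1 and 2 cells (0.357% and 0.411%). Microglia had Tcf4 in 64.6% and 43.7% of cells (medians 5387 and 3427.5 UMIs), and background RNA was not told apart from expression in any class. From the presence of both transcripts in these neurons, the paper concludes that Tcf4 and Atoh1 are placed to coordinate how the cells develop.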

**Fig. 4:**
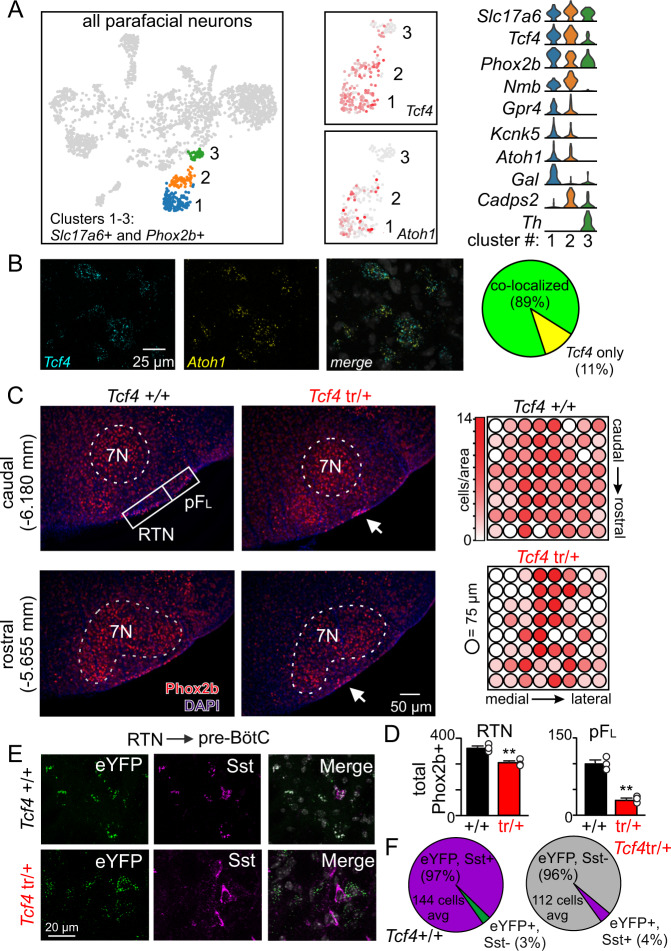
Morphological and projection abnormalities of Phox2b+ parafacial neurons in *Tcf4*^tr/+^ mice. **A** Left side, t-distributed stochastic neighbor embedding (t-SNE) plot shows the single-cell transcriptome for ventral parafacial neurons; cell types that co-express both *Slc17a6* and *Phox2b* are color coded by cluster (cluster 1 is blue, cluster 2 is orange, and cluster 3 is green). Middle, UMAP plots showing expression of *Tcf4* (top) and *Atoh1* (bottom) in sub-clusters of *Slc17a6*+ and *Phox2b*+ neurons. Right, violin plots show cluster-specific differential gene expression (gene expression from 0 to 4 counts/cell is on the *y*-axis). Clusters 1–2 are putative RTN chemoreceptors based on expression of *Phox2b, Nmb, Gpr4*, and *Kcnk5*. Cluster 3 shows a profile consistent with C1 pre-sympathetic neurons including tyrosine hydroxylase (*Th*) and *Phox2b* but not *Gpr4*, *Kcnk5*, or *Nmb*^31^. *Tcf4* is expressed by clusters 1–3 but only co-localized with *Atoh1* in clusters 1–2. **B** Coronal sections from a *Tcf4*^+/+^ mouse show parafacial neurons that express *Tcf4* transcripts (cyan) and *Atoh1* transcripts (yellow). Right, summary of fluorescent in situ hybridization results (*n* = 3, 12 days of postnatal) show that 89% of *Tcf4* labeling in the parafacial region co-localized with *Atoh1* labeling (green indicates co-labeled *Tcf4* and *Atoh1* cells, yellow indicates *Tcf4* transcript only). **C** Photomicrographs of coronal sections from a *Tcf4*^+/+^ and *Tcf4*^tr/+^ mouse show Phox2b-immunoreactivity (Phox2b-IR, red) in the caudal (top) and rostral (bottom) parafacial regions (values denote distance behind bregma, co-localized with blue DAPI signal). Regions of interest penetrated ~75 µm dorsally from the ventral surface and spanned 600 µm medially from the trigeminal, the lateral most 150 µm was considered the pF_L_. Right: Summary data (*n* = 3 mice/genotype) show the distribution of Phox2b-IR soma across the caudal to rostral (*y* axis; eight slices total per animal) and medial to lateral (*x*-axis) extent of the parafacial region. **D** Summary data show that Phox2b-IR is diminished in the pF_L_ (*T*_4_ = 8.510, *p* = 0.0010) and to a lesser extent in the RTN (*T*_4_ = 5.439, *p* = 0.0055) from *Tcf4*^tr/+^ mice (*n* = 5 biologically independent animals/genotype, data are presented as mean values ± SEM). Also note that Phox2b-IR neurons tended to clump in the medial parafacial region of *Tcf4*^tr/+^ (arrow). **E**, AAV2-Ef1α-DIO-hChR2(H134R)-EYFP was injected bilaterally into the medial parafacial region of *Phox2b*^Cre^::Ai14::*Tcf4*^+/+^ (control) and *Phox2b*^Cre^::Ai14::*Tcf4*^tr/+^ mice and labeled puncta were imaged in the pre-BötC. Photomicrographs and summary data (**F**, left) (*n* = 3 mice/genotype) show in control tissue that most (97%) green-labeled puncta make close associations with Sst-IR (purple in images and pie chart) pre-BötC neurons. Conversely, tissue from *Phox2b*^Cre^::Ai14::*Tcf4*^tr/+^ mice shows the opposite labeling pattern; 96% of green-labeled puncta (bottom) do not co-localize with Sst-labeled pre-BötC neurons (**F** right, gray area in pie chart). **p < 0.01 (unpaired *t*-test).

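RTN-like and C1-like neurons differed most in the genes below. Gal, the serotonin receptor gene Htr2c and the transcription factor genes Etv1, Zfhx3 and Npas1 led on the RTN-like side, and the peptide gene Cartpt and the choline transporter gene Slc5a7 on the C1-like side. Between the RTN-like subsets, Cadps2, the synaptotagmin gene Syt1 and the glycine receptor gene Glra3 were higher in the Cadps2-higher subset, and the proton channel gene Otop1 and the transcription factor gene Satb1 in the other. For RTN-like against C1-like neurons, 3172 genes met the count limits and changed the same way in both libraries. Of the 10 genes highest in RTN-like neurons, 8 had no UMI in the 10 C1-like cells. Over a floor of 3 UMIs in these cells, Gal was 29.4-fold higher (724 CPM over both libraries) and Etv1 15.5-fold (ENSMUSG00000004151, chromosome 12, 38779380 to 38870484 of GRCm38). Htr2c was 13.1-fold (ENSMUSG00000041380, chromosome X, 146962513 to 147197277), Tmem114 9.76-fold, C1ql3 9.12-fold, Zfhx4 7.14-fold, Npas1 6.92-fold and Prlr 5.88-fold higher. The floor leaves out the spread of UMIs between 10 cells, so these folds are not lower limits. With no cell filter, Gal gave 221 and 191 CPM in the mixed cluster led by C1 genes (Tcf4+/+ and Tcf4tr/+). RTN-like neurons of the same unfiltered cells had 1114 and 2053 CPM. Nmb (1264 against 3 UMIs, log2 ratio 4.94) and Zfhx3 (837 against 2 UMIs, 4.76) completed the list. On the C1-like side Cartpt (ENSMUSG00000021647, chromosome 13, 99898489 to 99901091) gave 4202 CPM against 0.796 in RTN-like neurons, where it had 1 UMI. Log2 ratios of RTN-like over C1-like neurons for the next genes were Dlk1 (-6.17), Slc5a7 (-5.22), Ecel1 (-4.33), Vstm2b (-4.33), Tmem255a (-4.11), Meis2 (-3.53), Fgf13 (-3.46), Kcnk9 (-3.42) and Pgr15l (-3.32). For the subsets, 2967 genes met the limits. The 10 genes highest in the Cadps2-higher subset, with log2 ratios over the other subset, were Cadps2 (3.54), Syt1 (3.33), Nell2 (3.17), Crim1 (2.86), Glra3 (2.69), Slc16a11 (2.62), Rbfox1 (2.18), Apoe (1.88), Resp18 (1.81) and Kit (1.78). Of these, Cadps2 was kept out of the clustering and the others could help to set the split. Otop1 (ENSMUSG00000051596, chromosome 5, 38275972 to 38304217) gave 10.7 against 75.0 CPM. The 10 genes highest in the other subset were Otop1 (-2.62), Satb1 (-2.07), Gm13889 (-2.01), Rab3b (-1.91), Lgals1 (-1.88), Crem (-1.81), Per1 (-1.70), Crispld1 (-1.65), Gm3294 (-1.63) and Prune2 (-1.62). The order of Cadps2, Syt1, Crim1, Rbfox1, Apoe, Kit, Lgals1, Gm3294 and Prune2 turned under at least 1 setting, among them Syt1 at -0.24 and Rbfox1 at -0.99 with no cell filter. These genes were picked for their ratios over all cells of a group, with 1 UMI added on each side, and the 10 C1-like cells came from a gate.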

Consistent with this possibility, we found fewer Phox2b-immunoreactive neurons along the rostrocaudal extent of the RTN and pF_L_ regions from *Tcf4*^tr/+^ mice compared to control tissue (Fig. 4C). In particular, we found 70% fewer Phox2b labeled neurons in the pF_L_ region from *Tcf4*^tr/+^ mice compared to control. The RTN also showed a 21% loss of Phox2b-immunoreactivity and those remaining neurons tended to cluster near the ventral surface in the medial RTN region (Fig. 4C, D). These anatomical deficits are present at birth and were similar in *Tcf4*^tr/+^ and *Tcf4*^tr/tr^ pups (Supplementary Fig. 5), indicating both alleles of *Tcf4* are required early in development. Furthermore, although a subset of RTN astrocytes are derived from Phox2b-expressing progenitor cells^32^, parafacial astrocytes in *Tcf4*^tr/+^ mice crossed with an astrocyte specific inducible reporter (*Gfap*^Cre/ERT2^) did not express *Tcf4* transcript (*n* = 3 animals/genotype, three technical replicates per sample, Taqman probe: Mm00443210_m1) and appear morphologically normal, with no difference in abundance between genotypes (*T*_4_ = 1.126, *p* > 0.05). Looking at the larger population of glutamatergic parafacial neurons (identified by expression of *Slc17a6*, the gene encoding vesicular glutamate transporter 2), the proportion of *Slc17a6*+ and *Phox2b*+ neurons decreased from 61 to 47%, while the proportion of *Slc17a6*+ and *Phox2b*-negative neurons was similar between genotypes (Supplementary Fig. 6). Looking at the larger population of glutamatergic parafacial neurons (identified by expression of *Slc17a6*, the gene encoding vesicular glutamate transporter 2), the proportion that are *Slc17a6*+ and *Phox2b*+ decreased from 61 to 47%, while the proportion of *Slc17a6*+ and *Phox2b*-negative neurons remained similar in tissue from control and *Tcf4*^*tr/+*^ mice, respectively (Supplementary Fig. 6). Together, these results suggest glutamatergic *Phox2b*+ parafacial neurons are selectively disrupted by loss of *Tcf4*. Also consistent with this, we found other Phox2b expressing populations in the caudal nucleus tractus solitarius (cNTS), locus coeruleus (LC) and facial motor nucleus, which are not dependent on *Atoh1*^33,34^, showed normal Phox2b expression in tissue from *Tcf4*^tr/+^ mice (Supplementary Fig. 5). Therefore, despite the widespread expression of *Tcf4*^35^, loss of this transcription factor preferentially disrupts development of Phox2b+ neurons in the lateral parafacial region, and to the extent these cells function as expiratory pF_L_ neurons; these results suggest *Tcf4* regulates a pF_L_-specific set of genes.

*Atoh1* also regulates proper targeting of Phox2b+ parafacial neurons to the pre-BötC^22^; therefore, to characterize these connections in a PTHS model, we crossed *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice with *Phox2b*^Cre^::Ai14 animals and offspring of this cross (postnatal day 31) received bilateral parafacial injections of a Cre-dependent anterograde tracer (AAV2-Ef1α-DIO-hChR2(H134R)-EYFP; 4.2 × 10^12^ molecules/mL). Consistent with a net loss of RTN neurons (Fig. 4C, D), we found the average number of labeled pre-BötC neurons decreased from 144 cells per control mouse to 112 cells per *Tcf4*^tr/+^ mouse (*T*_4_ = 5.168, *p* = 0.0067; Fig. 4E, F). We also found that cell type specific targeting of RTN projections to the pre-BötC was disrupted in *Tcf4*^tr/+^ mice. For example, in control mice (*Phox2b*^Cre^::Ai14::*Tcf4*^+/+^ mice) Phox2b+ parafacial neurons that project to the pre-BötC primarily target Sst-positive neurons (97% of eYFP labeled puncta co-localized with Sst-IR) (Fig. 4E, F). Conversely, Phox2b parafacial neurons in *Phox2b*^Cre^::Ai14::*Tcf4*^tr/+^ animals project almost exclusively to Sst-negative pre-BötC neurons (96% of eYFP labeled puncta did not co-localize with Sst-IR) (Fig. 4E, F). Considering Sst+ pre-BötC neurons are the primary relay between inspiratory rhythmogenic elements of this region and motor output^36^, alterations in this connectivity may contribute to respiratory disfunction in PTHS. Note, the distribution of Sst-positive pre-BötC neurons was similar between genotypes (419 vs. 439 Sst+ pre-BötC neurons in slices from *Tcf4*^+/+^ and *Tcf4*^tr/+^, respectively; *T*_4_ = 0.5858, *p* > 0.05). These results suggest interactions between *Tcf4* and *Atoh1* contribute to cell-type specific deficits in PTHS.

*Tcf4* is also expressed in postmitotic cells^37,38^ where it regulates ion channel expression and neural excitability^6,26^; therefore, we wanted to determine whether chemosensitive RTN neurons still present in *Tcf4*^tr/+^ mice function normally. To test this, we characterized the firing activity of chemosensitive RTN neurons in slices from neonatal *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice under control conditions and during exposure to 10% CO_2_. Chemosensitive RTN neurons were identified by their location, firing response to CO_2_, and in some cases Phox2b immunoreactivity (Fig. 5B). Chemosensitive RTN neurons in slices from *Tcf4*^*+/+*^ mice had an average baseline activity of 1.4 ± 0.5 Hz under control conditions (5% CO_2_; pH 7.3) and increased their activity by 1.5 ± 0.3 Hz in response to 10% CO_2_ (pH_o_ = 7.0) (Fig. 5A–D). This CO_2_/H^+^ response profile is similar to that which we^39^ and others^40,41^ have reported for chemosensitive RTN neurons in control tissue. While RTN neurons in slices from *Tcf4*^tr/+^ mice were equally as active under control conditions (5% CO_2_) (1.7 ± 0.2 Hz, *T*_18_ = 0.3118, *p* > 0.05) (Fig. 5C), they showed a blunted firing response to 10% CO_2_ (0.7 ± 0.1 Hz, *T*_18_ = 2.126, *p* = 0.0476) (Fig. 5D). These results show that *Tcf4* haploinsufficiency diminished cellular excitability of RTN chemoreceptors.

**Fig. 5:**
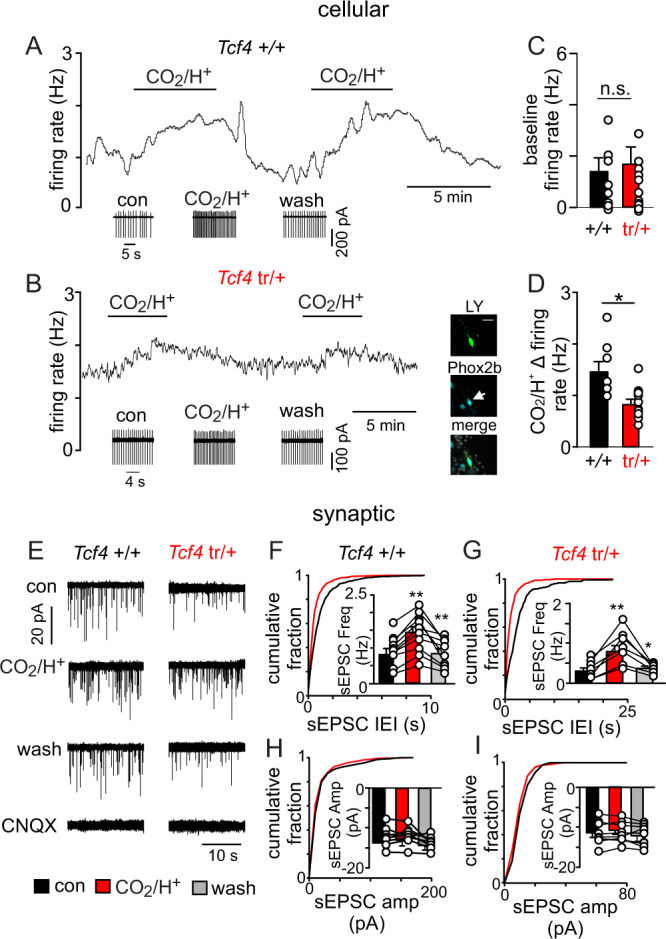
Chemosensitive RTN neurons in slices from *Tcf4*^tr/+^ mice show reduced CO_2_/H^+^ sensitivity at the cellular and synaptic levels. **A**, **B** Traces of firing rate and segments of holding current from chemosensitive RTN neurons in slices from control (**A**) and *Tcf4*^tr/+^ (**B**) mice show typical levels of activity for each genotype under control conditions (5% CO_2_, pH 7.3) and during exposure to 10% CO_2_ (pH 7.0). Inset, double-immunolabeling shows that a Lucifer Yellow-filled CO_2_/H^+^ sensitive neuron (green) in a slice from a *Tcf4*^tr/+^ mouse is immunoreactive for Phox2b (cyan). We confirmed that 6/6 CO_2_/H^+^ activated neurons in slices from *Tcf4*^tr/+^ mice are Phox2b-IR. Scale bar = 25 µm. **C**, **D** Summary data (*n* = 13 cells/genotype) shows that RTN chemoreceptors in slices from *Tcf4*^tr/+^ exhibit normal activity under baseline conditions (**C** *n* = 13 cells/genotype, eight biologically independent animals/genotype, *T*_24_ = 0.3118, *p* > 0.05, data are presented as mean values ± SEM) but have a reduced firing response to 10% CO_2_ (**D** *n* = 9 cells/genotype, five biologically independent animals/genotype, *T*_17_ = 2.378, *p* = 0.0294, data are presented as mean values ± SEM). **E** Traces of holding current (Ihold = −60 mV) from chemosensitive RTN neurons in slices from *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice shows spontaneous excitatory synaptic current (sEPSC) events under control conditions and during exposure to 10% CO_2_ or CNQX (10 µM). **F**, **G** summary (*n* = 8 cells/genotype, five biologically independent animals/genotype, data presented as mean values ± SEM) cumulative distribution plots of sEPSC inter-event interval (bin size: 250 ms) and bar graphs of mean sEPSC frequency under each experimental condition show that sEPSC frequency was diminished in *Tcf4*^tr/+^ under control conditions (*T*_15_ = 2.417, *p* = 0.0289) and during exposure to 10% CO_2_ (*T*_15_ = 3.126, *p* = 0.0061) compared to control. **H**, **I** Cumulative distribution plots of sEPSC amplitude (bin size: 5 pA) and bar graphs of mean sEPSC amplitude under each condition show that CO_2_ minimally affects sEPSC amplitude in either genotype (control: *n* = 10 biologically independent animals, *F*_2,25_ = 0.042, *p* > 0.05, *Tcf4*^tr/+^: *n* = 9 biologically independent animals, *F*_2,25_ = 0.386, *p* > 0.05, data are presented as mean values ± SEM). *p < 0.05, **p < 0.01 (paired *t*-test for comparison in **D** and paired one-way ANOVA for **F**–**I**).

We also characterized baseline and CO_2_/H^+^-dependent excitatory and inhibitory synaptic inputs to chemosensitive RTN neurons. Once a CO_2_/H^+^ activated neuron was identified, we obtained whole-cell access and in voltage-clamp, recorded spontaneous excitatory or inhibitory postsynaptic currents (sEPSCs and sIPSCs) in relative isolation by holding voltage near the reversal potential for IPSCs (−60 mV) or EPSCs (0 mV), respectively (Fig. 5E–I). Consistent with evidence that RTN neurons talk to each other through CO_2_/H^+^-dependent excitatory interactions^42^, and our anatomical results suggesting loss of *Tcf4* results in fewer chemosensitive RTN neurons (Fig. 4B), we found that RTN neurons in slices from *Tcf4*^tr/+^ mice showed a lower sEPSC frequency under baseline conditions (0.62 Hz *Tcf4*^+/+^ vs. 0.40 Hz *Tcf4*^tr/+^) (*T*_15_ = 2.417, *p* = 0.0289) and in response to 10% CO_2_ (0.84 Hz *Tcf4*^+/+^ vs. 0.33 Hz *Tcf4*^tr/+^) (*T*_15_ = 3.126, *p* = 0.0061) compared to RTN neurons in slices from *Tcf4*^+/+^ animals (Fig. 5E–G). Amplitude of sEPSCs was similar between genotypes and experimental conditions (*T*_13_ = 0.3535, *p* > 0.05; Fig. 5H–I). Consistent with evidence that inhibitory synaptic inputs contribute to RTN chemoreception^42^, we found that exposure to 10% CO_2_ decreased sIPSC frequency and amplitude (Supplementary Fig. 7); however, it did so by similar amounts in both genotypes (*T*_9_ = 0.6810, *p* > 0.05). Together, these results show that chemosensitive RTN neurons are disrupted at the cellular and network level in *Tcf4*^tr/+^ mice, and therefore likely contribute to the diminished chemoreflex observed in *Tcf4*^tr/+^ mice.

### Nav1.8 channels are therapeutic targets in PTHS

Recent evidence showed Nav1.8, a sodium channel normally restricted to sensory nerves^43^, was ectopically expressed centrally in *Tcf4*^tr/+^ mice where it disrupted repetitive firing behavior of cortical neurons by a mechanism involving depolarizing block^6^. It was also shown that bath application of a selective Nav1.8 channel blocker rescued this firing deficit^6^, thus identifying Nav1.8 as a target for treatment of PTHS-associated behavioral deficits. To explore this possibility at the level of the RTN, we first wanted to determine whether *Scn10a* transcript is upregulated in residual Phox2b+ parafacial neurons in *Tcf4*^tr/+^ mice. For this experiment, we isolated the ventral parafacial region from *Phox2b*^Cre^::Ai14::*Tcf4*^+/+^ and *Phox2b*^Cre^::Ai14::*Tcf4*^tr/+^ mice and performed fluorescence activated cell sorting to obtain an enriched populations of TdT-positive cells from each genotype for subsequent targeted qPCR analysis of *Scn10a* transcript. Consistent with evidence from other brain regions^6,38^, we found detectable levels of *Scn10a* transcript in Phox2b+ neurons from adult *Tcf4*^tr/+^ mice (average raw Ct value: 30.1 ± 0.2; ΔCt value: 11.8 ± 0.1; *n* = 3 animals/genotype, three technical replicates per sample; Taqman probe: Mm01342502_g1) but not age matched *Tcf4*^+/+^ control animals (transcript not detected; *Gapdh* average raw Ct value: 17.2 ± 0.3; *n* = 3 animals/genotype; three technical replicates per sample).

To determine whether aberrant expression of *Scn10a* in Phox2b neurons disrupts cellular function, we used slice-patch electrophysiology to characterized baseline activity and CO_2_/H^+^-sensitivity of chemosensitive RTN neurons in *Tcf4*^tr/+^ under control conditions and in the presence of a Nav1.8 blocker (PF-04531083; 1 µM). We found that bath application of PF-04531083 stimulated baseline activity by ~50% (*T*_6_ = 5.729, *p* = 0.0012; Fig. 6A, B) and increased the average firing response to 10% CO_2_ from 0.8 ± 0.1 to 2.2 ± 0.4 Hz (*T*_6_ = 3.669, *p* = 0.0105; Fig. 6A–C). These results suggest residual Phox2b+ neurons located predominantly in the medial parafacial region (Fig. 4B) (putative RTN chemoreceptors) can be targeted to improve respiratory function in *Tcf4*^tr/+^.

**Fig. 6:**
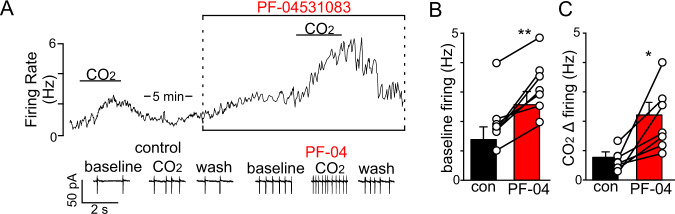
Pharmacological blockade of Nav1.8 increases baseline activity and CO_2_/H^+^-sensitivity of RTN chemoreceptors in slices from *Tcf4*^tr/+^. **A** Trace of firing rate and segments of holding current from chemosensitive RTN neuron in a slice from a *Tcf4*^tr/+^ mouse shows that bath application of PF-04531083 (abbreviated PF-04; 1 µM) increased baseline activity and the firing response to 10% CO_2_. **B**, **C** Summary data (*n* = 7 cells) shows that PF-04531083 increased baseline activity by ~1 Hz (**B**) (*T*_6_ = 5.729, *p* = 0.0012, data are presented as mean values ± SEM) and nearly doubled the firing response to CO_2_ (**C**) (*T*_6_ = 3.669, *p* = 0.0105, data are presented as mean values ± SEM). Asterisk (*) indicate different from control at *p* < 0.05 (one symbol) or *p* < 0.01 (two symbols) (paired *t*-test).

To test this possibility at the behavioral level, we measured baseline respiratory activity in adult *Tcf4*^tr/+^ mice before and after systemic (I.P.) administered of the blood brain barrier permeable Nav1.8 blocker PF-04531083 (40 mg/kg; solubility 0.7 µg/mL, hNav1.8 EC_50_ 190 nM^44^). We found that PF-04531083 treatment improved baseline breathing by decreasing episodes of hyperventilation (*T*_5_ = 5.168, *p* = 0.0036; Fig. 7A, B), increasing the occurrence of spontaneous sighs (*T*_5_ = 2.825, *p* = 0.0369; Fig. 7D, E) and diminishing duration of post-sigh apnea (*T*_5_ = 4.885, *p* = 0.0045; Fig. 7D, F). Conversely, administration of PF-04531083 minimally effected baseline breathing in *Tcf4*^+/+^ mice (Fig. 7A–C). We also found that PF-04531083 improved the CO_2_ minute ventilatory response of *Tcf4*^tr/+^ mice (Fig. 8A, B) (0–7% CO_2_ slope: 0.59 ± 0.08 saline vs. 0.79 ± 0.10 PF-04531083; *p* = 0.0314) to an amount similar to *Tcf4*^+/+^ (0–7% CO_2_ slope: 1.11 ± 0.1; *p* > 0.05). Interestingly, systemic (I.P.) application of a blood brain impermeable Nav1.8 blocker (PF-06305591; 2 mg/kg; solubility 2 mg/ml, hNav1.8 EC_50_ 15 nM^44^) did not improve the ventilatory response to CO_2_ in *Tcf4*^tr/+^ mice (0–7% CO_2_ slope: 0.56 ± 0.06 saline vs. 0.50 ± 0.09 PF-06305591; *p* > 0.05) (Fig. 8C). Furthermore, since breathing problems in PTHS typically manifest during childhood^3^, we also characterized the chemoreflex in neonatal pups (11–12 days old) under control conditions and after administration of Nav1.8 blockers. We found that *Tcf4*^tr/+^ pups receiving PF-04531083 (40 mg/kg) showed a robust increase in respiratory activity (62.5% increase in minute ventilation from 3 to 7% CO_2_) to an amount that was similar to control mice that received saline or PF-04531083 (*F*_1,4_ = 6.540, *p* = 0.0628; Supplementary Fig. 8).

**Fig. 7:**
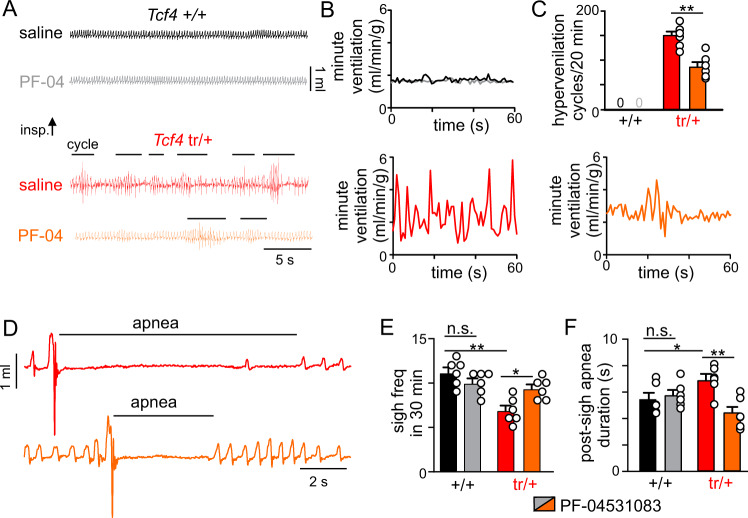
Systemic application of a Nav1.8 blocker improved baseline breathing in *Tcf4*^tr/+^ mice. For these experiments we characterized respiratory activity in *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice ~1.5 h after systemic (I.P.) administration of saline (30 µL) or PF-04531083 (abbreviated PF-04; 40 mg/kg, a selective Nav1.8 channel blocker that crosses blood brain barrier). **A** Traces of respiratory activity under room air conditions show that *Tcf4*^tr/+^ mice that received PF-04531083 (orange) exhibit fewer cycles of hyperventilation (designated by a horizontal line) compared to those that received saline (red). Conversely, control mice showed stable respiratory activity following injections of saline (black) or PF-04531083 (gray). **B** Traces of minute ventilation (same animals as **A**) show the pattern of respiratory activity after saline or PF-04531083 injections. Note that PF-04531083 stabilized breathing in *Tcf4*^tr/+^ compared to saline. **C** Summary plot shows that PF-04531083 treatment decreased the number of hyperventilation cycles exhibited by *Tcf4*^tr/+^ mice (*n* = 6 biologically independent animals/genotype, *T*_5_ = 5.168, *p* = 0.0036, data are presented as mean values ± SEM). **D**–**F** Respiratory traces (**D**) and summary data show that PF-04531083 increased sigh frequency (**E** *n* = 6 biologically independent animals/genotype, *T*_5_ = 2.825, *p* = 0.0369, data are presented as mean values ± SEM) and reduced the duration of post-sigh apnea (**F** *n* = 6 biologically independent animals/genotype, *T*_5_ = 4.885, *p* = 0.0045, data are presented as mean values ± SEM) in *Tcf4*^tr/+^ under room air conditions. Asterisk (*) indicate the difference between genotypes (unpaired *t*-test) at *p* < 0.05 (one symbol) or *p* < 0.01 (two symbols).

**Fig. 8:**
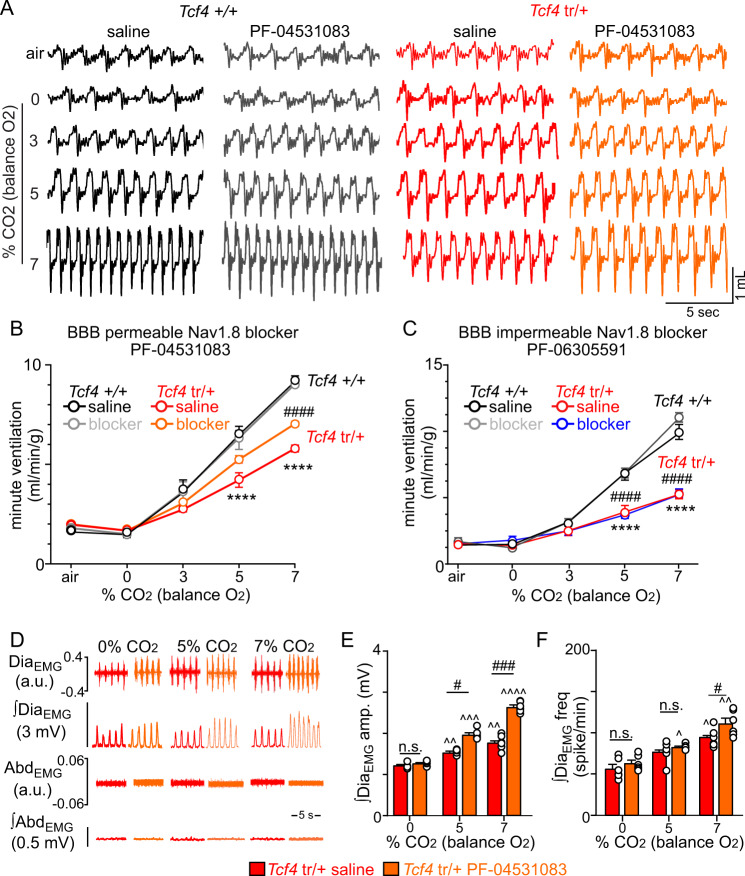
Central Nav1.8 channels can be targeted to improve CO_2_/H^+^-dependent respiratory activity in *Tcf4*^tr/+^ mice. **A** Traces of respiratory activity from saline (black) or PF-04531083 (gray) treated *Tcf4*^+/+^ and saline (red) or PF-04531083 (orange) treated *Tcf4*^tr/+^ mice during exposure to room air, 100% O_2_ and 3–7% CO_2_ (balance O_2_). **B** Summary plots of minute ventilation show that PF-04531083 improved CO_2_-dependent respiratory output in *Tcf4*^tr/+^ mice (0–7% CO_2_ slope: 0.59 ± 0.08 saline vs. 0.79 ± 0.10 PF-04531083; *n* = 5 biologically independent animals, *p* = 0.0314, data are presented as mean values ± SEM) to a level not different from *Tcf4*^+/+^ mice (0–7% CO_2_ slope: 1.11 ± 0.1; *n* = 5 biologically independent animals, *p* > 0.05, data are presented as mean values ± SEM). **C** Summary plots of minute ventilation show that systemic application of PF-06305591 (2 mg/kg, a selective Nav1.8 channel blocker that does not readily cross the blood brain barrier) minimally effected respiratory activity in both genotypes (0–7% CO_2_ slope: 0.56 ± 0.06 saline vs. 0.50 ± 0.09 PF-06305591; *n* = 5 biologically independent animals/genotype, *p* > 0.05, data are presented as mean values ± SEM) (*Tcf4*^tr/+^ mice injected with Pf-06305591 are indicated with blue). **D** Traces of raw and integrated (∫) diaphragm and abdominal EMG activity show that *Tcf4*^tr/+^ mice treated with saline (30 µL; I.P.) show a diminished Dia_EMG_ response to CO_2_ and completely lacked Abd_EMG_ activity, even at 7% CO_2_. Systemic (I.P.) administration of PF-04531083 (40 mg/kg) increased CO_2_-dependent Dia_EMG_ but not Abd_EMG_ activity in *Tcf4*^tr/+^ mice. **E**, **F** Summary data show effects of CO_2_ on Dia_EMG_ amplitude (**E** *n* = 6 biologically independent animals/genotype, data are presented as mean values ± SEM) and frequency (**F** *n* = 6 biologically independent animals/genotype, data are presented as mean values ± SEM) in *Tcf4*^tr/+^ mice that received saline or PF-04531083. These results are entirely consistent with the respiratory phenotype exhibited by awake *Tcf4*^tr/+^ mice under control conditions and after PF-04531083 treatment (Fig. 7). Asterisk (*) indicate the different between genotypes; #, used to distinguish difference between PF-04531083 injected mice of both genotypes. ^, different from 0% CO_2_ within condition (Dia_EMG_). One symbol = *p* < 0.05, two symbols = *p* < 0.01, three symbols = *p* < 0.001, four symbols = *p* < 0.0001 (two-way RM-ANOVA with Tukey’s multiple comparison test).

To determine whether Nav1.8 channels expressed by residual Phox2b+ parafacial neurons can be targeted to improve breathing in *Tcf4*^tr/+^, we used a viral delivery system to express a short hairpin RNA against *Scn10a* (gene encoding Nav1.8) in Cre-recombinase-dependent manner in Phox2b+ parafacial neurons in *Tcf4*^tr/+^ mice. Specifically, we injected AAV2-PRSx8-eGFP-mScn10a-shRNAmir (10 nL/side, Vector Biolabs) bilaterally into the medial parafacial region of *Phox2b*^Cre^::Ai14::*Tcf4*^tr/+^ mice *(Tcf4*^tr/+^ *Scn10a* shRNA mice*)* (Supplementary Fig. 9). Two weeks after virus injections, we confirmed that 81% of TdT-labeled Phox2b+ parafacial neurons are GFP+ (Supplementary Fig. 9A). However, a modest amount of viral-mediated GFP labeling (11%) did not colocalize with reporter expression (Supplementary Fig. 9A). We assessed respiratory activity before and two weeks after viral injections and found that Phox2b-specific knockdown of *Scn10a* improved CO_2_/H^+^-dependent respiratory output (0–7% CO_2_ slope: 0.33 ± 0.04 before injection vs. 0.56 ± 0.07 after injection; *p* = 0.0491; Supplementary Fig. 9C). These results suggest that Nav1.8 in residual Phox2b+ parafacial neurons contributes to breathing problems in PTHS. By similar logic, if Phox2b+ neurons in the lateral parafacial region mediate active expiration during high CO_2_, and since these neurons are largely absent in *Tcf4*^tr/+^ mice (Fig. 2B), then PF-04531083 is not expected to rescue CO_2_/H^+^-dependent expiratory activity in *Tcf4*^tr/+^ mice. This is exactly what we found; under isoflurane anesthesia adult *Tcf4*^tr/+^ mice that received PF-04531083 showed minimal abdominal electromyography (EMG) activity even at 7% CO_2_ (Fig. 8D). Consistent with observations in awake mice, we found that PF-04531083 improved inspiratory activity in anesthetized *Tcf4*^tr/+^ mice by increasing diaphragm EMG amplitude at 5 and 7% CO_2_ (*F*_1,5_ = 119.6, *p* < 0.0001) and frequency at 7% CO_2_ (*T*_10_ = 2.439, *p* = 0.0349; Fig. 8E, F).

We also found that other behavioral abnormalities associated with PTHS were also improved by systemic blockade of Nav1.8 channels. For example, PF-04531083 (*T*_7_ = 4.866, *p* = 0.0018) but not PF-06305591 (*T*_7_ = 0.5667, *p* > 0.05) reduced hyperactivity of *Tcf4*^tr/+^ mice to levels similar to littermate control mice (Fig. 9A, B). Therefore, the therapeutic utility of targeting Nav1.8 is not limited to the respiratory system but rather may improve multiple features of PTHS, suggesting that it is a therapeutic target with broad clinical utility.

**Fig. 9:**
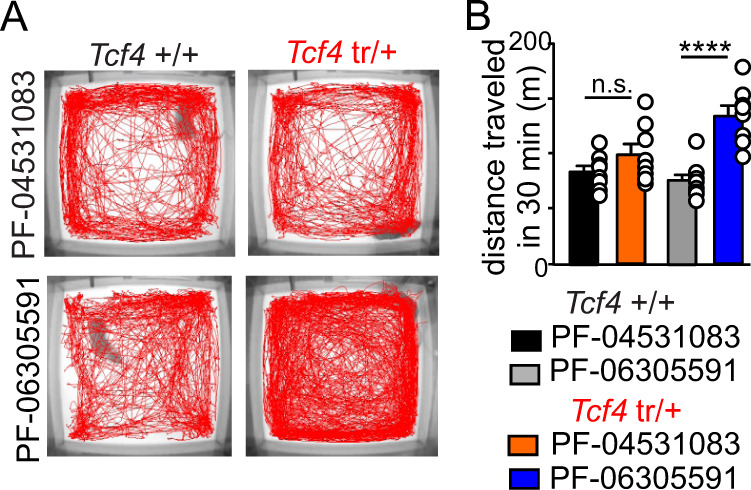
Central Nav1.8 channels can be targeted to improve locomotor abnormalities in *Tcf4*^*tr/+*^ mice. **A** Locomotor activity maps from *Tcf4*^+/+^ and *Tcf4*^tr/+^ mice treated with saline, PF-04531083, or PF-06305591, movement was recorded for 30 min following placement in a novel open field arena. **B** Summary plots for distance traveled over 30 min depicts *Tcf4*^+/+^ mice injected with PF-04531083 (black) or PF-06305591 (gray) and *Tcf4*^tr/+^ mice injected with PF-04531083 (orange) or PF-06305591 (blue). These data show that *Tcf4*^tr/+^ treated with PF-04531083 exhibited locomotor activity similar to *Tcf4*^+/+^ (*n* = 8 biologically independent animals/genotype, *T*_14_ = 1.452, *p* > 0.05, data are presented as mean values ± SEM), whereas those that received PF-06305591 remained hyperactive compared to either experimental group (*n* = 8 biologically independent animals/genotype, *T*_14_ = 5.492, *p* < 0.0001, data are presented as mean values ± SEM). Note that PF-04531083 minimally affected respiratory or locomotor activity in control mice. Asterisk (*) indicate the different between injected mice of the same genotype (unpaired *t*-test). One symbol = *p* < 0.05, two symbols = *p* < 0.01, three symbols = *p* < 0.001, four symbols = *p* < 0.0001.

## Discussion

Breathing problems are a common but poorly understood feature of PTHS. Here, we show that a *Tcf4* truncation mouse model of PTHS recapitulates the prevalence and periodic nature of the apneic phenotype observed in PTHS patients under room air conditions. We also show that *Tcf4*^tr/+^ mice have a compromised ability to regulate breathing in response to CO_2_ (Fig. 2G, H), suggesting altered chemoreceptor function contributes to breathing problems in PTHS. Consistent with this and previous evidence that *Tcf4* interacts with *Atoh1* to regulate development of brainstem respiratory centers^24^, we found that Phox2b+ parafacial neurons including RTN chemoreceptors were depleted in *Tcf4*^tr/+^ mice (Fig. 4C), and remaining RTN chemoreceptors in *Tcf4*^tr/+^ mice showed diminished CO_2_/H^+^-responsiveness (Fig. 5) and altered connectivity with the pre-BötC (Fig. 4E). Note also that *Nmb*-expressing parafacial neurons, which includes Phox2b+ RTN neurons^31^, regulate sighing^45^, thus loss of this population in *Tcf4*^tr/+^ mice is consistent with diminished sigh activity. Further, we show that Nav1.8 channels are ectopically expressed by RTN chemoreceptors in *Tcf4*^tr/+^ mice, and systemic application of a Nav1.8 channel blocker improved chemoreceptor function at the cellular (Fig. 6) and behavioral (Figs. 7–9) levels in *Tcf4*^tr/+^ mice. This result is surprising considering increased expression of Nav1.8 is expected to promote rather than limit neural excitability. Although mechanisms underlying this response are not clear, since Nav1.8 channels in peripheral neurons are slowly inactivating^46^, we speculate that expression of these channels in Phox2b neurons will limit excitability in part by decreasing input resistance and shunting synaptic or CO_2_/H^+^-induced potentials. However, this possibility requires further investigation. Together, these pre-clinical results identify parafacial Phox2b+ neurons as a contributing factor to disordered breathing in PTHS, and establish Nav1.8 channels as a high priority target with therapeutic potential in this disease.

The lateral parafacial region is thought to regulate active expiration^19,47^; however, previous work suggests pF_L_ neurons do not express Phox2b^30^ and unique genetic markers delineating this population are lacking. Here, we show that *Tcf4*^tr/+^ mice fail to generate active expiration during exposure to 7% CO_2_ (Fig. 3), even after systemic application of a Nav1.8 blocker that improved other aspects of breathing including RTN chemoreception (Fig. 8). We also show that the proportion of Phox2b+ neurons in the lateral parafacial region was selectively reduced in *Tcf4*^tr/+^ mice compared to the broader population of glutamatergic parafacial neurons (Supplementary Fig. 6) or other Phox2b+ populations (Fig. 4C). These results suggest expiratory pF_L_ neurons express Phox2b. However, this possibility requires further investigation and so at present it remains unclear whether expiratory pF_L_ neurons are an extension of the RTN or comprise a functionally discrete respiratory center.

Breathing problems in PTHS are similar a related disorder called Rett syndrome (RTT), an autism spectrum disorder caused by mutations in the methyl-CpG-binding protein 2 (MeCP2)^48^. For example, both syndromes share several differentially expressed genes^38^ and like in PTHS patients^29^, breathing problems in RTT are associated with unstable periodic breathing characterized by alternating bouts of hyperventilation followed by hypoventilation^49^, and perhaps most strikingly, breathing problems in PTHS and RTT share a similar wake-dependence^3,29,49^. This is unusual because most respiratory problems including those associated diminished RTN chemoreception typically manifest during sleep^7^. These results suggest breathing problems in PTHS and RTT may involve multiple cell types and several brain regions. However, similar to our findings in *Tcf4*^tr/+^ mice, evidence from mouse models of RTT suggest disordered breathing in this condition results in part from diminished RTN chemoreception^11,12^. Interestingly, astrocytes appear to contribute to chemoreceptor dysfunction in RTT. For example, astrocyte-specific MeCP2-deficient mice fail to elicit a normal ventilatory response to CO2^11^ and RTN astrocytes show a diminished Ca^2+^ responses to acidification^50^. Although we did not detect *Tcf4* in parafacial astrocytes from control animals and astrocytes in *Tcf4*^tr/+^ mice appeared morphologically normal; nevertheless, it remains possible that RTN astrocytes contribute to chemoreceptor dysregulation in PTHS. This possibility warrants further investigation.

In sum, our results identify *Tcf4* as a requisite determinant of development and function of parafacial respiratory centers. We also provide novel mechanistic insight into causes and treatment of disordered breathing in PTHS by targeting Nav1.8 channels.

## Methods

### Animals

All procedures were performed in accordance with National Institutes of Health and University of Connecticut Animal Care and Use Guidelines. All animals were housed in a 12:12 light/dark cycle (average ambient temperature 72 °F, average humidity 50%) with unlimited access to normal chow and an enrichment hutch. No other items were placed in home cages. *Phox2b*^Cre^::TdT (Ai14) (JAX # 016223 and 007914) were crossed to *Tcf4*^tr/+^ mice to quantify aberrant *Scn10a* expression in the RTN and for anterograde tracing experiments. *Tcf4*^tr/+^ mice were also crossed with *Gfap*^Cre/ERT2^ (JAX # 012849) to assess parafacial astrocyte properties in this model. The *Tcf4*^tr/+^ line (JAX # 013598)^25^ used in this study was inbred from the F1 generation at time of cryorecovery and maintained on a 50% 129Sl/J, 50% C57BL6/J mixed background. There were no alterations in background strain throughout breeding or between different breeding schemes (see Supplementary Fig. 1). Pups (mice ~P21 and below) were housed with both parents before experimentation and, in the case of in vivo experiments, during drug incubation periods between experiments. No pup was out of the home cage for more than 1 h during in vivo trials.

### Animal model characterization

Body weights were measured using a tabletop scale to the tenth gram for newborn animals up to 60 days of age. If an animal was found dead or struggling to survive, weight was taken post-mortem prior to genotyping. For generation of a survival curve, mice were bred according to Breeding Strategy #2 (Supplementary Fig. 1). Pups that were stillborn or died shortly after birth were immediately weighed and genotyped. In this way, the *Tcf4*^tr/tr^ survival curve accounts for immediate postpartum death/stillbirth or failure to initiate breathing with a 70% survival point at P0.

#### Primers for genotyping

*Tcf4* mice were genotyped per Jackson Laboratories website descriptions. In brief, two reactions were used to identify *Tcf4*^+/+^, *Tcf4*^tr/+^, and *Tcf4*^tr/tr^ genotypes (Supplementary Fig. 1). Reaction A used common forward primer and splice variant reverse primer to determine if the truncation allele was present, whilereaction B used the common forward primer and normal reverse primer to determine if wild type allele was present (primer sequence detailed in Supplementary Table 1).

#### Comprehensive lab animal monitoring (CLAMS)

Metabolic monitoring O_2_ consumption (VO_2_) and CO_2_ production (VCO_2_) was performed using comprehensive lab animal monitoring systems (CLAMS, Columbus Instruments). Adult mice were individually housed on a 12:12 light:dark cycle in plastic cages with a running wheel, regular bedding, and regular chow for one week before experimentation. Three days before the metabolic experiment, each animal was placed in the CLAMS housing cage with metered water and waste collection. Mice had two days to acclimate to the metabolic chamber; on the third day, all results were recorded for a continuous 24 h period (Oxymax v5.54). After data collection, all raw results were exported and averaged out per hour, only including times of no wheel activity as assessed by an activity monitoring system within the CLAMS housing cage. Then, light and dark periods were determined and averaged per animal for statistical analysis. Both sexes were equally represented in the data set.

#### Blood gas analysis

Arterial blood gasses were collected from adult mice 6 weeks of age and older (>30 g) as previously reported^51^. In short, a RAPIDLab® 348 blood gas analyzer (Siemens) was used for all blood gas analysis; all calibrations, QC, and use were performed as indicated by the manufacturer. Animals were anesthetized with an induction dose of 3% isoflurane and then quickly switched to 1% isoflurane for the remainder of arterial blood collection. The left carotid artery was exposed and quickly cannulated to allow for arterial blood to be collected and analyzed by the blood gas analyzer; no more than 5 s was spent between blood collection and analysis on the blood gas analyzer.

### Drugs

PF-04531083 was suspended in corn oil and delivered in vivo at 40 mg/kg, as previously described^42^. For in vitro experiments, PF-04531083 was dissolved in DMSO and used at a concentration of 1 µM. PF-06305591was dissolved in corn oil and used for in vivo experiments at 2 mg/kg, as previously described^38^. All drug concentrations were chosen based on the minimum dose required to affect primary behavior measures (e.g., response to painful stimuli)^44,52^. Note that PF-06305591 is more soluble and has a 10-fold lower EC50 compared to PF-04531083^44^.

### Fluorescent in situ hybridization

Twelve day old pups of each genotype were anesthetized with isoflurane, decapitated, and brainstem tissues were rapidly frozen with dry ice and 75% ethanol. Brainstem slices (14 µm thick) containing the RTN were cryosectioned, collected onto SuperFrost Plus microscope slides, and dried for at least 24 h at −20 °C. Slices were then fixed with 4% paraformaldehyde and dehydrated with 50, 70, and 100% ethanol. Fluorescent in situ hybridization was performed according to the RNAscope Multiplex Fluorescent Assay (ACD Cat# 320850) instructions; the probes used in our study were designed and validated by ACD and include: Mm-Atoh1 (Cat# 408791), Mm-Tcf4 (Cat# 423691), Mm-Phox2b (Cat# 407861), Mm-Slc17a6 (Cat# 319171), and Mm-Slc32a1 (Cat# 319191). Confocal images of FISH experiments were obtained using a Leica TSC SP8 at 1024 × 1024 resolution, with a digital zoom of 1.68, and a minimum Z stack of 10 µm. Confocal image files containing image stacks were loaded into ImageJ v2.0.0 for analysis.

#### Cell counting analysis

Images were loaded into the ImageJ software and all Z-stacks were merged to maximum intensity and all channels were split from the merged image. Cells were counted on each channel individually using the DAPI channel to distinguish an individual cell from background. Any cell that was partially out of frame was not included in the analysis. We used a threshold of five individual puncta to be considered positive.

### Immunohistochemistry

Weaned mice (P21 and above) were anesthetized with 3% isoflurane and transcardially perfused with 20 mL of room temperature phosphate buffered saline (PBS, pH 7.4) followed by chilled 4% paraformaldehyde (pH 7.4 in 0.1 M PBS) by peristaltic pump. Mouse pups (<5 g) were anesthetized using a combination of hypothermia (place on ice) and ketamine/xylazine (3:1; I.M.) before transcardial perfusion with PBS (2 mL, room temp) followed by 4% paraformaldehyde. Brainstem sections were removed and allowed to post-fix for up to 24 h in 4% paraformaldehyde.

Tissue sections (75 µm thick coronal slices) were collected using a Zeiss VT1000S vibratome. Slices were permeabilized by treating with a mixture of 0.5% Triton-X/10% normal horse serum/PBS for 2 h. Sections were then transferred to a 0.1% Triton-X/10% normal horse serum/PBS mixture with the primary antibody (1:100, goat anti-mouse Phox2b; 1:100, mouse anti-mouse somatostatin; and/or 1:500 rabbit-anti Lucifer yellow) for 16 h. The tissue was then washed three times in 0.1% Triton-X/10% FBS/PBS solution; the secondary antibody (1:500, donkey anti-goat Cy3; 1:500 donkey anti-mouse AlexaFluor 647; and/or 1:500 donkey anti-rabbit AlexaFluor 488) was incubated with the tissue after the third wash for 2 h. Tissue sections were then washed three times in PBS before mounting on pre-cleaned glass slides with Prolong Gold with DAPI (ThermoFisher).

#### Imaging and cell counting

Slices containing the region of interest was imaged over a depth of 75 µm on the Z plane using 10× and 20× objectives and a Keyence BZ-X700 microscope. For caudal nucleus tractus solitarius (cNTS) slices, the central canal was centered and focused for equal representation the region in both hemispheres. For locus coeruleus (LC) and retrotrapezoid nucleus (RTN) slices, only one side was imaged at a time. For RTN slices, the entire RTN was capture along the ventral surface, ensuring that the trigeminal ridge was visible as well as part of the facial nucleus, as evidenced by large Phox2b-IR cells. For pre-BötC slices, the nucleus ambiguous (NA) was identified by Phox2b immunolabeling; the area ~75 µm ventromedial to the NA was imaged for Sst-IR pre-BötC cells. Each image was Z compressed with full focus and max intensity using the Keyence BZ-X700 Image Analyzer software. Parafacial cells were identified with co-localization of Phox2b-IR and DAPI in 75 µm × 75 µm blocks along the ventral surface for 600 µm medial to the trigeminal nucleus and from the rostral nucleus ambiguous (caudal border) to the facial nerve tracts (rostral border). The number of Phox2b-IR cells in the cNTS and LC was counted by hand in ImageJ for each 75 µm slice and quantified manually across slices. For anterograde tracer imaging, 40× images were taken on a Leica SP8 confocal microscope and manually analyzed in ImageJ for localization of eYFP puncta along with DAPI.

### Single cell isolation

A filtered single cell population of parafacial cells was obtained as previously described^51^. In brief, animals were euthanized under anesthesia (3% isoflurane) and brainstem slices were prepared using a vibratome in ice cold, high sucrose slicing solution containing (in mM): 87 NaCl, 75 sucrose, 25 glucose, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 7.5 MgCl_2_, 0.5 mM CaCl_2_, and 5 l-ascorbic acid. Slicing solution was equilibrated with a 5% CO_2_−95% O_2_ gas mixture. Transverse slices (300 µm thick) were prepared and transferred to a glass Petri dish containing ice cold dissociation solution composed of (in mM): 185 sucrose, 10 glucose, 30 Na_2_SO_4_, 2 K_2_SO_4_, 10 HEPES, 0.5 CaCl_2_, 6 MgCl_2_, 5 l-ascorbic acid, pH 7.4, 320 mOsm. Using a plastic transfer pipette and scalpel (15 blade), the medial and lateral parafacial region was isolated and manually separated into sterile microcentrifuge tubes. The tissue chunks were then warmed to 34 °C for 10 min followed by trituration using a 25 G and 30 G needle sequentially, attached to a 3 mL syringe. Samples were triturated for an average of 5 min. The samples were placed back on ice and filtered through a 30-micron filter (Miltenyi Biotech) into round bottom polystyrene tube for scRNAseq or FACS.

### Single cell RNA sequencing and analysis

Four libraries from two batches, all generated at The Jackson Laboratory for Genomic Medicine, were analyzed in this study; three batches were consistent of control mice (age and sex matched) while the fourth consisted of *Tcf4*^tr/+^ mice. The first batch of two libraries was generated from a previous study and downloaded from GEO (accession GSE125065). FASTQ files from all four libraries were aligned to the GRCm38 genome annotated with Gencode vM23 annotations (mm10-2020A reference, 10× Genomics) using 10× Genomics CellRanger 4.0.0.

After cell-by-gene count matrix generation, all data were analyzed with Scanpy 1.6.1 and AnnData 0.7.5^53^. Scrublet^54^ was used to assign putative doublet scores to all cells in each raw count matrix. The following quality control metrics were computed and used to exclude cells from each count matrix individually: UMIs per cell less than 1500 or greater than 25,000; genes per cell <1000 or greater than 8000; percentage of counts assigned to mitochondrial genes greater than 15%; more than 20 counts of hemoglobin genes per cell. These criteria resulted in filtered 20,909 cells across the four libraries.

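The cells that passed were mostly glia. By their marker genes, oligodendrocyte precursors (Pdgfra, Cspg4), newly formed oligodendrocytes (Bmp4, Enpp6), mature oligodendrocytes (Mbp, Mog) and astrocytes (Aqp4, Slc1a3) made up most of them, and neurons a small part. Under these limits, applied to each library on its own, 4351 of 8750 Tcf4+/+ barcodes passed (49.7%, 48.7 to 50.8) and 6369 of 11268 Tcf4tr/+ barcodes (56.5%, 55.6 to 57.4), together 10720 cells from 2 libraries. They held 35818957 and 47850115 UMIs, with medians of 6397 and 5167 UMIs and 2893 and 2476 genes per cell. The limit on mitochondrial counts was exceeded by 3134 Tcf4+/+ and 3774 Tcf4tr/+ barcodes, and 1669 and 2370 lay under the lower limit on UMIs. Above the upper limit on UMIs lay 664 Tcf4+/+ but only 126 Tcf4tr/+ barcodes. Too few genes were found in 2180 and 2790 barcodes, too many in 22 and 1, and 196 and 275 exceeded the hemoglobin limit, where 1 barcode can break several limits. After removal of called doublets, astrocyte-like cells were 20.7% (19.5 to 22.0) and 13.1% (12.2 to 13.9) of the 4225 Tcf4+/+ and 6041 Tcf4tr/+ cells, oligodendrocyte precursors 15.1% and 14.9%, newly formed oligodendrocytes 21.4% and 20.4%, oligodendrocytes 10.7% (9.78 to 11.7) and 18.8% (17.8 to 19.8), microglia 7.36% and 5.50% and endothelial cells 6.41% and 5.51%. An unnamed cluster with oligodendrocyte markers, 2.58% and 2.98% of cells, is not in these shares. In the clusters of unfiltered cells, oligodendrocytes were 20.1% and 21.6% under the limits on genes, mitochondrial counts and lowest UMIs. They were 12.1% and 20.9% with the upper limit on UMIs added. With no cell filter the astrocytes were 26.0% and 21.9%, so these gaps depend on the cell filter. The limits fell on RTN neurons too. Of the barcodes with a UMI of each of Phox2b, Slc17a6 and Nmb, 47 of 108 Tcf4+/+ and 39 of 64 Tcf4tr/+ barcodes passed, and 27 and 1 lay above the upper limit on UMIs.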

Filtered matrices were then concatenated, normalized by per-cell library size (scaled to the dataset median UMIs per cell), and log transformed. The 2000 most highly variable genes were used to perform compute principal components, which were subsequently corrected for differences in 10× chemistry using Harmony (theta = 2)^55^. The first 20 corrected PCs were used to compute a *k* = 15 nearest neighbor graph using cosine distance and embedded with UMAP^56^. Lieden community detection^57^ was used to label global populations. Populations expressing typical marker genes of multiple distinct cell types and those with high median Scrublet doublet scores were excluded from downstream analysis.

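The population left out for mixed markers carried endothelial genes (Cldn5, Flt1) together with the pericyte genes Rgs5, Pdgfrb and Kcnj8. It held 133 cells, 38 from Tcf4+/+ and 95 from Tcf4tr/+, with a median of 11646 UMIs per cell and a median doublet score of 0.0781. Cells with the markers of pericytes alone had a median of 3103 UMIs. Fibroblast-like cells (0.0794), border macrophages and 1 cluster of neurons scored as high and were kept, so the score alone did not set this population apart. Before clustering, Scrublet as run in Scanpy called 126 Tcf4+/+ cells (2.90%) and 328 Tcf4tr/+ cells (5.15%) as doublets, at an expected rate of 0.8% per 1000 barcodes, and these cells were removed. A cluster of 289 cells (109 from Tcf4+/+, 180 from Tcf4tr/+), led by Cemip2, Rras2 and Cnksr3, had 5 oligodendrocyte markers. The naming rule left it without a class because its leading genes included Ddc, a gene of the C1 list. It was kept out of the class comparisons and of the oligodendrocyte shares. The cells left were 4187 from Tcf4+/+ and 5946 from Tcf4tr/+.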

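Neurons were recognized by the synaptic protein gene Snap25, the neuronal tubulin gene Tubb3 and the RNA-binding protein gene Elavl2. All 3 were highest in the neuron clusters of both libraries, and low counts of them were spread over the other classes. Snap25 (ENSMUSG00000027273, chromosome 2, 136713453 to 136782428 of GRCm38) was found in 94.3% (91.5 to 96.4) of 386 Tcf4+/+ neurons with 1143 (1110.0 to 1177) CPM and in 89.8% (87.0 to 92.1) of 586 Tcf4tr/+ neurons with 1229.7 (1196 to 1264) CPM. Median depths were 8236.5 and 4640 UMIs per cell. Tubb3 (ENSMUSG00000062380, chromosome 8, 123411424 to 123422015) gave 459 (439 to 481) and 498 (476 to 519) CPM, and Elavl2 (ENSMUSG00000008489, chromosome 4, 91250763 to 91400785) gave 546 (524 to 569.8) and 559.6 (537 to 583). In microglia, which should lack these genes, Snap25 was found in 46.3% and 33.7% of cells (medians 5387 and 3427.5 UMIs) at 109.9 (95.1 to 126) and 109.8 (92.3 to 129.6) CPM, the level of background RNA. Elavl2 gave 31.5 (23.8 to 40.8) and 42.6 (32.0 to 55.6) CPM in microglia. The neurons fell into 14 clusters. Besides the Phox2b- and Nmb-expressing clusters, 2 were cholinergic motor neurons (89 and 117 cells, with Chat, Prph and Isl1) and 5 were inhibitory by Slc32a1 (51, 55, 69, 85 and 55 cells), which was in 78.4% of cells or more, with Gad1 in 19.6% of the cells of the first. The cluster of 69 was left unnamed by the marker rule. Another cluster of 73 cells was led by Tac1, Dlk1 and Nrn1, with Slc17a6 in 90.4% of cells. Glial genes were among the leading genes of 2 shallow clusters, 1 of 42 cells (Olig1, Fabp7; median 2168 UMIs) and 1 of 173 (Gfap, Apoe; 2849), which were counted as neurons in every share. Snap25, Tubb3 and Elavl2 named the neuron clusters, so their levels follow from the naming.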

Barcodes of neurons, determined by distinct clustering and expression of *Snap25*, *Tubb3*, and *Elavl2* were isolated and used to subset the raw, merged dataset. The general analysis strategy outlined above, including re-normalization, highly variable gene selection, and batch correction, was used to re-embed and cluster the neurons.

### Florescence-activated cell sorting (FACS) and qRT-PCR

A single cell suspension of TdT-positive parafacial cells or TdT-positive astrocytes was sorted on a BD FACSAria II Cell Sorter (UConn COR^2^E Facility, Storrs, CT) equipped with 407, 488, and 607 nm excitation lasers. Five minutes before sorting, 5 µL of 100 ng/mL DAPI was added to each sample. Cells were gated based on scatter (forward and side), for singlets, and for absence of DAPI (Supplementary Fig. 10). Finally, cells were gated to TdTomato and sorted by 4-way purity into a sterile 96-well plate containing 5 µL of sterile PBS per sample. Thousand five hundred cells were sorted per sample in an experiment and were processed immediately following FACS.

#### Pooled cell qRT-PCR

A lysis reaction followed by reverse transcription was performed using the kit Taqman Gene Expression Cells-to-CT Kit (ThermoFisher) with “Lysis Solution” followed by the “Stop Solution” at room temperature, and then a reverse transcription with the “RT Buffer”, “RT Enzyme Mix”, and lysed RNA at 37 °C for an hour. Following reverse transcription, cDNA was pre-amplified by adding 2 µL of cDNA from each sample to 8 µL of preamp master mix [5 µL TaKaRa premix Taq polymerase (Clontech), 2.5 µL 0.2× Taqman pooled probe, 0.5 µL H_2_O] and thermocycled at 95 °C for 3 min, 55 °C for 2 min, 72 °C for 2 min, then 95 °C for 15 s, 60 °C for 2 min, 72 °C for 2 min for 16 cycles, and then a final 10 °C hold. Amplified cDNA was then diluted 2:100 in RNase free H_2_O. Each qPCR assay contained the following reagents: 0.5 µL 20× Taqman probe, 2.5 µL RNase free H_2_O, 5 µL Fast Advanced Master Mix (ThermoFisher), and 2 µL diluted pre-amplified cDNA. qPCR reactions were performed in triplicate for each Taqman assay of interest on a QuantStudio 3 Real Time PCR Machine (ThermoFisher).

#### qRT-PCR data analysis

Three technical replicates were averaged to determine a raw Ct value for each Taqman assay in QuantStudio Design & Analysis Software v1.5.1. We used specific markers as positive and negative controls, depending on which cell population we sorted for. For neurons, astrocytes (*Aldh1l1)* and GABAergic neurons (*Slc32a1)* were used as negative cell controls (no raw Ct after 40 cycles) and a pan neuron marker (*Rbfox3)* as well as *Slc17a6* for glutamatergic neurons as positive controls. However, for astrocytes, *Rbfox3* (for neurons)*, Olig1* (for oligodendrocytes), and *Cx3cr1* (for microglia) were used as negative controls. Water was also used as a no template control for all reactions. *Gapdh* was used as a sample dependent internal control (Raw Ct value 16–20). Raw Ct values are indicated in text where appropriate.

### Brain slice preparation and electrophysiology

Slices containing the RTN were prepared as previously described^39^. In short, *Tcf4* mice were anesthetized by administration of ketamine (375 mg/kg, I.P.) and xylazine (25 mg/kg; I.P.) and rapidly decapitated; brainstems were removed and transverse brainstem slices (250–300 µm) were cut using a microslicer (DSK 1500E; Dosaka) in ice-cold substituted Ringer solution containing the following (in mM): 260 sucrose, 3 KCl, 5 MgCl_2_, 1 CaCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 10 glucose, and 1 kynurenic acid. Slices were incubated for 30 min at 37 °C and subsequently at room temperature in a normal Ringer’s solution containing (in mM): 130 NaCl, 3 KCl, 2 MgCl_2_, 2 CaCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, and 10 glucose. Both substituted and normal Ringer’s solutions were bubbled with 95% O_2_ and 5% CO_2_ (pH = 7.30).

Individual slices containing the RTN were transferred to a recording chamber mounted on a fixed-stage microscope (Zeiss Axioskop FS) and perfused continuously (~2 mL/min) with a bath solution containing (in mM): 140 NaCl, 3 KCl, 2 MgCl_2_, 2 CaCl_2_, 10 HEPES, 10 glucose (equilibrated with 5% CO_2_; pH = 7.3). All recordings were made with an Axopatch 200B patch-clamp amplifier, digitized with a Digidata 1322AA/D converter and recorded using ClampEx 11.0.3 software. Recordings were obtained at room temperature (~22 °C) with patch electrodes pulled from borosilicate glass capillaries (Harvard Apparatus, Molliston, MA) on a two-stage puller (P-97; Sutter Instrument, Novato, CA) to a DC resistance of 5–7 MΩ when filled with pipette solution. Electrode tips were coated with Sylgard 184 (Dow Corning, Midland, MI). For both configurations below, only one cell was recorded per slice.

#### Cellular firing behavior

Firing activity was measured in the cell-attached (seal resistance > 1 GΩ) voltage clamp (Vhold −60 mV) configuration using a pipette solution containing (in mM): 125 K-gluconate, 10 HEPES, 4 Mg-ATP, 3 Na-GTP, 1 EGTA, 10 Na-phosphocreatine, 0.2% Lucifer yellow (pH 7.30). Firing rate histograms were generated by integrating action potential discharge in 10 s bins using Spike 5.0 software. For each experiment, we introduce 10% CO_2_ for at least 5 min or when a plateau of firing activity is achieved for at least 2 min.

#### Synaptic recordings

Spontaneous synaptic currents were characterized in whole-cell voltage-clamp mode using a Cs-based pipette solution containing the following: 135 mM CsCH_3_SO_3_, 10 mM HEPES, 1 mM EGTA, 1 mM MgCl2, 3.2 mM TEA-Cl, 5 mM Na-phosphocreatine, 4 mM MgATP, and 0.3 mM NaGTP. To record spontaneous IPSCs (sIPSCs), cells were held at the reversal potential for AMPA-mediated excitatory synaptic currents (sEPSCs; Ihold = 0 mV). EPSCs were recorded at a holding potential of the measured IPSC reversal of −60 mV. Spontaneous EPSCs and IPSCs were analyzed using the Mini Analysis Program (Synaptosoft), events were identified based on amplitude (minimum 5 pA) and characteristic kinetics (fast rising phase followed by a slow decay). Each automatically detected event was also visually inspected to exclude obvious false responses. All whole-cell recordings had an access resistance (Ra) < 20 MΩ, recordings were discarded if Ra varied 10% during an experiment, and capacitance and Ra compensation (70%) were used to minimize voltage errors. A liquid junction potential of –10 mV (KCH_3_SO_3_) or +11 mV (CsCH_3_SO_3_) was corrected off-line.

### Unrestrained whole-body plethysmography

#### Adult chamber

Respiratory activity was measured by whole-body plethysmograph (DSI/Buxco, St. Paul, MN) using a small animal chamber maintained at room temperature and ventilated at 1.16 L/min. Chamber temperature and humidity was continuously monitored and used to correct tidal volume breath by breath basis. Mice were individually placed into the chamber and allowed 1 h to acclimate prior to the start of an experiment. Respiratory activity was recorded using Ponemah 5.32 software (DSI) for a period of 15–30 min in room air followed by exposure to graded increases in CO_2_ from 0 to 7% CO_2_ (balance O_2_). We also measured the ventilatory response to CO_2_ ~1.5 h following systemic administration of saline (30 µL), PF-04531083 (40 mg/kg) or PF-06305591 (2 mg/kg). In separate experiments, we characterized the ventilatory response to hypoxic stimuli: 10% O_2_ (balance N_2_).

#### Mouse pup chamber

A pup whole-body plethysmograph chamber was used to measure respiratory activity in mouse pups (<15 days of age) (Buxco/DSI, St. Paul, MN). Pups are placed on a warming stage with the plethysmography chamber that is maintained at 31.5 °C to minimize loss of body temperature during an experiment, while at the same time ensuring a robust signal to noise ratio. Chamber temperature and humidity was monitored and used to correct tidal volume on a breath by breath basis. Pup ventilatory responses to high CO_2_ and low O_2_ were characterized as described above for adult animals. We also characterized the ventilatory response to CO_2_ in a separate cohort of pups that received systemic injection of saline (10 µL), PF-04531083 (40 mg/kg) or PF-06305591 (2 mg/kg).

#### Analysis

Plethysmography experiments were video recorded and sections of data containing behavior artifacts were excluded from analysis. A 20 min section of data was use for assessment of baseline respiratory pattern and a 1 min section of data was used to determine respiratory frequency, tidal volume, and minute ventilation; data was binned at 1 s for graphical display. An apnea was conservatively defined as three or more missed breaths and sighs were identified based on their characteristic large amplitude (2× *V*_T_) and followed by a post-sigh apnea. Parameters of interest include: respiratory frequency (breaths/minute), tidal volume (*V*_T_, measured in mL; normalized to body weight and corrected to account for chamber temperature, humidity, and atmospheric pressure), and minute ventilation (*V*_Ė_, mL/min/g). A 20 s period of relative quiescence after 4–5 min of exposure to each condition was selected for analysis. All experiments were performed between 9 a.m. and 6 p.m. to minimize potential circadian effects.

### Open field assay

Locomotor activity and anxiety was assessed using Noldus PhenoTyper cages as previously shown^58^. Each cage is outfitted with two sets of cameras; one on the ceiling that faces the platform (35 cm × 35 cm) and another pointed at the side of the cage. Mice were acclimated to the experimentation room in their home cages for at least 1 h. During acclimation, the Noldus EthoVision software was set-up to track movement for 30 total minutes. After acclimation, mice were placed in the center of the open field, opaque Plexiglas was placed on all four sides of the cage to obscure any visual cues, and the trial was started in the EthoVision software. After 30 min, the trial ended and mice were placed back into their home cages. A separate cohort of mice received systemic (I.P.) injections of PF-04531083 (40 mg/kg) or PF-06305591 (2 mg/kg) 1.5 h prior to placement in the novel open field. Noldus EthoVision software was used to determine distance traveled, time spent in center, and frequency of going to center.

### Diaphragm and abdominal electromyography (EMG) recording

Adult mice of each genotype were anesthetized with isoflurane (1.5%) and positioned on a heating pad to maintain body temperature. The skin covering the lateral intercostal muscle to the rectus abdominus muscle was resected and bathed with sterile saline. Silver wire electrodes were inserted into the diaphragm and the lateral portion of the rectus abdominus; these were connected to an A-M Systems 1700 differential AC amplifier (gain 10k, no filter). Raw diaphragm (Dia_EMG_) and abdominal (Abd_EMG_) activity was recorded using PowerLab 26T and LabChart 8 (ADInstruments). Raw diaphragm and abdominal EMG recordings included an electrocardiogram (ECG) artifact that was removed through thresholding in LabChart. Integrated diaphragm (∫Dia_EMG_) and abdominal (∫Abd_EMG_) muscle activities were obtained after removal of ECG contaminating signal and smoothened using a triangular (Barlett) window of 101 samples. Amplitude and frequency of each EMG signal was evaluated from a 20 s section of data acquired during exposure to 0, 5, and 7% CO_2_ before and 1.5 h after systemic application of saline (30 µL) or PF-04531083 (40 mg/kg).

### Electrocorticography (ECoG) and electromyography (EMG) recordings

#### Placement

Adult *Tcf4*^tr/+^ mice (>20 grams) were anesthetized with an induction dose of 3% isoflurane and placed into a sterile field. A large skin incision was made parallel to the eyes, above the skull, and past the trapezius muscles; a large left sided skin flap was created using blunt dissecting scissors and filled with 1 mL saline. After, an HD-X02 transmitter (Data Sciences International; DSI) was placed into a dorsal flank skin flap. One pair of biopotential leads were placed into the left trapezius muscle of the animal. The other pair of biopotential leads were placed just under the skull left of bregma and the other to the right of the sagittal suture in between bregma and lambda. These leads were secured with dental cement (Henry Schein Dental). After surgery mice were placed on a headed pad until conscious. Meloxicam was administered 0, 24, and 48 h postoperatively. Mice were given at least seven days to recover before experimentation.

#### ECoG and EMG recording and analysis

Animals were allowed to stay in their home cages for the entirety of the acquisition period. Wireless telemetry units were turned on and each mouse’s home cage was placed on the appropriate receiver unit. Raw ECoG and EMG traces were recorded using Ponemah v5.32 (DSI). After at least 24 h of continuous monitoring, the recording was stopped and telemetry unit was turned off.

Individual recordings were loaded into NeuroScore (DSI; version 3.3.1). Raw ECoG and EMG was scored in 10 s epochs in the following categories: wake, non-REM sleep, REM sleep, and seizure. To detect seizure-like activity we continuously monitored ECoG and EMG activity 24 h. For presentation, we selected a representative 1 h section of data recorded at the same time of day. NeuroScore also calculated the periodogram power spectrum bands for the selected hour of EEG recordings based on the following distinctions: delta from 0.5 to 4 Hz, theta from 4 to 8 Hz, alpha from 8 to 12 Hz, sigma from 12 to 16 Hz, and beta from 16 to 24 Hz.

### Viral injections into the medial parafacial region (RTN)

Adult mice (>20 g) were anesthetized with 3% isoflurane. The right cheek of the animal was shaved, and an incision was made to expose the right marginal mandibular branch of the facial nerve. The animals were then placed in a stereotaxic frame and a bipolar stimulating electrode was placed directly adjacent to the nerve. Animals were maintained on 1.5% isoflurane for the remainder of the surgery. An incision was made to expose the skull and two 1.5 mm holes were drilled left and right of the posterior fontanelle, caudal of the lambdoidal suture. The facial nerve was stimulated using a bipolar stimulating electrode to evoke antidromic field potentials within the facial motor nucleus. In this way, the facial nucleus on the right side of the animal was mapped in the *X*, *Y*, and *Z* direction using a quartz recording electrode.

The viral vector (AAV2-Ef1α-DIO-hChR2(H134R)-EYFP or AAV2-hSyn-DIO-eGFP-mScn10a-shRNAmir) was loaded into a borosilicate glass pipette (I.D. 1.2 mm) and positioned in a Nanoject III system (Drummond Scientific). Virus was injected at least −0.02 mm ventral to the *Z*-coordinates of the facial nucleus, to ensure injection into the RTN region. These same coordinates were used for the left side of the animal. In all mice, incisions were closed with nylon sutures and surgical cyanoacrylate adhesive. Mice were placed on a heated pad until consciousness was regained. Meloxicam was administered 24 and 48 h postoperatively.

#### Viral construct

To select for the shRNAmir sequence that yielded the best knockdown, four different clone sequences for mScn10a shRNA were inserted into vectors and overexpressed in heterologous cell lines. After, clones were screened using qPCR for total knockdown of mRNA particles; clone #3 produced a 77% knockdown of the mouse *Scn10a* gene with the following sequence: 5′-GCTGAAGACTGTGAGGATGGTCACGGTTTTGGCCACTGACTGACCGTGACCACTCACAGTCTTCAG-3′ and was used in the final viral preparation.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

Data supporting the findings in this study are included within the Supplementary Material and available from the corresponding author on request. The source data relevant to Figs. 1–9 and Supplementary Figs. 3–9 are provided as a Source Data file. Single-cell RNA sequencing data has been deposited in the GEO database under accession code GSE174417 and is available publicly without restriction. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Sweatt JD (2013). Pitt-Hopkins syndrome: intellectual disability due to loss of TCF4-regulated gene transcription. Exp. Mol. Med..

[2] de Winter CF (2016). Phenotype and natural history in 101 individuals with Pitt-Hopkins syndrome through an internet questionnaire system. Orphanet J. Rare Dis..

[3] Goodspeed K (2018). Pitt-Hopkins syndrome: a review of current literature, clinical approach, and 23-patient case series. J. Child Neurol..

[4] Marangi G, Zollino M (2015). Pitt-Hopkins syndrome and differential diagnosis: a molecular and clinical challenge. J. Pediatr. Genet..

[5] Hasi M (2011). The role of the TCF4 gene in the phenotype of individuals with 18q segmental deletions. Hum. Genet..

[6] Rannals MD (2016). Psychiatric risk gene transcription factor 4 regulates intrinsic excitability of prefrontal neurons via repression of SCN10a and KCNQ1. Neuron.

[7] Guyenet PG, Bayliss DA (2015). Neural Control of Breathing and CO_2_ Homeostasis. Neuron.

[8] Del Negro CA, Funk GD, Feldman JL (2018). Breathing matters. Nat. Rev. Neurosci..

[9] Fogarty MJ, Mantilla CB, Sieck GC (2018). Breathing: motor control of diaphragm muscle. Physiology.

[10] Willemsen MH (2012). Adult phenotypes in Angelman- and Rett-like syndromes. Mol. Syndromol..

[11] Garg SK, Lioy DT, Knopp SJ, Bissonnette JM (2015). Conditional depletion of methyl-CpG-binding protein 2 in astrocytes depresses the hypercapnic ventilatory response in mice. J. Appl. Physiol..

[12] Zhang X (2011). The disruption of central CO2 chemosensitivity in a mouse model of Rett syndrome. Am. J. Physiol. Cell Physiol..

[13] Nakayama H, Smith CA, Rodman JR, Skatrud JB, Dempsey JA (2002). Effect of ventilatory drive on carbon dioxide sensitivity below eupnea during sleep. Am. J. Respir. Crit. Care Med..

[14] Verhulst SL (2012). Acetazolamide for severe apnea in Pitt-Hopkins syndrome. Am. J. Med. Genet. A.

[15] Gaffney C, McNally P (2015). Successful use of acetazolamide for central apnea in a child with Pitt-Hopkins syndrome. Am. J. Med. Genet. A.

[16] Guyenet PG (2019). The retrotrapezoid nucleus: central chemoreceptor and regulator of breathing automaticity. Trends Neurosci..

[17] Mulkey DK (2004). Respiratory control by ventral surface chemoreceptor neurons in rats. Nat. Neurosci..

[18] Abbott SB, Stornetta RL, Coates MB, Guyenet PG (2011). Phox2b-expressing neurons of the parafacial region regulate breathing rate, inspiration, and expiration in conscious rats. J. Neurosci..

[19] Huckstepp RTR, Cardoza KP, Henderson LE, Feldman JL (2018). Distinct parafacial regions in control of breathing in adult rats. PLoS ONE.

[20] Dubreuil V (2009). Defective respiratory rhythmogenesis and loss of central chemosensitivity in Phox2b mutants targeting retrotrapezoid nucleus neurons. J. Neurosci..

[21] Ruffault, P. L. et al. The retrotrapezoid nucleus neurons expressing Atoh1 and Phox2b are essential for the respiratory response to CO(2). *Elife*10.7554/eLife.07051 (2015).10.7554/eLife.07051PMC442952625866925

[22] Huang WH (2012). Atoh1 governs the migration of postmitotic neurons that shape respiratory effectiveness at birth and chemoresponsiveness in adulthood. Neuron.

[23] Rose MF (2009). Math1 is essential for the development of hindbrain neurons critical for perinatal breathing. Neuron.

[24] Flora A, Garcia JJ, Thaller C, Zoghbi HY (2007). The E-protein Tcf4 interacts with Math1 to regulate differentiation of a specific subset of neuronal progenitors. Proc. Natl Acad. Sci. USA.

[25] Zhuang Y, Cheng P, Weintraub H (1996). B-lymphocyte development is regulated by the combined dosage of three basic helix-loop-helix genes, E2A, E2-2, and HEB. Mol. Cell Biol..

[26] Thaxton C (2018). Common pathophysiology in multiple mouse models of Pitt-Hopkins syndrome. J. Neurosci..

[27] Kennedy AJ (2016). Tcf4 regulates synaptic plasticity, DNA methylation, and memory function. Cell Rep..

[28] Ekins S, Puhl AC, Davidow A (2020). Repurposing the dihydropyridine calcium channel inhibitor nicardipine as a Nav1.8 inhibitor in vivo for Pitt Hopkins syndrome. Pharm. Res..

[29] Zollino M (2019). Diagnosis and management in Pitt-Hopkins syndrome: first international consensus statement. Clin. Genet..

[30] de Britto AA, Moraes DJ (2017). Non-chemosensitive parafacial neurons simultaneously regulate active expiration and airway patency under hypercapnia in rats. J. Physiol..

[31] Shi Y (2017). Neuromedin B expression defines the mouse retrotrapezoid nucleus. J. Neurosci..

[32] Czeisler CM (2019). The role of PHOX2B-derived astrocytes in chemosensory control of breathing and sleep homeostasis. J. Physiol..

[33] van der Heijden, M. E. & Zoghbi, H. Y. Loss of Atoh1 from neurons regulating hypoxic and hypercapnic chemoresponses causes neonatal respiratory failure in mice. *Elife*10.7554/eLife.38455 (2018).10.7554/eLife.38455PMC606788329972353

[34] Wang VY, Rose MF, Zoghbi HY (2005). Math1 expression redefines the rhombic lip derivatives and reveals novel lineages within the brainstem and cerebellum. Neuron.

[35] Jung M (2018). Analysis of the expression pattern of the schizophrenia-risk and intellectual disability gene TCF4 in the developing and adult brain suggests a role in development and plasticity of cortical and hippocampal neurons. Mol. Autism.

[36] Ashhad S, Feldman JL (2020). Emergent elements of inspiratory rhythmogenesis: network synchronization and synchrony propagation. Neuron.

[37] Kim H, Berens NC, Ochandarena NE, Philpot BD (2020). Region and cell type distribution of TCF4 in the postnatal mouse brain. Front. Neuroanat..

[38] Phan BN (2020). A myelin-related transcriptomic profile is shared by Pitt-Hopkins syndrome models and human autism spectrum disorder. Nat. Neurosci..

[39] Kuo, F. S., Cleary, C. M., LoTurco, J. J., Chen, X. & Mulkey, D. K. Disordered breathing in a mouse model of Dravet syndrome. *Elife*10.7554/eLife.43387 (2019).10.7554/eLife.43387PMC650620831025941

[40] Kumar NN (2015). PHYSIOLOGY. Regulation of breathing by CO(2) requires the proton-activated receptor GPR4 in retrotrapezoid nucleus neurons. Science.

[41] Lazarenko RM (2009). Acid sensitivity and ultrastructure of the retrotrapezoid nucleus in Phox2b-EGFP transgenic mice. J. Comp. Neurol..

[42] James, S. D. et al. Adenosine signaling through A1 receptors inhibits chemosensitive neurons in the retrotrapezoid nucleus. *eNeuro*10.1523/ENEURO.0404-18.2018 (2018).10.1523/ENEURO.0404-18.2018PMC632554430627640

[43] Akopian AN, Sivilotti L, Wood JN (1996). A tetrodotoxin-resistant voltage-gated sodium channel expressed by sensory neurons. Nature.

[44] Brown AD (2019). The discovery and optimization of benzimidazoles as selective NaV1.8 blockers for the treatment of pain. Bioorg. Med. Chem..

[45] Li P (2016). The peptidergic control circuit for sighing. Nature.

[46] Choi JS, Dib-Hajj SD, Waxman SG (2007). Differential slow inactivation and use-dependent inhibition of Nav1.8 channels contribute to distinct firing properties in IB4+ and IB4- DRG neurons. J. Neurophysiol..

[47] Pagliardini S (2011). Active expiration induced by excitation of ventral medulla in adult anesthetized rats. J. Neurosci..

[48] Amir RE (1999). Rett syndrome is caused by mutations in X-linked MECP2, encoding methyl-CpG-binding protein 2. Nat. Genet..

[49] Ramirez JM, Ward CS, Neul JL (2013). Breathing challenges in Rett syndrome: lessons learned from humans and animal models. Respir. Physiol. Neurobiol..

[50] Turovsky E, Karagiannis A, Abdala AP, Gourine AV (2015). Impaired CO_2_ sensitivity of astrocytes in a mouse model of Rett syndrome. J. Physiol..

[51] Cleary, C. M. et al. Vascular control of the CO_2_/H(+)-dependent drive to breathe. *Elife*10.7554/eLife.59499 (2020).10.7554/eLife.59499PMC752192232924935

[52] Bagal SK (2015). Discovery and optimization of selective Nav1.8 modulator series that demonstrate efficacy in preclinical models of pain. ACS Med Chem. Lett..

[53] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: large-scale single-cell gene expression data analysis. Genome Biol..

[54] Wolock SL, Lopez R, Klein AM (2019). Scrublet: computational identification of cell doublets in single-cell transcriptomic data. Cell Syst..

[55] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with harmony. Nat. Methods.

[56] Becht, E. et al. Dimensionality reduction for visualizing single-cell data using UMAP. *Nat. Biotechnol*. 10.1038/nbt.4314 (2018).10.1038/nbt.431430531897

[57] Traag VA, Waltman L, van Eck NJ (2019). From Louvain to Leiden: guaranteeing well-connected communities. Sci. Rep..

[58] Mickelsen LE (2019). Single-cell transcriptomic analysis of the lateral hypothalamic area reveals molecularly distinct populations of inhibitory and excitatory neurons. Nat. Neurosci..

# Supplementary material for: Disordered breathing in a Pitt-Hopkins syndrome model involves Phox2b-expressing parafacial neurons and aberrant Nav1.8 expression
**Source:** Nat Commun. 2021 Oct 13;12:5962. doi: 10.1038/s41467-021-26263-2
**Supplement:** Supplementary file 1 — Supplementary Information

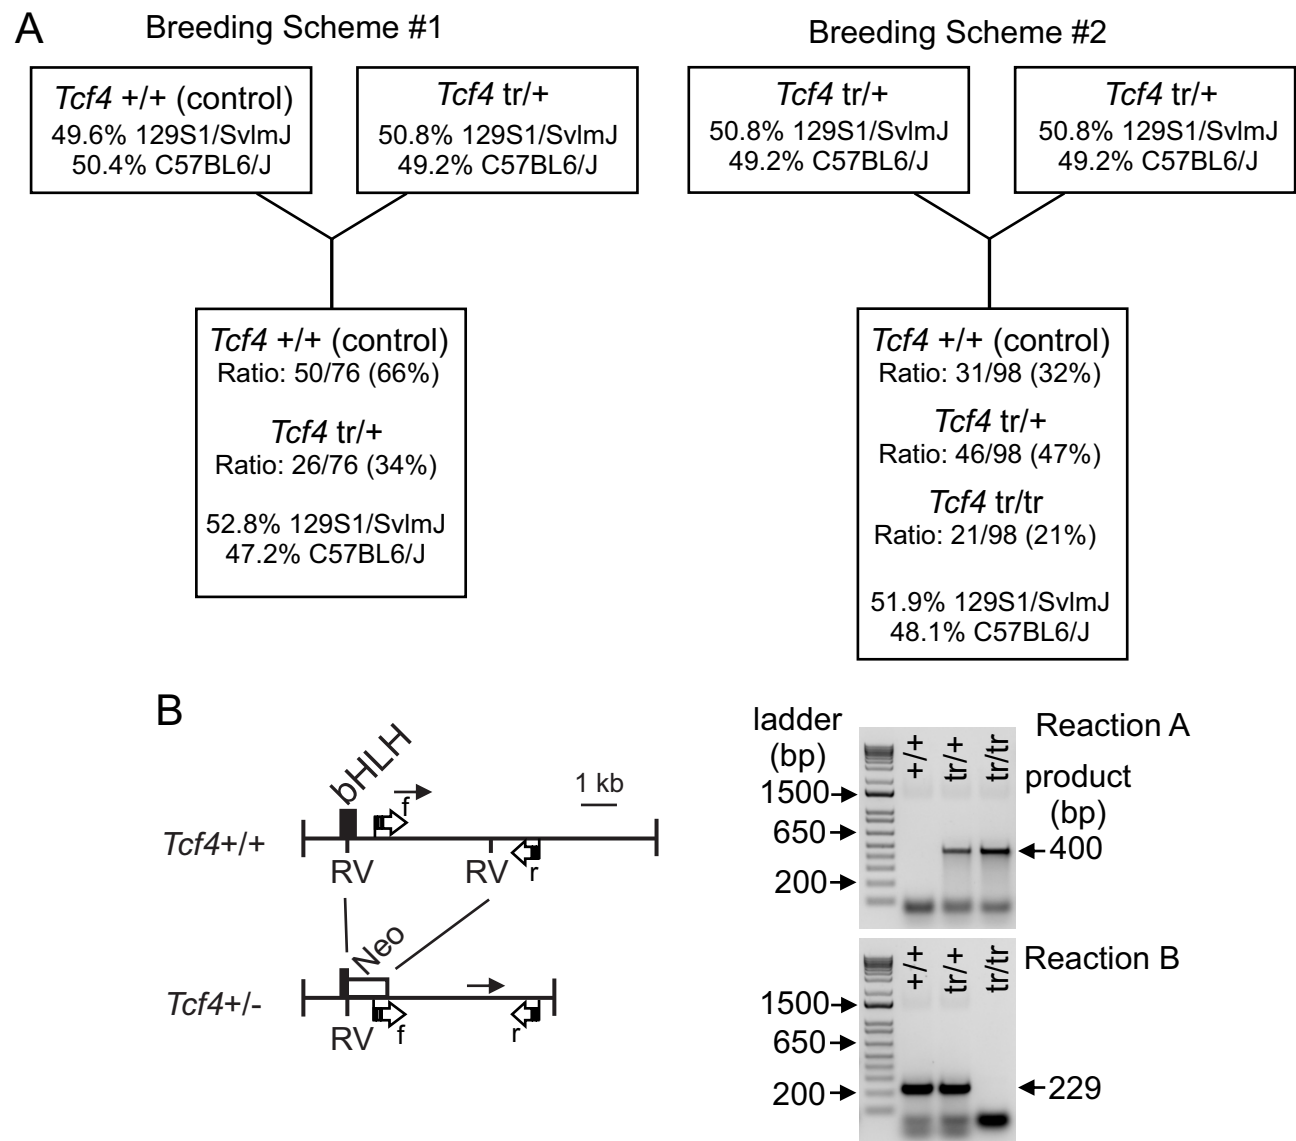

Supplementary Figure 1

Supplementary Figure 1: Breeding scheme and *Tcf4* truncation targeting strategy **A**, *Tcf4*^{tr/+} were bred with themselves (scheme 2) or *Tcf4*^{+/+} (scheme 1) to generate *Tcf4*^{+/+}, *Tcf4*^{tr/+} and *Tcf4*^{tr/tr} animals all on a similar background of 50% 129S1/SvImJ and 50% C57BL6/J. The proportion of each background strain was determined by Genome scan analysis (JAX). **B** left, *Tcf4* targeting strategy redrawn from Zhuang et al¹ and published here with permission from the journal. Note that a large portion of the basic helix–loop–helix (BHLH) domain of *Tcf4* was replaced with a neomycin phosphotransferase (Neo) gene. Arrows designate gene orientation and location of forward (f) and reverse (r) primers. Right, agarose gels show detectable levels of wild type (expected size of 229 bp) and truncated (expected size of 400 bp) transcript for each genotype. Animals were genotyped once per reaction.

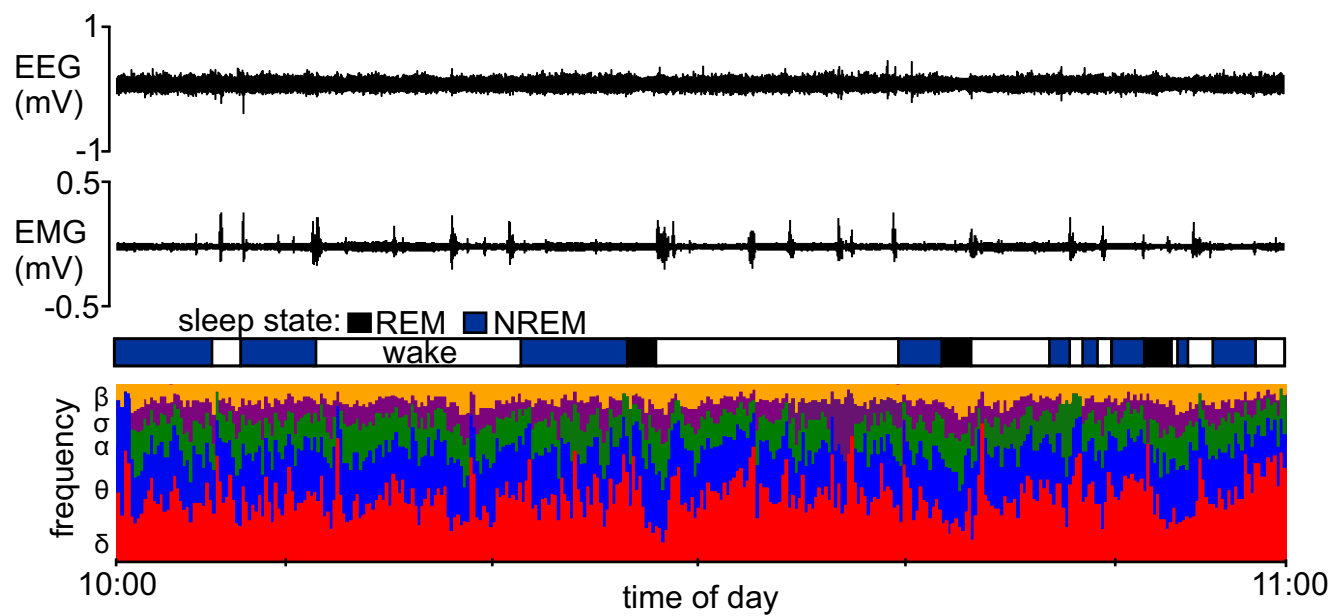

Supplementary Figure 2

Supplementary Figure 2: *Tcf4^{tr/+}* mice do not show overt seizures or a seizure-like brain activity Traces of electrocorticogram (ECoG) activity, electromyography (EMG) activity and corresponding spectrogram (bottom) show that *Tcf4^{tr/+}* mice (n=6 mice) do not exhibit characteristic seizure-like ECoG activity (high amplitude poly-spike activity) during 60-minute recordings under room air conditions. The ECoG and EMG signals were also used to identify awake, non-REM (NREM) and paradoxical/REM sleep periods; non-REM was identified by an increase in delta power and a lack of muscle activity and REM sleep was identified by a decrease in delta power and concurrent increase in beta/theta power but with minimal EMG activity. Frequency ranges of the ECoG signal are defined as follows: delta, δ (0.5-4 Hz, red), theta, θ (4-8 Hz, blue), alpha, α (8-12 Hz, green), σ , sigma (12-16 Hz, purple), beta, β (16-24 Hz, yellow). Note that *Tcf4^{tr/+}* mice also did not show obvious seizure like behavior at any point during these experiments.

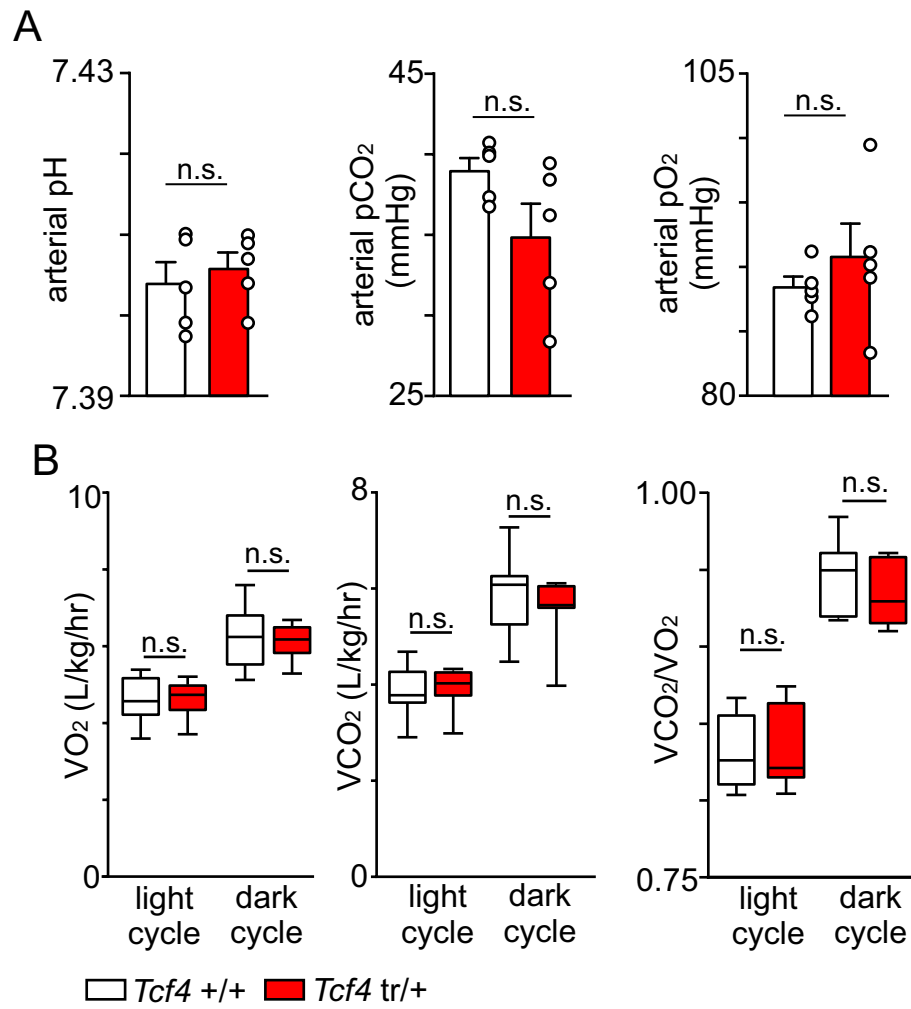

Supplementary Figure 3

Supplementary Figure 3: Metabolic and blood gas parameters are similar in control and *Tcf4^{tr/+}* mice

A, Under room air conditions, *Tcf4^{+/+}* and *Tcf4^{tr/+}* mice (N = 5 animals/genotype) show similar arteriole pH ($T_8=0.5518$, $p>0.05$, data are presented as mean values $\pm$ SEM), pCO_2 ($T_8=1.835$, $p>0.05$, data are presented as mean values $\pm$ SEM), and pO_2 ($T_8=1.263$, $p>0.05$, data are presented as mean values $\pm$ SEM). **B**, Oxygen consumption (VO_2) (light, $T_{12}=0.1356$, $p>0.05$; control- minima: 3544, 25% CI: 4145, median: 4567, 75% CI: 5243, maximum: 5448, *Tcf4^{tr/+}*- minima: 3655, 25% CI: 4271, median: 4739, 75% CI: 5054, maximum: 5255; dark, $T_{12}=0.3452$, $p>0.05$, control- minima: 5062, 25% CI: 5454, median: 6242, 75% CI: 6881, maximum: 7659, *Tcf4^{tr/+}*- minima: 5226, 25% CI: 5751, median: 6183, 75% CI: 6572, maximum: 6752), CO_2 production (VCO_2) (light, $T_{12}=0.9184$, $p>0.05$, control- minima: 2855, 25% CI: 3572, median: 3784, 75% CI: 4329, maximum: 4745, *Tcf4^{tr/+}*- minima: 2939, 25% CI: 3714, median: 4028, 75% CI: 4319, maximum: 4330 ; dark, $T_{12}=0.6248$, $p>0.05$, control- minima: 4428, 25% CI: 5197, median: 6080, 75% CI: 6320, maximum: 7320, *Tcf4^{tr/+}*- minima: 3928, 25% CI: 5545, median: 5657, 75% CI: 6108, maximum: 6133), and the respiratory exchange ratio (light, $T_{12}=0.09722$, $p>0.05$, control- minima: 0.8022, 25% CI: 0.8086, median: 0.8262, 75% CI: 0.8572, maximum: 0.8681, *Tcf4^{tr/+}*- minima: 0.8031, 25% CI: 0.8133, median: 0.8211, 75% CI: 0.8652, maximum: 0.8754; dark, $T_{12}=0.1297$, $p>0.05$, control- minima: 0.8720, 25% CI: 0.9172, median: 0.9478, 75% CI: 0.9549, maximum: 0.9864, *Tcf4^{tr/+}*- minima: 0.9087, 25% CI: 0.9134, median: 0.9294, 75% CI: 0.9602, maximum: 0.9622) were similar between control (N = 7 animals) and *Tcf4^{tr/+}* (N = 7 animals) mice during the dark/active and light/inactive states. Baseline metabolic activity and blood gas values were compared using an unpaired t-test.

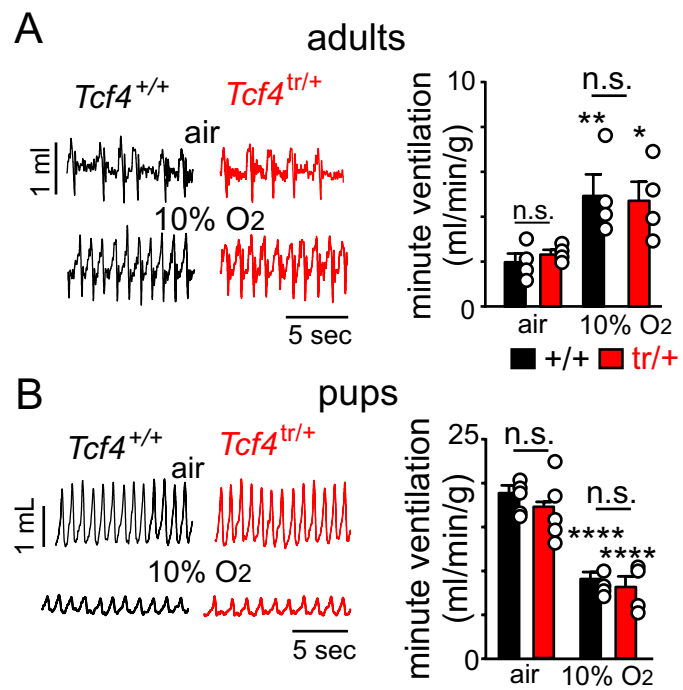

Supplementary Figure 4

Supplementary Figure 4: Neonatal and adult *Tcf4^{tr/+}* mice show a normal ventilatory response to acute hypoxia

A, Traces of respiratory activity and summary data (N=4 mice/genotype) from adult (47-48 days of age) control and *Tcf4^{tr/+}* mice show that both genotypes respond to hypoxia (10% O₂, balance N₂) with similar increases in respiratory output ($F_{1,3}=0.03643$, $p>0.05$, data are presented as mean values $\pm$ SEM).

B, Traces of respiratory activity and summary data (N=5 mice/genotype) from (11 days of age) control and *Tcf4^{tr/+}* mouse pups show that hypoxia (10% O₂, balance N₂) suppresses respiratory output by proportional amounts in both genotypes ($F_{1,4}=0.6860$, $p>0.05$, data are presented as mean values $\pm$ SEM). These results suggest that peripheral chemoreception is normal at two developmental time points. One symbol= $p < 0.05$, two symbols = $p < 0.01$, three symbols = $p < 0.001$, four symbols = $p < 0.0001$ (two-way RM-ANOVA with Tukey's multiple comparison test).

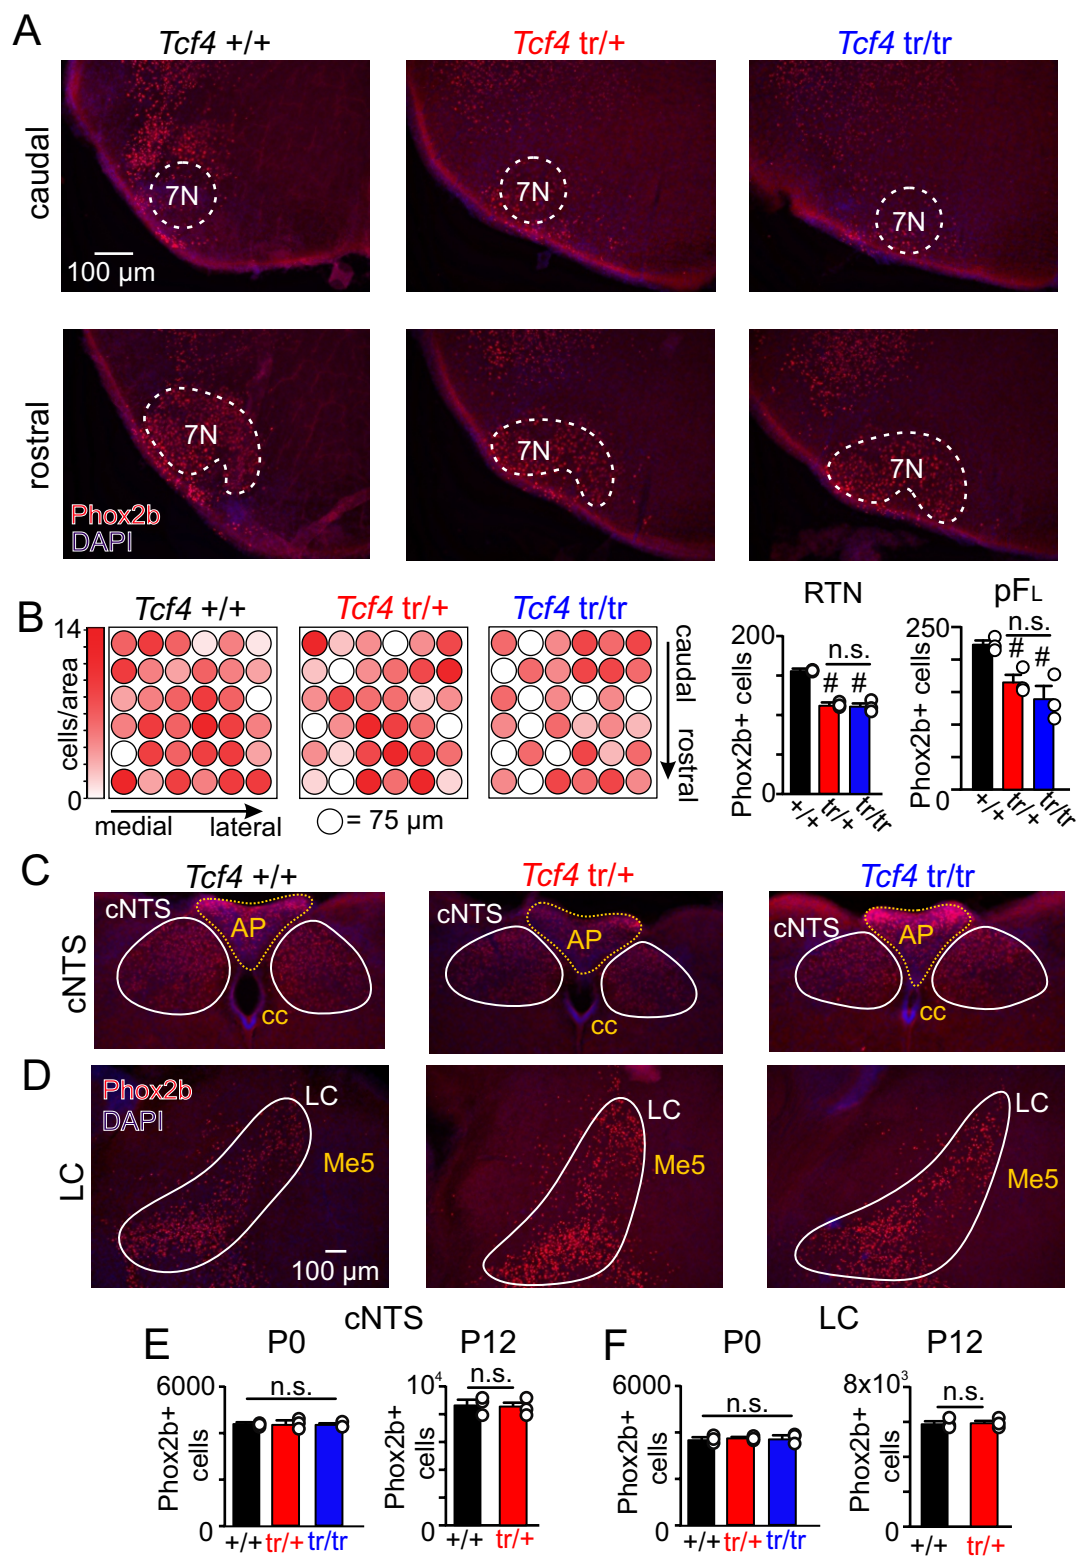

Supplementary Figure 5

Supplementary Figure 5. Phox2b+ parafacial neurons are selectively disrupted early in development in *Tcf4*^{tr/+} mice

A, Photomicrographs of coronal sections from newborn *Tcf4*^{+/+}, *Tcf4*^{tr/+}, and *Tcf4*^{tr/tr} mouse pups show Phox2b-immunoreactivity (Phox2b-IR, red) in the caudal (top) and rostral (bottom) parafacial region. The number of Phox2b+-labeled cells within ~75 μ m of the ventral surface was tabulated for each genotype for 450 μ m along the ventral surface starting just medial to the trigeminal nucleus, the lateral most 75 μ m was considered the pFL. **B**, Summary data (n=3 mice/genotype) show the distribution of Phox2b-IR soma across the caudal to rostral (y axis; 6 slices total per animal) and medial to lateral (x axis) extent of the parafacial region. Right, bar graphs show that Phox2b labeling is significantly diminished in RTN and pFL parafacial regions ($F_{2,6}=10.62$, $p=0.0107$, data are presented as mean values $\pm$ SEM). **C-D**, Photomicrographs of coronal sections from newborn *Tcf4*^{+/+}, *Tcf4*^{tr/+}, and *Tcf4*^{tr/tr} pups show similar levels of Phox2b-IR (Phox2b-IR, red) in the cNTS (**C**) and LC (**D**). **E-F**, summary data show that Phox2b labeling in the cNTS (**E**; P12: 6 slices per animal/genotype, $T_4=0.3499$, $p>0.05$; P0: 4 slices per animal/genotype, $F_{2,6}=0.2422$, $p>0.05$) and LC (**F**; P12: 4 slices per animal/genotype, $T_4=0.2427$, $p>0.05$; P0: 2 slices per animal/genotype, $F_{2,6}=0.0840$, $p>0.05$) is similar between genotypes at two developmental time points (all data are presented as mean values $\pm$ SEM). #, different between genotypes (two way ANOVA with Tukey's post-hoc multiple comparison test). 7N= facial nucleus, cNTS= caudal nucleus tractus solitarius, AP= area postrema, cc=central canal, LC= locus coeruleus, Me5= mesencephalic trigeminal nucleus

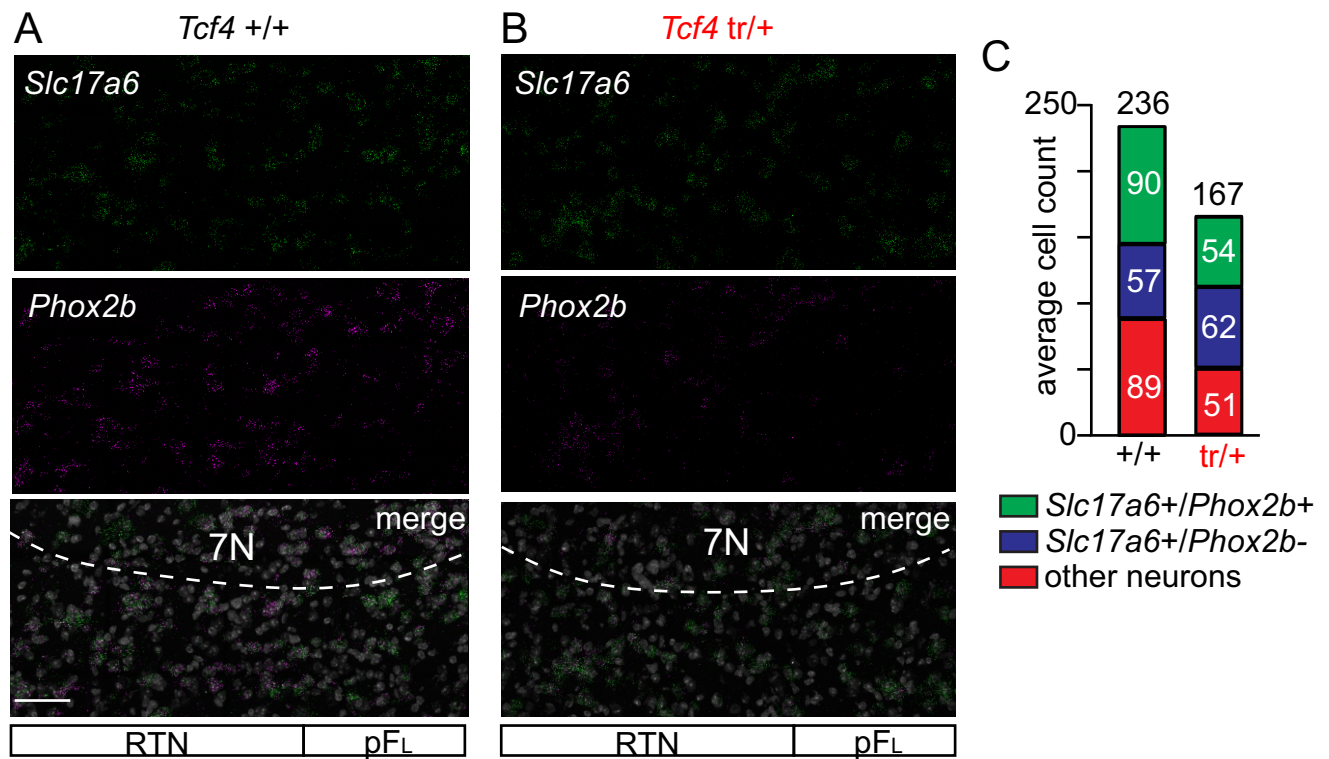

Supplementary Figure 6

Supplementary Figure 6. Total numbers of glutamatergic parafacial neurons is maintained in *Tcf4^{tr/+}* mice Photomicrographs of coronal sections (n=3 animals, age matched and mixed sex) containing the caudal parafacial region from 12 day old control (**A**) and *Tcf4^{tr/+}* (**B**) mice show *Slc17a6* (gene encoded vesicular glutamate transporter 2; Vglut2) transcript in green (top), *Phox2b* transcripts in magenta (middle), and merged (bottom). **C**, summary data (n=3, age matched and mixed sex) shows that of the averaged 147 *Slc17a6*⁺ neurons identified in the parafacial region from control mice, 90 cells also showed *Phox2b* labeling (61%, green). However, of the averaged 116 *Slc17a6*⁺ neurons identified in the parafacial region from *Tcf4^{tr/+}* mice, 54 cells showed *Phox2b* co-labeling (46%, green). Average cell counts in both genotypes indicate a 21% loss of *Slc17a6*⁺ cells in *Tcf4^{tr/+}* mice (14% loss of cells expressing both *Slc17a6*⁺ and *Phox2b*⁺, indicated in green, and 7% loss of *Slc17a6*⁺ cells only, indicated in blue).

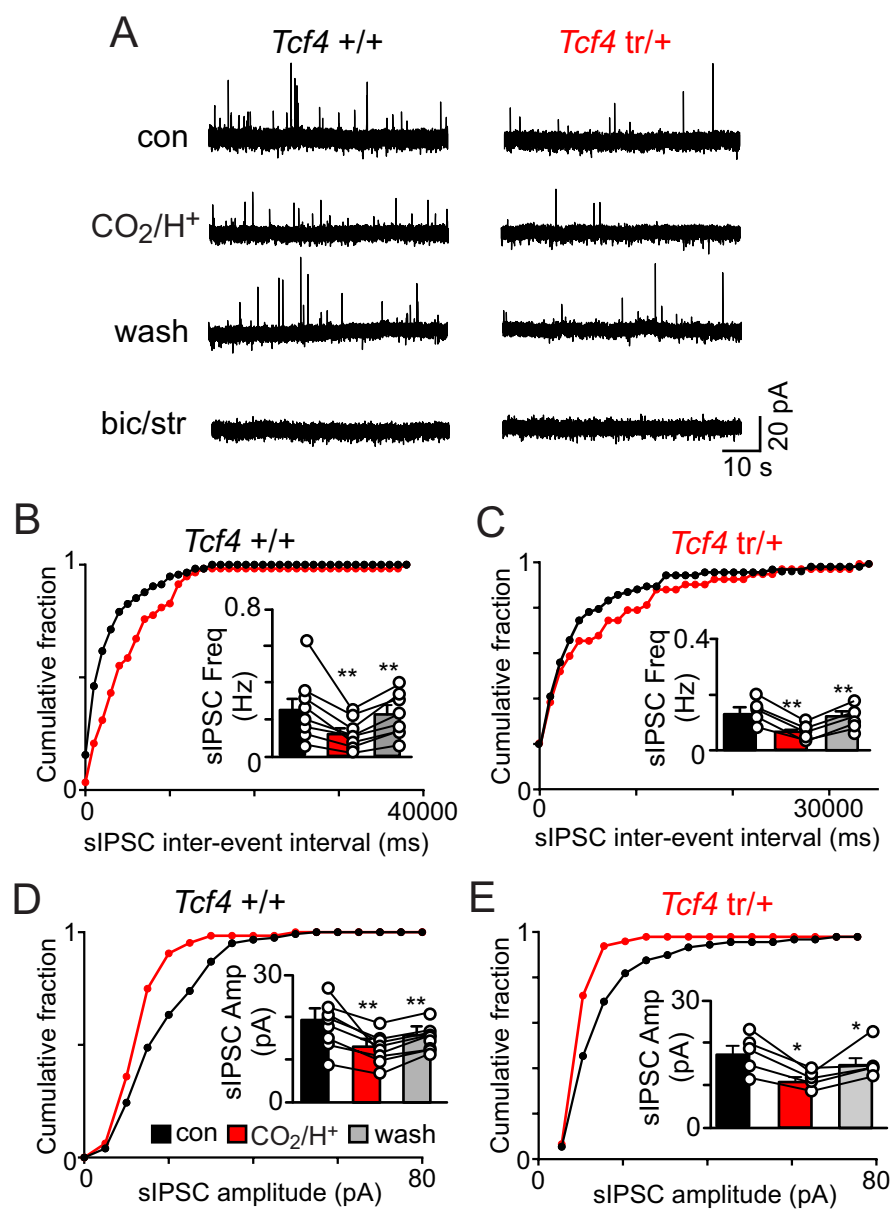

Supplementary Figure 7

Supplementary Figure 7. CO₂/H⁺-dependent inhibitory synaptic modulation of chemosensitive RTN neurons is similar between genotypes **A**, traces of holding current (I_{hold} = 0 mV) from an RTN chemoreceptor in slices from *Tcf4^{+/+}* and *Tcf4^{tr/+}* mice shows spontaneous inhibitory postsynaptic currents (sIPSC) under control conditions and during exposure to 10% CO₂ or bicuculline (10 μM) and strychnine (2 μM). **B-C**, summary (N=8 cells control; N=5 cells *Tcf4^{tr/+}*) cumulative distribution plots of sIPSC inter-event interval (bin size: 250 ms) and bar graphs of mean sIPSC frequency under each experimental condition shows that RTN neurons from both genotypes have similar sIPSC frequency under control conditions (T₁₂=1.407, p>0.05, data are presented as mean values ± SEM) and during high CO₂ (T₁₂=1.576, p>0.05, data are presented as mean values ± SEM). **D-E**, cumulative distribution plots of sIPSC amplitude (bin size: 5 pA) and bar graphs of mean sIPSC amplitude under each condition show that amplitude of sIPSC was similar between genotypes under control conditions (T₁₂=0.5989, p>0.05, data are presented as mean values ± SEM) and during exposure to high CO₂ (T₁₂=1.028, p>0.05, data are presented as mean values ± SEM). Statistics indicated in figure was analyzed by one-way RM ANOVA followed by Tukey multiple comparison test. In text statistics comparing control and *Tcf4^{tr/+}* mice use unpaired t-tests. *, difference from control at p <0.05 (one symbol) or p <0.01 (two symbols).

A

pups (11-12 days of age)

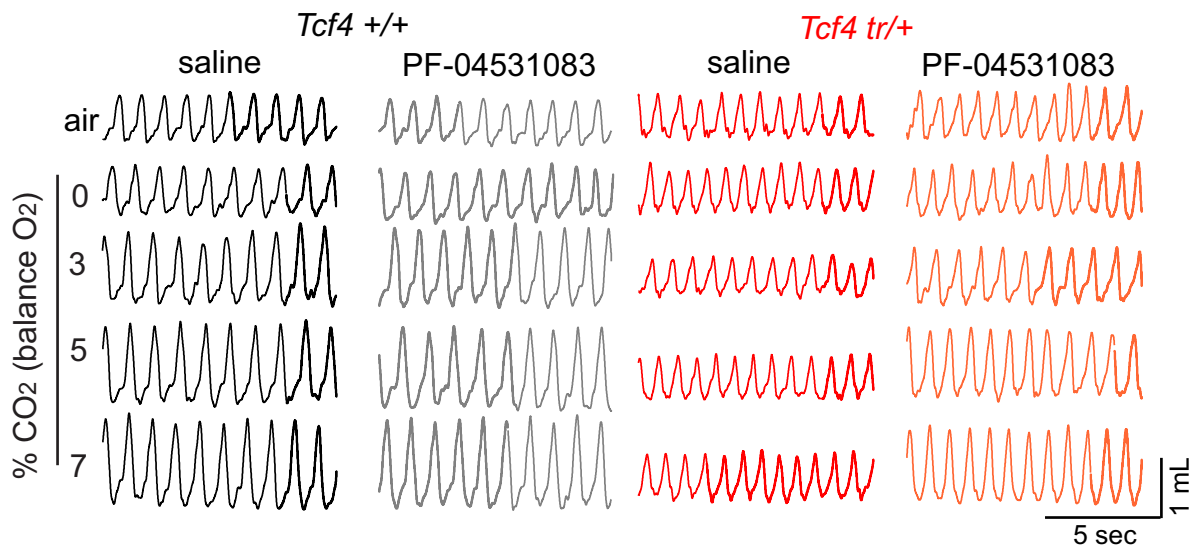

B

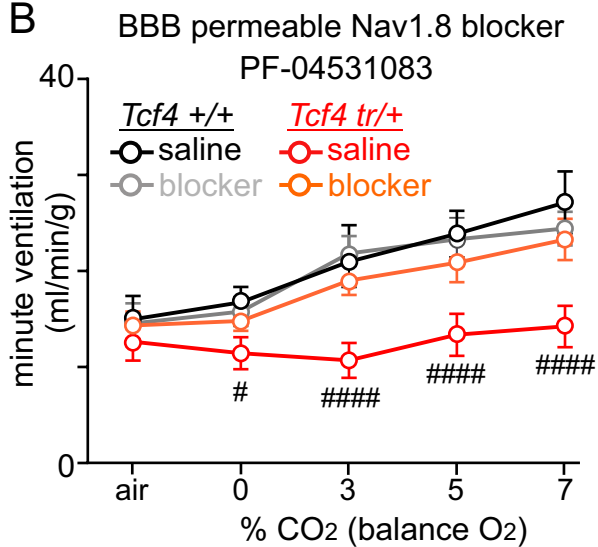

C

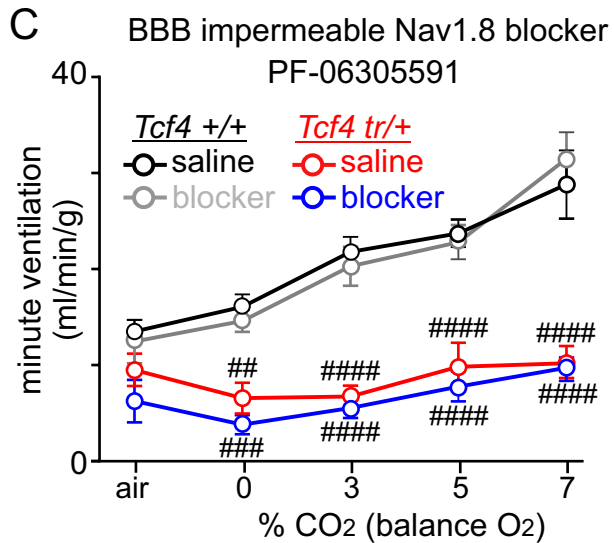

Supplementary Figure 8

Supplementary Figure 8. Blockade of central Nav1.8 channels fully rescued chemoreception

deficits in *Tcf4*^{tr/+} pups **A**, Respiratory activity was characterized in *Tcf4*^{+/+} pups (11-12 days old) ~1.5 hours after systemic (I.P) administration of saline (30 μ L, black) or PF-04531083 (40 mg/kg, grey) and in *Tcf4*^{tr/+} mouse pups after systemic (I.P.) administration of saline (red) or PF-04531083 (orange). **A**, traces of respiratory activity from saline or PF-04531083 treated *Tcf4*^{+/+} and *Tcf4*^{tr/+} mice during exposure to room air, 100% O₂ and 3-7% CO₂ (balance O₂). **B**, summary plots of minute ventilation show that saline treated *Tcf4*^{tr/+} pups lack the ability to increase respiratory output during high CO₂ ($F_{1,4}=43.19$, $p=0.0028$, data are presented as mean values $\pm$ SEM). However, this chemoreceptor deficit was fully rescued by systemic administration of PF-04531083 ((0-7% CO₂ slope: 0.59 ± 0.08 saline vs. 0.79 ± 0.10 PF-04531083; $p=0.0314$, data are presented as mean values $\pm$ SEM) to a level not different from *Tcf4*^{+/+} mice (0-7% CO₂ slope: 1.11 ± 0.1 ; $p>0.05$, data are presented as mean values $\pm$ SEM). **C**, summary plots of minute ventilation show that systemic application of PF-06305591 (2 mg/kg) minimally effected respiratory activity *Tcf4*^{+/+} (grey) and *Tcf4*^{tr/+} pups (blue) (0-7% CO₂ slope: 0.56 ± 0.06 saline vs. 0.50 ± 0.09 PF-06305591; $p>0.05$, data are presented as mean values $\pm$ SEM). *Tcf4*^{+/+} pups showed similar levels of respiratory activity following administration of saline and PF-04531083 ($F_{1,4}=2.088$, $p>0.05$, data are presented as mean values $\pm$ SEM). #, different between genotypes (two -way RM-ANOVA with Tukey's multiple comparison test). One symbol= $p < 0.05$, two symbols = $p < 0.01$, three symbols = $p < 0.001$, four symbols = $p < 0.0001$

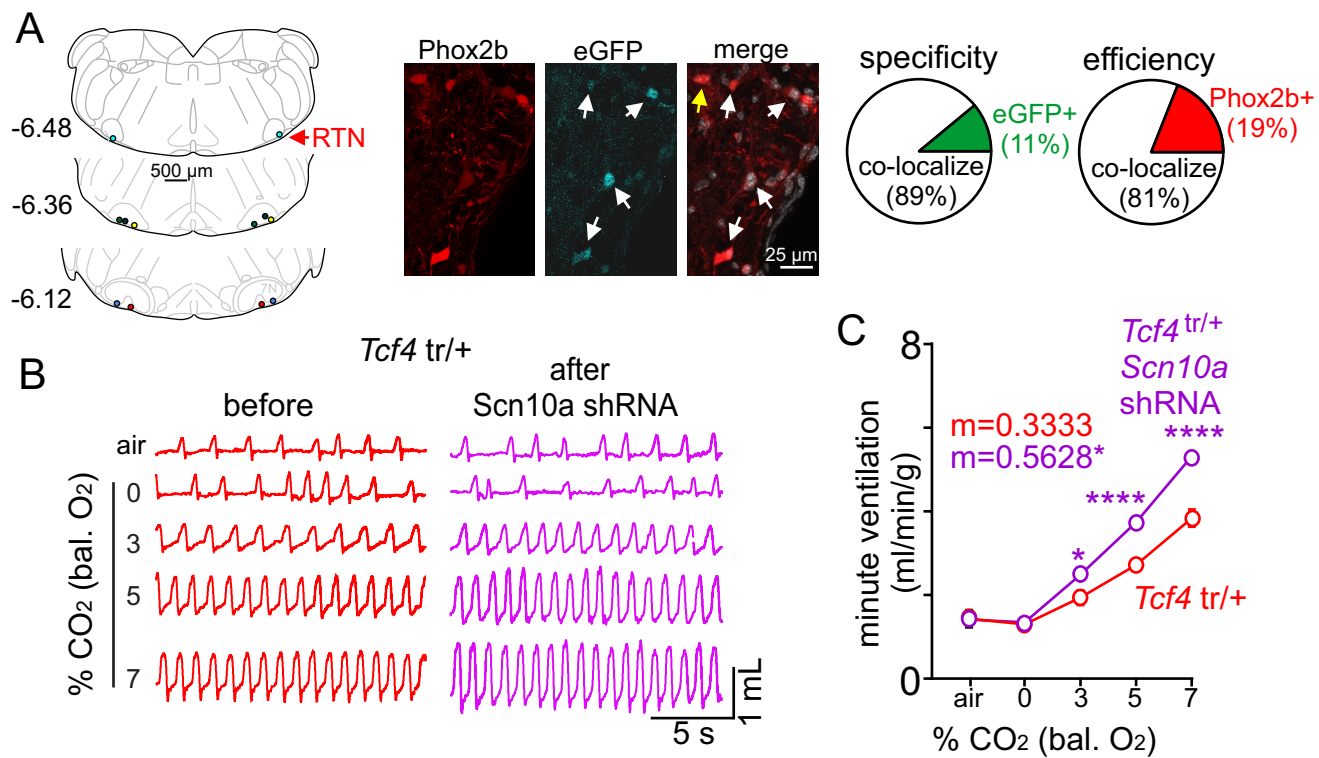

Supplementary Figure 9

Supplementary Figure 9. RTN chemoreceptor specific shRNA knock down of *Scn10a* improved the CO₂ ventilatory response in *Tcf4^{tr/+}* mice **A**, computer-assisted plots show centers of bilateral AAV2-PRSx8-eGFP-mScn10a-shRNAmir injections in *Phox2b^{Cre}::Ai14::Tcf4^{tr/+}* mice (n=6 mice, mixed sex). The numbers to the left of each section indicates the relative position of each slice behind bregma. Images and corresponding summary data show that two weeks after injection 89% of viral mediated GFP labeling (cyan) colocalized with Phox2b reporter labeling (red) and 81% of Phox2b expressing neurons in this region were transfected and express GFP (white area of pie charts indicates co-localization of GFP signal with TdTomato reporter; green area is GFP signal in the absence of TdTomato; red is TdTomato in the absence of GFP signal). **B**, traces of respiratory activity from *Phox2b^{Cre}::Ai13::Tcf4^{tr/+}* mice before (red) and two weeks after (magenta) bilateral viral injections. **C**, summary plots of minute ventilation show that *Scn10a* shRNA improved CO₂-dependent respiratory output ($F_{1,5}=16.84$, $p=0.0093$, data are presented as mean values $\pm$ SEM). Slopes between 0% and 7% CO₂ were compared by analysis of covariance (ANCOVA). *, different between genotypes (two-way RM-ANOVA with Tukey's multiple comparison test; one symbol $p < 0.01$, two symbols $p < 0.01$; three symbols $p < 0.001$, four symbols $p < 0.0001$).

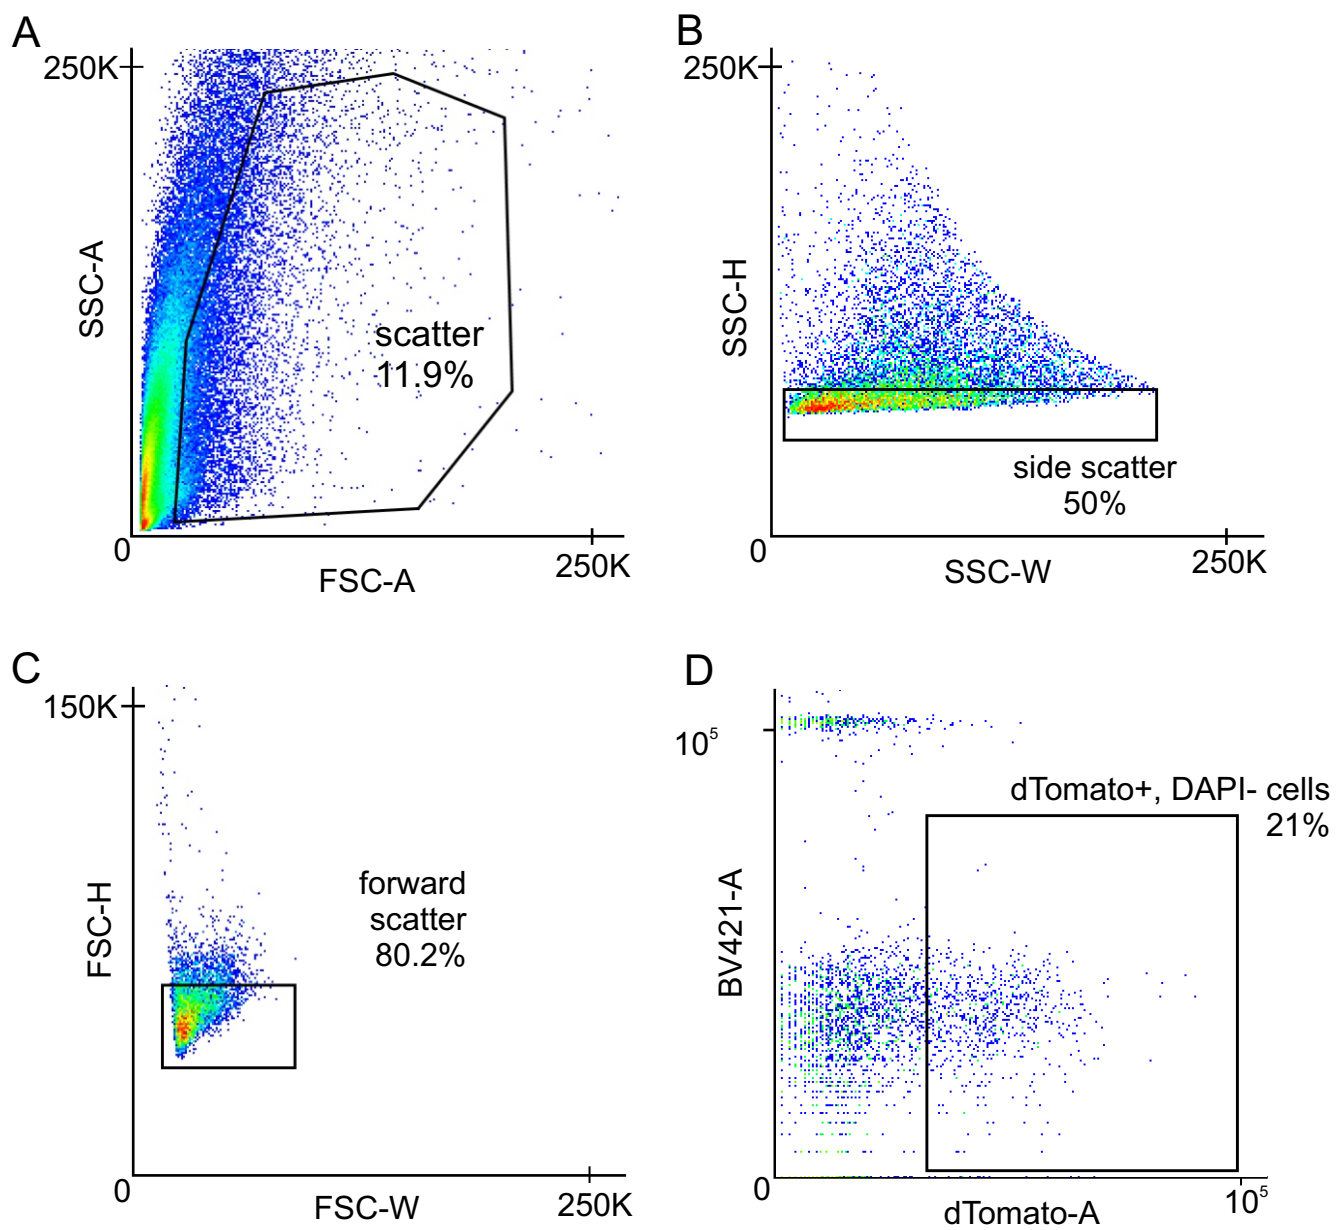

Supplementary Figure 10

Supplementary Figure 10: FACS gating strategy for sorting TdTomato fluorescent cells from the RTN **A**, Scatter graph gating out debris from the sample. **B**, Side scatter graph to gate for complexity/doublets. **C**, Forward scatter graph to gate for cell size. **D**, Scatter graph for DAPI and TdTomato. Cells were gated for positive TdTomato and low DAPI signal.

Supplementary Table 1: Primers used for *Tcf4* mouse line

	**Reaction A (splice variant, 5' to 3')**	**Reaction B (control, 5' to 3')**
**Forward**	AGCGCGAGAAAGGAACGGAGGA	
**Reverse**	CCAGAAAGCGAAGGAGCA	GGCAATTCTCGGGAGGGTGCTT

Supplementary References

- 1 Zhuang, Y., Cheng, P. & Weintraub, H. B-lymphocyte development is regulated by the combined dosage of three basic helix-loop-helix genes, E2A, E2-2, and HEB. *Mol Cell Biol* **16**, 2898-2905, doi:10.1128/mcb.16.6.2898 (1996).

# Supplementary material for: Disordered breathing in a Pitt-Hopkins syndrome model involves Phox2b-expressing parafacial neurons and aberrant Nav1.8 expression
**Source:** Nat Commun. 2021 Oct 13;12:5962. doi: 10.1038/s41467-021-26263-2
**Supplement:** Supplementary file 3 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	All of the commercial software (EthoVision 13, Ponemah 5.32, ClampEx 11.0.3, LabChart 8, Oxymax v5.54, Keyence BZ-X700 Acquisition Module, QuantStudio Design & Analysis Software v1.5.1, FACSDiva 8.0) used for data collection in the paper are listed in the methods and are appropriately referenced.
Data analysis	Commercial software used for analysis (ImageJ v2.0.0, Keyence BZ-X700 Image Analyzer, CellRanger 4.0.0, QuantStudio Design & Analysis Software v1.5.1, ClampFit 11.0.3, Synaptosoft v6, NeuroScore v3.3.1, FACSDiva 8.0) are appropriately listed in the methods. No specific custom code was developed for any analyses. The analysis routine for single cell data is described in detail under 'Single cell RNA sequencing and analysis' and further details, if needed, will be provided upon request.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw scRNAseq data that support the findings of this study have been deposited in the GEO Repository with the primary accession codes (GSE174417; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174417>). Source data are provided with this paper. All other data are available as source data or from the

corresponding author upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were not pre-determined. Sample size for electrophysiology was chosen based on previous experience with similar studies in pups (PMID: 31025941), while limiting use of animals and resources to support conclusions listed in the paper. In the case of in vivo behavioral assays, pre-experimentation power analysis was used to determine adequate sample size. Sample sizes are indicated where appropriate in text, methods, and/or legends.
Data exclusions	As described in the 'Single cell RNA sequencing and analysis' section, poor quality single cells were excluded based on the following parameters: UMIs per cell less than 1,500 or greater than 25,000; genes per cell < 1,000 or greater than 8,000; percentage of counts assigned to mitochondrial genes greater than 15%; more than 20 counts of hemoglobin genes per cell. No other data was excluded.
Replication	All experimental approaches used at least 3 biological replicates in summary data. Specific number of animals and trials are detailed in text, methods, and/or legends.
Randomization	Mice were randomly assigned to experimental and control groupings.
Blinding	Preparation of single cell suspensions for scRNAseq was not blind to genotype, in an effort to decipher if there were any changes in cell types of interest between cohorts. Since there were no decipherable differences between runs/control mice (as described in the 'Single cell RNA sequencing and analysis' section of the Methods, all individual runs were pooled for analysis. For all other experimentation, data collection and analysis was performed blind and then grouped based on genotype for statistical testing.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Primary antibodies: Goat anti-human/mouse Phox2b, 1:100, R&D Systems, AF4940; Mouse anti-mouse somatostatin, 1:100, Santa Cruz Biotech, sc-55565; Rabbit-anti Lucifer yellow, 1:500, ThermoFisher, A-5750 Secondary antibodies (all 1:500 dilution, Jackson ImmunoResearch): Donkey anti-goat Cy3, 705-165-147; Donkey anti-mouse AlexaFluor 647, 715-605-150; Donkey anti-rabbit AlexaFluor 488, 711-545-152
Validation	Goat anti-human/mouse Phox2b antibody has been validated for use in ICC and ELISA as indicated on manufacturer's website https://www.rndsystems.com/products/human-mouse-phox2b-antibody_af4940. We have previously used this antibody for IHC applications (PMID: 31025941). Mouse anti-mouse somatostatin has been validated for use in WB, IP, IF, IHC(P) and ELISA applications as indicated on the manufacturer's website: https://www.scbt.com/p/somatostatin-antibody-g-10 Rabbit-anti Lucifer yellow antibody has extensive literature in amplification of Lucifer yellow signal in a variety of preparations,

including post-hoc immunohistochemistry from patched neurons, as indicated on the manufacturer's website: <https://www.thermofisher.com/antibody/product/Lucifer-Yellow-Antibody-Polyclonal/A-5750>

Secondary antibodies from Jackson ImmunoResearch have been extensively used throughout life science literature: secondary antibodies that we selected were also tested for any cross reactivity in Bov, Ck, Gt, GP, Sy Hms, Hrs, Hu, Ms, Rat, Shp Sr Prot. More information can be found here: <https://www.jacksonimmuno.com/technical/products/groups/whole-igg>

Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

P0-P45 male and female mice were used in equal proportions throughout experimentation. Specific age ranges per experimental paradigm are detailed in text, methods, and/or legends as appropriate. All animals were housed in a 12:12 light/dark cycle (average ambient temperature 72°F, average humidity 50%) with unlimited access to normal chow and an enrichment hutch. No other items were placed in home cages. Phox2bCre::TdT (Ai14) (JAX # 016223 and 007914) were crossed to Tcf4tr/+ mice to quantify aberrant Scn10a expression in the RTN and for anterograde tracing experiments. Tcf4tr/+ mice were also crossed with GfapCre/ERT2 (JAX # 012849) to assess parafacial astrocyte properties in this model. The Tcf4tr/+ line (JAX # 013598) used in this study was inbred from the F1 generation at time of cryorecovery and maintained on a 50% 129S1/SvImJ, 50% C57BL6/J mixed background. There were no alterations in background strain throughout breeding or between different breeding schemes. Pups (mice ~P21 and below) were housed with both parents before experimentation and, in the case of in vivo experiments, during drug incubation periods between experiments. No pup was out of the home cage for more than 1 hour during in vivo trials.

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples are used in this study.

Ethics oversight

University of Connecticut Institutional Animal Care and Use Committee (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Sample preparations for pooled qPCR are detailed in the methods section 'Florescence-activated cell sorting (FACS) and qRT-PCR' and as previously described (PMID: 32924935). In short, only adult (P30+) Phox2b-Cre::TdT:Tcf4tr/+ and Phox2b-Cre::TdT:Tcf4+/+ mice were used to make single cell suspension of all cells from the RTN, including TdT+ Phox2b RTN neurons. For each genotype, 3 animals were used to satisfy biological replicates; 3 technical replicates per sample were used for each Taqman probe.

Instrument

BD FACSAria II Cell Sorter

Software

BD FACSDiva 8.0

Cell population abundance

Phox2b (TdT+) cells made up about 21% of the total parent population of live (DAPI negative) cells in a 10,000 event sample (see Supplemental Information).

Gating strategy

Gating strategies are previously described in detail (PMID: 32924935). In short, a 10k threshold was applied to filter debris and dead cells from single cell suspensions. Single cells were then selected based on side and forward scatter, and then gated on the absence of DAPI. Finally, cells were gated on the presence of dTomato fluorescence in 4-way purity mode.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

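RNA of single cells from the ventral parafacial region was measured in 1 library of Tcf4+/+ mice and 1 library of Tcf4tr/+ mice, made with 10x Genomics version 3 chemistry. The authors converted the reads with bcl2fastq 2.20.0.422, aligned them to GRCm38 with Cell Ranger 4.0.0 and deposited the counts of UMIs per gene and cell barcode for 32285 genes. The counts are whole numbers and were not normalized or filtered on mitochondrial counts. Depth was 68888349 UMIs in 8750 Tcf4+/+ barcodes and 65246111 UMIs in 11268 Tcf4tr/+ barcodes. The labels place the libraries in batches 1 and 2, whereas the paper's methods give the first batch to a previous study and so put both in the second. With 1 library of each, genotype and library cannot be told apart. The paper's other 2 libraries, from a previous study, were not analysed here.

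Cells were filtered with the paper's limits, in each library on its own: 1500 to 25000 UMIs, 1000 to 8000 genes, at most 15% mitochondrial counts and at most 20 hemoglobin counts per cell. Doublets were called with Scrublet in Scanpy at an expected rate of 0.8% per 1000 barcodes and removed. Counts were scaled to the median UMIs per cell and log transformed. The 2000 most variable genes gave 20 principal components, a neighbor graph of k = 15 by cosine distance and Leiden clusters at resolution 1 and seed 0. Both libraries have the same chemistry, so no Harmony correction was applied. Clusters were named from 23 lists of 96 marker genes in all. A name needed at least 3 markers with a UMI in 25% of a cluster's cells, and a cluster with the markers of a second class and a high doublet score was left out. Neurons were scaled and clustered again with the same settings, and Tcf4, Atoh1, Gal, Cadps2, Gpr4, Kcnk5 and Scn10a were kept out of the variable genes in both rounds. RTN-like neurons were the clusters with markers Phox2b, Nmb, Slc17a6, Adcyap1 and Tacr1. They were clustered on their own at the lowest resolution, in steps from 0.1, that gave at least 2 clusters of 15 or more cells, which was 0.2. No cluster could be named C1-like, so neurons with a UMI of each of Phox2b, Th and Dbh were used, a choice made after the data were seen.

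Each gene is given as its summed counts relative to all UMIs of the group (CPM), with an exact Poisson 95% interval, and as the share of cells with at least 1 UMI with an exact Clopper-Pearson interval. Where a count is 0, the limit is that of 3 counts. Log2 ratios use a pseudocount of 1 UMI in each group, and a ratio against a count of 0 is taken against 3 counts. That floor covers counting error only and not the spread of UMIs between cells. Where cells of unequal depth are compared, every cell was also thinned to 1500 UMIs. With 1 library per genotype there is no replicate, cells are not replicates, and no p-value is given and no test between the genotypes was made. Differences between the libraries were computed within the 7 classes with at least 200 cells in each library. Gene lists were compared with 10000 random lists matched on mean expression, and Tcf4 with the 500 genes of nearest expression.

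The genes named in the text are those the paper names for these data or for its qPCR. For the RTN-like subsets and for RTN-like against C1-like neurons they are also the 10 genes with the largest ratio each way, among genes with a UMI in at least 25% of the cells of the higher group, at least 50 UMIs in both groups together and the same direction in both libraries. For the libraries within a class they are the 5 genes with the largest ratio each way, among genes with at least 100 UMIs in the class and a UMI in at least 10% of its cells in the library where they are higher. The lists of genes were myelin, cholesterol synthesis, immediate early and dissociation genes, heat shock, sodium channels, proton sensing and background potassium channels, bHLH and Id factors, neuropeptides, interferon response, microglial activation, sex genes, mitochondrially encoded genes, cytosolic ribosomal proteins, and the markers of red blood cells, choroid plexus, ependymal cells, Schwann cells and dividing cells. Lists, markers, limits and alternatives were fixed before the data were examined, apart from those named as chosen later. Coordinates are from GENCODE vM21 on GRCm38, matched by gene ID, while the authors counted with vM23. Of the gene symbols in the files, 40 repeat an earlier one, none of them a gene named here.

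Results were computed again under the alternatives that apply to each, 1 at a time. Over all results these were no cell filter, at least 3000 UMIs per cell, a mitochondrial limit of 10%, doublets kept, the reported genes kept among the variable genes, 30 principal components, k = 30, neuron resolutions of 0.5 and 2, 3 other Leiden seeds, each library clustered on its own, groups gated by markers without clusters, the split of RTN-like neurons by Ward clustering or by the clusters of all neurons, detection at 2 UMIs, thinning to 1500 UMIs, the mean of per-cell CPM, scaling by the median ratio and a limit of 30 UMIs per gene. The steps for comparing libraries were tested on simulated data, counts drawn at random from the Tcf4+/+ profile with 10383 genes. True log2 ratios of 1, -1, 2 and -2 came back with medians of 0.99, -1.03, 1.97 and -2.01, and of 200 unchanged lists 6.00% lay outside their 95% range. The simulated counts had counting error only, with no difference between libraries and no shared changes among the genes of a list. The 6.00% is therefore not an error rate for the gene lists of these libraries. Python 3.11.15 was used with Scanpy 1.11.5, AnnData 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and Matplotlib 3.10.9.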

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

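Of the tests in this part, those of depth and of scatter between single genes were chosen after the result was seen. The 2 groups of classes in the test of depth were formed then too, so a contrast between the groups is not itself a test result. The results below compare the 2 libraries, or cells in them, in ways the paper does not report for these data.

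Tcf4 counts were found well beyond the neurons, and in each of 7 cell classes its level was lower in the Tcf4tr/+ library. In astrocytes Tcf4 gave 506 CPM in Tcf4+/+ and 334 CPM in Tcf4tr/+, where the paper did not detect the transcript in parafacial astrocytes by qPCR. No class lacked Tcf4, so a share of background RNA in these counts is not excluded. The log2 ratio of Tcf4 (Tcf4tr/+ over Tcf4+/+) had a median of -0.42 over the 7 classes, from -0.76 in oligodendrocytes to -0.23 in newly formed oligodendrocytes.

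A different mix of cell classes is argued against, because the median within classes was -0.42 and 7 of 7 ratios lay below 0 with their intervals. With every cell thinned to 1500 UMIs, each cell weighs the same in the sums. Tcf4 then stayed at -0.27 or lower in astrocytes, oligodendrocyte precursors, oligodendrocytes and endothelial cells, which argues against deeper cells as the whole cause there. It lay between -0.075 and 0.040 in neurons, newly formed oligodendrocytes and microglia, where the weight of the deeper cells may account for the lower level. Among the 500 genes of nearest expression Tcf4 lay at the percentile 7.40 (median over classes, 2 in astrocytes to 17.6 in newly formed oligodendrocytes), so scatter of single genes between the libraries stays open. The biological explanation, fewer 3′ tags from the truncated allele, needs a lower level in every class. Before thinning the highest ratio was -0.23. After thinning no lower level was detectable in neurons, newly formed oligodendrocytes and microglia, so the need is not clearly met. This explanation stays open too, also because with 1 library of each, genotype cannot be told apart from library, or from batch if the labels hold. By the paper's methods both libraries belong to 1 batch.

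Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321 of GRCm38), which encodes the thyroxine carrier transthyretin, was found almost wholly in the Tcf4tr/+ library. Over the 7 classes it gave 2 UMIs in Tcf4+/+ (0.0652 CPM) and 3068 UMIs in Tcf4tr/+ (78.4 CPM), a log2 ratio of 9.65 (8.38 to 13.28) whose size is loose because it rests on 2 UMIs. It was found in 26.4% to 39.9% of the Tcf4tr/+ cells of a class, at 40.3 CPM in oligodendrocytes and 198 CPM in endothelial cells. Ttr was among the marker genes used to name choroid plexus. With no cell filter, a choroid plexus cluster held 49 of 11056 Tcf4tr/+ cells (0.443%) and 0 of 8129 Tcf4+/+ cells. Ttr and these cells were thus found in the same library, and a difference in the tissue taken is not excluded for Ttr. The ribosomal protein gene Rpl29 (ENSMUSG00000048758, chromosome 9, 106429454 to 106431568) gave 197 CPM in Tcf4+/+ and 581 CPM in Tcf4tr/+, a log2 ratio of 1.56 (1.52 to 1.60), and was among the 5 leading genes of 6 of 7 classes.

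The list of immediate early and dissociation genes was lower in the Tcf4tr/+ library in most classes. Its median log2 ratio was -1.37 in oligodendrocyte precursors, where Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273 of GRCm38) was at -1.83, Fosb at -1.95 and Egr1 at -1.44. The list lay below the 95% range of matched random lists in 5 of 7 classes, and its highest median was 0.068 in astrocytes. Heat shock genes lay below their range in 4 of 7 classes and mitochondrially encoded genes above theirs in 4, so a difference in the handling of the cells is not excluded.

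In the summed counts of RTN-like neurons the peptide genes Nmb and Gal were lower in the Tcf4tr/+ library, with log2 ratios of -0.86 (-1.05 to -0.68) and -1.04 (-1.28 to -0.82). Neither is settled, because after thinning no difference was detectable (Nmb -0.25, -0.69 to 0.18; Gal -0.21, -0.76 to 0.32), and with no cell filter Nmb was at -0.56, -0.68 to -0.44 while Gal turned to 0.88, 0.78 to 0.98. The upper limit on UMIs had removed 27 Tcf4+/+ and 1 Tcf4tr/+ barcodes with Phox2b, Slc17a6 and Nmb. The peptide gene Adcyap1 (-0.059, -0.24 to 0.11) and the receptor gene Tacr1 (-0.005, -0.59 to 0.54) showed no detectable difference, and Phox2b was at -0.24 (-0.45 to -0.038). No explanation was tested for Ttr, Rpl29, the immediate early genes or Nmb, and genotype and library cannot be told apart for them.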

How the results depend on the processing

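Chosen after the data were seen were the gate that names C1-like neurons and the alternatives of Tcf4 and Atoh1 in Phox2b-positive neurons, of RTN-like genes between libraries and of Gal in Cadps2 cells. Of 290 results, recomputed under 2339 alternatives in all, 2004 values stayed within the counting interval or factor, 312 moved beyond it and 23 turned direction. The count of turned values leaves out the sign changes of Gal between the subsets in Tcf4tr/+ (main log2 ratio -0.40, -0.81 to 0.011). These are counted as moved and are not marked as turned below. Atoh1 in C1-like neurons and Scn10a in neurons stayed at 0 throughout. Tcf4 and Atoh1 in Phox2b-positive neurons stayed in 55 of 60 values, gene lists in 292 of 299 and genes named by class in 274 of 277, with none reversed in these. The lists and the genes named by class were not recomputed after thinning or with no cell filter. Other groups were less stable. For Tcf4 by class 67 of 124 values stayed, 56 moved and 1 turned. For the genes named between the RTN-like subsets 212 of 300 stayed, 75 moved and 13 turned. Scaling by the median ratio shifts all genes of a class by the same amount, the largest median being -0.052 in oligodendrocytes. It could therefore not move a gene list or a named gene, and its values say nothing about stability.

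Where 2 values are given they are for Tcf4+/+ and Tcf4tr/+, ratios are log2 (Cadps2-higher over other subset, or Tcf4tr/+ over Tcf4+/+), and the cause was not tested. The ratios of Gal at 3000 or more UMIs per cell and with marker gates are taken against a floor of 3 UMIs, and Ward clustering gave no ratio of Cadps2 in Tcf4+/+. With no cell filter the values were RTN-like cells 95 and 76, C1-like cells 40 and 32, RTN-like of neurons Tcf4+/+ 18.3%, Tcf4 in C1-like Tcf4+/+ 67.5%, Gal between subsets 1.32 and 4.19, Cadps2 between subsets 1.05 and -0.38 (turned), Kcnk5 between subsets Tcf4tr/+ 0.068 (turned), Syt1 between subsets, both libraries -0.24 (turned), Rbfox1 between subsets, both libraries -0.99 (turned), Gal in RTN-like between libraries 0.88 (turned), Phox2b in Slc17a6 neurons Tcf4+/+ 67.7%, oligodendrocyte share between libraries 0.054, cells passing 8750 and 11268. At 3000 or more UMIs per cell the values were C1-like cells Tcf4+/+ 3, Tcf4 in RTN-like Tcf4+/+ 100%, Atoh1 in RTN-like Tcf4tr/+ 58.8%, both in RTN-like Tcf4tr/+ 58.8%, Gal between subsets -6.68 (turned) and -5.07, Apoe between subsets, both libraries -0.80 (turned), oligodendrocyte share between libraries 1.23. At a mitochondrial limit of 10% the values were cells passing 2813 and 3154. Kept doublets gave Tcf4 in RTN-like Tcf4tr/+ 73.5%, Atoh1 in RTN-like Tcf4tr/+ 29.4%, both in RTN-like Tcf4tr/+ 29.4%, Gal between subsets 1.82 and 1.67, Cadps2 between subsets 2.38 and -0.96 (turned), Kcnk5 between subsets Tcf4tr/+ -2.46, Rbfox1 between subsets, both libraries -0.27 (turned), Kit between subsets, both libraries -0.16 (turned). Clustering each library on its own gave RTN-like cells Tcf4tr/+ 30, RTN-like of neurons Tcf4tr/+ 5.13%, Tcf4 in RTN-like Tcf4tr/+ 100%, Atoh1 in RTN-like Tcf4tr/+ 66.7%, both in RTN-like Tcf4tr/+ 66.7%, Gal between subsets Tcf4+/+ 1.55, oligodendrocyte share between libraries 0.96. Marker gates gave RTN-like cells Tcf4tr/+ 33, Tcf4 in RTN-like Tcf4+/+ 100%, Atoh1 in RTN-like Tcf4tr/+ 60.6%, both in RTN-like Tcf4tr/+ 60.6%, Gal between subsets -6.19 (turned) and -4.59, Apoe between subsets, both libraries -0.83 (turned). Thinning to 1500 UMIs gave Tcf4 in RTN-like 46% and 54%, Atoh1 in RTN-like 10% and 14%, both in RTN-like 6% and 2%, Tcf4 in C1-like Tcf4tr/+ 0%, Gal between subsets 1.68 and 0.96, Tcf4 in neurons between libraries 0.040 (turned), Phox2b in Slc17a6 neurons 28.8% and 20%. Detection at 2 UMIs gave Atoh1 in RTN-like 36% and 18%, both in RTN-like 34% and 18%, Tcf4 in RTN-like Tcf4tr/+ 76%. Ward clustering gave Kcnk5 between subsets Tcf4+/+ 1.08, Gal between subsets -1.08 (turned) and 1.32, Cadps2 between subsets Tcf4tr/+ -0.65 (turned), Cadps2 between subsets, both libraries -0.97 (turned), Crim1 between subsets, both libraries -0.89 (turned), Lgals1 between subsets, both libraries 0.31 (turned), Gm3294 between subsets, both libraries 0.76 (turned), Prune2 between subsets, both libraries 0.30 (turned). The clusters of all neurons gave Gal between subsets 2.52 and 2.25, Cadps2 between subsets 2.24 and -1.56 (turned), Gpr4 between subsets Tcf4tr/+ -0.62, Rbfox1 between subsets, both libraries -0.46 (turned), Prune2 between subsets, both libraries 0.13 (turned). Means of per-cell CPM gave Gal between subsets 1.25 and 1.13. Tcf4 in RTN-like neurons of Tcf4+/+ rose from 49 of 50 cells to 100% also with the reported genes kept, 30 principal components, k = 30, Leiden seed 1 and Leiden seed 3.

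Depth limits the shares, as do the number of UMIs asked for and kept doublets. A thinned cell has fewer UMIs, so a gene is found in fewer cells after thinning. The order of Gal between the subsets in Tcf4+/+ was not the same over cells of all depths and over cells with 3000 or more UMIs.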

Differences from the paper's values

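Among Tcf4-labelled RTN neurons of Tcf4+/+ mice, the paper's in situ hybridization left 11% without Atoh1, and the Tcf4-positive RTN-like neurons of the Tcf4+/+ library left 36.7% without an Atoh1 UMI. Of 15 alternatives set before the data were examined, 0 came within 1.5 times the paper's value, from 33.3% at 3000 or more UMIs per cell to 87.0% after thinning. No alternative adds UMIs to a cell, though. Over both libraries Atoh1 was found in 14.8% of RTN-like neurons under 5000 UMIs and in 78.9% of those with 20000 or more. The alternatives thus cannot tell a limit of depth from a true difference. The share with Atoh1, 63.3% against the paper's 89%, lay within 1.5 times of it, apart from detection at 2 UMIs, thinning, no cell filter and doublets kept. Probes and UMIs detect a transcript with unequal sensitivity, which limits the comparison. The thresholds were unlike too, since the paper asked for several puncta in a cell and 1 UMI was enough here.

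The paper describes the RTN subsets as alike in Gpr4 and Kcnk5. The paper analysed 4 libraries, while the subsets here were split anew from 2 and were not matched to its clusters. A gap may therefore lie between unlike groups of cells. Gpr4 was 1.997-fold lower in the Cadps2-higher subset in Tcf4+/+ and 2.88-fold lower in Tcf4tr/+, and 2.44 and 2.92-fold lower at 3000 or more UMIs per cell. With the clusters of all neurons the log2 ratio of Gpr4 in Tcf4tr/+ was -0.62 (-2.54 to 0.48), no longer a detectable difference. Phox2b was lower in that subset too (log2 ratios -0.74 and -0.38), and Nmb higher (1.75 and 1.13). Kcnk5 showed no detectable difference in Tcf4+/+ (1.19-fold) and was 2.24-fold lower in Tcf4tr/+, but turned to a log2 ratio of 0.068 (-0.74 to 0.83) there with no cell filter. The paper sets its subsets apart by Gal and Cadps2. In Tcf4tr/+ Cadps2 was higher in 1 subset and the lower sum of Gal there (-0.40, -0.81 to 0.011) was within counting error, but the order of Cadps2 turned under 4 settings (to -1.56 with the clusters of all neurons), and Gal was higher there under 6 (up to 4.19 with no cell filter). In Tcf4+/+ summed counts were higher for both genes in the same subset (Gal 1.77-fold), whereas the shares of cells put them in opposite subsets (Gal in 6 of 26 against 17 of 24 cells, Cadps2 in 7 of 26 against 1 of 24), as did summed counts at 3000 or more UMIs per cell and with RTN-like neurons gated by markers.

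The paper places Tcf4 in the C1 cluster as well as in the RTN clusters. It was found in 0 of 5 Tcf4+/+ and 1 of 5 Tcf4tr/+ C1-like neurons, and, with no cell filter, in 67.5% and 31.2% of a cluster led by C1 genes, in which 57.5% and 43.8% of cells had Phox2b.

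The paper finds no Tcf4 transcript in parafacial astrocytes, by qPCR on labelled cells of control and Tcf4tr/+ mice. Here Tcf4 was found in 82.7% (80.1 to 85.2) of Tcf4+/+ and 70.2% (66.9 to 73.4) of Tcf4tr/+ astrocytes, and after thinning to 1500 UMIs in 50.3% and 37.9%. No class lacked Tcf4, with 218 and 167 CPM in microglia, so a share of background RNA is not excluded.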

Other observations

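Of the tests in this part, that of the upper limit on UMIs and that of cells as deep as the Cadps2 cells were chosen after the results were seen. In neurons the genes that led on the Tcf4+/+ side were Nmb (-1.58), Calca (-1.56), Sav1 (-1.55), Egr1 (-1.50) and Junb (-1.45), given as the log2 ratio of Tcf4tr/+ over Tcf4+/+. The mix of neurons was unequal too, with RTN-like neurons at 13.0% and 8.53% of neurons, 33 and 22 cells in the cluster led by Megf11, C1ql2 and Calca and 17 and 52 in that led by Dmbx1, so these ratios do not tell a level per cell from a mix. In astrocytes they were Clec3b (-2.05), Alas1 (-1.71), Fkbp11 (-1.51), Gdf10 (-1.24) and Tpbg (-1.21), and in oligodendrocyte precursors Meox1 (-2.17) and Junb (-1.43) beside the activity genes named above. Newly formed oligodendrocytes had Tmem255b (-2.93), Gm4651 (-2.83), Slc27a3 (-2.76), Tmem45a (-2.51) and Polr3e (-1.74), and oligodendrocytes Synpr (-2.55), Olfml1 (-2.26), Pde1c (-1.70), Junb (-1.65) and Tgfbr2 (-1.61). Microglia had Gdpd3 (-3.50), Bcl2a1d (-3.18), Klf2 (-2.10), Card9 (-2.08) and Hebp1 (-2.08), and endothelial cells Hebp1 (-3.93), Ccn1 (-1.84), Gja4 (-1.64), Gadd45b (-1.62) and Jun (-1.29).

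On the Tcf4tr/+ side, besides Ttr and Rpl29, neurons had Gm49980 (3.89), Rpgrip1 (1.73) and Gm17167 (1.58), and astrocytes Gm17167 (3.85), Tdgf1 (2.53) and Myoc (2.39). The crystallin gene Cryab (ENSMUSG00000032060, chromosome 9, 50751325 to 50756636 of GRCm38) was higher in oligodendrocyte precursors (1.42), with Gm17167 (1.85) and AI506816 (1.32), and in newly formed oligodendrocytes (1.87), with Fam129a (2.00) and Fam241a (1.63). Oligodendrocytes had Gm49980 (6.63), Shisal1 (2.31), Hist1h1d (2.00) and Hcn1 (2.00), microglia Meg3 (1.44), Ccl6 (1.33) and Lrba (1.32), and endothelial cells Nxpe4 (2.38), Rbp1 (2.02) and Mgp (1.79).

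Gene lists had the values below, each with its lowest and highest class median log2 ratio and the numbers of classes above and below the 95% range of matched random lists: myelin genes (-0.21 in oligodendrocytes to 0.38 in microglia; 4 above, 1 below, 7 classes), cholesterol synthesis (-0.40 in endothelial cells to 0.071 in oligodendrocyte precursors; 0 above, 3 below, 7 classes), heat shock genes (-0.34 in oligodendrocytes to -0.088 in astrocytes; 0 above, 4 below, 7 classes), sodium channels (-0.21 in oligodendrocytes to 0.15 in neurons; 0 above, 0 below, 5 classes), proton sensing and background potassium channels (-0.095 in oligodendrocytes to 0.31 in newly formed oligodendrocytes; 1 above, 0 below, 5 classes), bHLH and Id factors (-0.29 in endothelial cells to -0.016 in microglia; 0 above, 2 below, 7 classes), neuropeptides (-1.09 in neurons to -0.15 in newly formed oligodendrocytes; 0 above, 1 below, 2 classes), interferon response (-0.24 in astrocytes to 0.12 in endothelial cells; 0 above, 0 below, 2 classes), microglial activation (-0.17 in neurons to 0.24 in astrocytes; 0 above, 0 below, 4 classes), sex genes (-0.20 in microglia to 0.46 in oligodendrocyte precursors; 3 above, 0 below, 7 classes), mitochondrially encoded genes (0.084 in oligodendrocytes to 0.31 in newly formed oligodendrocytes; 4 above, 0 below, 7 classes) and cytosolic ribosomal proteins (-0.038 in newly formed oligodendrocytes to 0.27 in astrocytes; 6 above, 0 below, 7 classes). The sex list joins opposite directions, with Xist at -0.40 (-0.48 to -0.33) and Ddx3y at 0.25 (-0.016 to 0.50) in astrocytes and at -0.35 (-0.41 to -0.28) and 0.46 (0.12 to 0.80) in oligodendrocyte precursors, so its median says little and an unequal mix of the sexes is not excluded. The paper describes its control mice as matched for age and sex. The red blood cell markers were measured in newly formed oligodendrocytes alone (0.22, within the range). With the immediate early list, 34 of 75 values lay outside a 95% range, in 2 libraries whose labels give different batches. The markers of choroid plexus, ependymal cells, Schwann cells and dividing cells had fewer than 3 measured genes in every class.

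Tcf4 by class gave 302 and 216 CPM in neurons (Tcf4+/+ and Tcf4tr/+; log2 ratio -0.48, -0.61 to -0.36), 1115 and 864 in oligodendrocyte precursors (-0.37), 759.7 and 648 in newly formed oligodendrocytes, 631 and 372 in oligodendrocytes, 218 and 167 in microglia (-0.37) and 951 and 709 in endothelial cells, and the ratio in astrocytes was -0.60 (-0.70 to -0.49). Scn10a (ENSMUSG00000034533, chromosome 9, 119608456 to 119719322 of GRCm38) had 0 UMIs in 386 Tcf4+/+ neurons, which allows a captured UMI in up to 0.777% of cells, and 0 in 586 Tcf4tr/+ neurons (up to 0.512%). At medians of 8236.5 and 4640 UMIs per cell this does not limit the share that expresses it. Single UMIs of Scn10a lay in newly formed oligodendrocytes and in oligodendrocytes of each library. Of the neurons with Slc17a6, Phox2b was found in 54 of 96 in Tcf4+/+ (56.2%, 45.7 to 66.4; median 17013.5 UMIs) and 46 of 131 in Tcf4tr/+ (35.1%, 27.0 to 43.9; median 7133), where the paper's in situ counts gave 61% and 47%. After thinning to 1500 UMIs the shares were 28.8% and 20%. The paper also asked for several puncta in a cell, so these shares and its counts are not on the same footing. The C1 markers Phox2b, Th and Dbh were together in 17 Tcf4+/+ and 9 Tcf4tr/+ barcodes before any filter, of which 6 and 5 passed, 7 and 1 lay above the UMI limit and 7 and 3 above the mitochondrial limit.

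Fibroblast-like cells were 30 in Tcf4+/+ (0.710%) and 148 in Tcf4tr/+ (2.45%). Neurons were 9.14% and 9.70% of cells, dividing cells 3.03% and 3.06%, border macrophages 0.639% and 0.960% and pericytes 1.35% and 1.09%. With 1 library per genotype, a difference in the tissue taken is not excluded for any of these shares.

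Oligodendrocytes, without the unnamed cluster that had their markers, took a 1.76 times larger share of the Tcf4tr/+ cells. Kept doublets gave a ratio of 1.84, which argues against an uneven removal of doublets. The upper limit on UMIs was tested in the clusters of unfiltered cells, without the hemoglobin limit. Under the limits on genes, mitochondrial counts and lowest UMIs the shares were 20.1% and 21.6%, a ratio of 1.08. With the upper limit on UMIs added they were 12.1% and 20.9%, a ratio of 1.73, and with no limit 15.8% and 16.4%. The upper limit on UMIs was exceeded by 445 of 1287 oligodendrocytes of Tcf4+/+ and 66 of 1817 of Tcf4tr/+, and may account for most of the difference. A difference between the genotypes or the dissections in the rest stays open, as untested.

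Gal and Cadps2 lay in different RTN-like cells where the counts were high. Of 8 cells with at least 3 UMIs of Cadps2, 0 had any Gal, where 2.80 with 3 UMIs of each would follow from the single shares. Among other RTN-like cells at least as deep as the shallowest of these, 60% (21 of 35; 42.1 to 76.1) had Gal. This lies above the upper Clopper-Pearson limit of 36.9% for the 8, which argues against shallow cells that miss Gal. Phox2b and Nmb were in 100% of the 8, but a doublet of an RTN neuron would have both too and the clusters were named by these genes, so doublets cannot be told apart. At a limit of 1 UMI, 7 of 21 Cadps2 cells had Gal (9.66 by the shares), with 157 UMIs of Gal, 118 of them in 2 Tcf4+/+ cells, which is against a strict separation. That RTN neurons express either Gal or Cadps2 is thus a hypothesis, found and tested on the same 8 cells, and may not hold with more of them.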
